# Class IIa HDACs inhibit cell death pathways and protect muscle integrity in response to lipotoxicity

**DOI:** 10.1038/s41419-023-06319-5

**Published:** 2023-12-01

**Authors:** Sheree D. Martin, Timothy Connor, Andrew Sanigorski, Kevin A. McEwen, Darren C. Henstridge, Brunda Nijagal, David De Souza, Dedreia L. Tull, Peter J. Meikle, Greg M. Kowalski, Clinton R. Bruce, Paul Gregorevic, Mark A. Febbraio, Fiona M. Collier, Ken R. Walder, Sean L. McGee

**Keywords:** Mechanisms of disease, Obesity

## Abstract

Lipotoxicity, the accumulation of lipids in non-adipose tissues, alters the metabolic transcriptome and mitochondrial metabolism in skeletal muscle. The mechanisms involved remain poorly understood. Here we show that lipotoxicity increased histone deacetylase 4 (HDAC4) and histone deacetylase 5 (HDAC5), which reduced the expression of metabolic genes and oxidative metabolism in skeletal muscle, resulting in increased non-oxidative glucose metabolism. This metabolic reprogramming was also associated with impaired apoptosis and ferroptosis responses, and preserved muscle cell viability in response to lipotoxicity. Mechanistically, increased HDAC4 and 5 decreased acetylation of p53 at K120, a modification required for transcriptional activation of apoptosis. Redox drivers of ferroptosis derived from oxidative metabolism were also reduced. The relevance of this pathway was demonstrated by overexpression of loss-of-function HDAC4 and HDAC5 mutants in skeletal muscle of obese *db/db* mice, which enhanced oxidative metabolic capacity, increased apoptosis and ferroptosis and reduced muscle mass. This study identifies HDAC4 and HDAC5 as repressors of skeletal muscle oxidative metabolism, which is linked to inhibition of cell death pathways and preservation of muscle integrity in response to lipotoxicity.

## Introduction

Obesity is driving an epidemic of chronic disease, including type 2 diabetes. Linked to these diseases are adverse cellular responses arising from the accumulation of lipids in non-adipose tissues, a process termed lipotoxicity [1]. The deleterious effects of lipotoxicity include altered cellular signalling, metabolic reprogramming and cell death [2].

Lipotoxicity alters skeletal muscle metabolism, inducing insulin resistance and impairments in aspects of oxidative metabolism. Reduced rates of both glucose and lipid oxidation have been observed in the skeletal muscle of obese subjects [3, 4] and data describing impairments in amino acid metabolism are also emerging [5–7]. Experimental induction of acute lipotoxicity in humans through lipid infusion results in many of the same skeletal muscle metabolic alterations [8, 9]. These impairments in oxidative metabolism are associated with reduced expression of a metabolic and mitochondrial transcriptional programme controlled by the peroxisome proliferator-activated receptor-gamma coactivator 1 alpha (PGC-1α) transcriptional coactivator [10], encoded by the *PPARGC1A gene*. It is not known why repression of the metabolic transcriptome and reduced oxidative metabolism is an adaptation to lipotoxicity and the molecular pathways involved remain unclear.

Studies from our group and others have found that the class IIa histone deacetylase (HDAC) isoforms 4 and 5 are regulators of PGC-1α expression in skeletal muscle [11, 12]. HDAC4 and 5 act co-operatively as heterodimers to repress the myocyte-enhancer factor 2 (MEF2) family of transcription factors [13, 14]. Binding sites for the MEF2 transcription factor are found in the *PPARGC1A* promoter [12] and in the promoters and enhancer regions of other genes involved in oxidative metabolism [11]. However, the role of the class IIa HDAC transcriptional repressors in the context of lipotoxicity is unknown. We hypothesised that HDAC4 and 5 are increased in response to lipotoxicity and contribute to the suppression of metabolic genes and oxidative metabolism and sought to understand why these adaptations occur.

## Materials and Methods

### Cell culture

Mouse C2C12 myoblasts and myotubes were cultured using standard methods. Cells stably overexpressing HDAC4 and 5 were analysed as myoblasts as HDAC4 and 5 prevented myogenic differentiation of these cells to myotubes. Treatment doses of palmitate, camptothecin, Erastin, 1 S,3R-RSL 3 (Merck, Melbourne, Australia) and Ferrostatin (Selleckchem, Houston, Tx, USA) are reported in Figure legends and were applied for 24 h unless otherwise stated. Palmitate was dissolved in ethanol at 70 °C and diluted in ultrapure H_2_O before conjugation to fatty acid-free BSA at 1:10 ratio (w/v). An ethanol/BSA solution without palmitate was prepared at the same time for use as a vehicle.

### Animal models

All animal experimentation was approved by the Deakin University Animal Ethics Committee (G27-2012 and G21-2015). Male mice were acquired from the Animal Resources Centre (Perth, Australia) and were group housed with a 12 hr light/dark cycle, temperature 21 ± 3 °C, humidity 30–70% with ad libitum access to standard rodent chow and water. Heterozygous *db/+* and homozygous *db/db* mice on a C57BL/6 J background were fasted for 5 h prior to humane sacrifice by cervical dislocation for rapid excision of tissues, which were snap frozen in liquid nitrogen. C57BL/6J mice were administered recombinant serotype 6 adeno-associated viral (AAV6) (rAAV6) vectors via intramuscular injection into the anterior and posterior compartments of the lower hind limbs. Each compartment of the left limb received 2e^10^ vector genomes (vg) of empty rAAV6, whilst each compartment of the right limb received 1e^10^ vg of WT HDAC4 rAAV6 and 1e^10^ vg of WT HDAC5 rAAV6. *db/db* mice were similarly administered rAAV6 vectors via intramuscular injection. Each compartment of the left limb received 5e^10^ vg of empty rAAV6, whilst each compartment of the right limb received 2.5e^10^ vg of DN HDAC4 rAAV6 and 2.5e^10^ vg of DN HDAC5 rAAV6. Experiments were performed ~8 weeks after rAAV6 administration. At the conclusion of experiments mice were fasted for 4 hours before humane killing by cervical dislocation. Tissues were rapidly excised and snap frozen in liquid nitrogen or fixed in 10% formalin.

### Respiration and mitochondrial function analysis

Mitochondrial function in cells treated with vehicle (BSA) or palmitate was assessed as previously described [15] and respiratory analysis of skeletal muscle biopsies was also performed as previously described [11].

### Lipidomics and metabolite analysis

To determine cellular lipid profiles, ~1e^6^ cells were collected in 100 µl of PBS and frozen at −80 °C, or ~10 mg of muscle was homogenised in 100 µl of PBS, and lipids were determined as previously described [16]. Briefly, lipids were extracted using 20 volumes of chloroform:methanol (2:1) in a single-phase extraction process, recovering all lipids in a single phase suitable for liquid chromatography–mass spectrometry analysis. Lipids were identified using a HP 1200 liquid chromatography system (Agilent Technologies) coupled to a PE Sciex API 4000 Q/TRAP mass spectrometer (Applied Biosystems/MDS SCIEX, Mulgrave, VIC, Australia) with a turbo-ionspray source (350 °C) and Analyst 1.5 data system (Applied Biosystems/MDS SCIEX). Quantification of individual lipid species was performed using multiple-reaction monitoring (MRM) in positive ion mode. MRM product ions used were m/z 264 for ceramides, while diacylglycerides and triacylglycerides were monitored by the neutral loss of individual fatty acid species. Each ion pair was monitored for between 10 and 50 ms (using scheduled MRM mode), with a resolution of 0.7 amu at half-peak height, and averaged from continuous scans over the elution period. The proportionately higher signals resulting from diacylglycerol and triacylglycerol consisting of two or more identical fatty acids were corrected prior to normalisation against internal standards. Lipid concentrations were calculated by relating the peak area of each species to the peak area of the corresponding internal standards (100 pmol ceramide 17:0, 200 pmol diacylglycerol 17:0/17:0 and 100 pmol triacylglycerol 17:0/17:0/17:0), which were added prior to extraction. For detection of Glu and GSH, cells in six-well plates underwent metabolic arrest by washing in 1 mL ultrapure water before being frozen instantaneously by the addition of liquid nitrogen. To extract polar metabolites, ice-cold methanol:chloroform (9:1) containing internal standards (0.5 nM 13C-sorbitol and 5 nM 13 C, 15N-valine) was added. Metabolites were detected using LC and high-resolution QTOF mass spectrometry previously described [17] with the following modifications. Samples (10 μL) were injected onto an Agilent 1290 LC fitted with a SeQuant ZIC®-pHILIC column (2.1 × 150 mm, 5μm; Merck) using 20 mM ammonium carbonate, pH 9.0 (Sigma-Aldrich) and 100% acetonitrile as the mobile phases.

### Microarray and gene expression analysis

For comparative transcriptomics analysis, each group consisted of three biological replicates and microarray analysis was performed as previously described [11] and conform to MIAME guidelines. Genes found to be significantly altered in the same direction in both cell and skeletal muscle data sets (*n* = 236) were analysed by gene set enrichment analysis using KEGG pathways. 

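Expression arrays of 12 C2C12 samples (6 control, 6 overexpressing HDAC4 and 5) and of 7 soleus samples (3 control, 4 db/db) were compared here, although the paper gives 3 replicates per group. A gene counted as coregulated when it passed a Benjamini-Hochberg adjusted p of 0.05 in limma in both data sets, in the same direction. Of the 11673 genes tested in both, 7856 passed in C2C12 and 0 in soleus muscle, so that 0 genes were coregulated at this threshold. The t-test of the paper's general statistics, called the methods' t-test here, gave the same count of 0 after Benjamini-Hochberg adjustment. For the arrays the paper refers to an earlier study, so whether this test was used on them is not known. The methods' t-test at an unadjusted p under 0.05 moved this count most among the alternatives set beforehand, to 296, with 290 genes in opposite directions. At an unadjusted p under 0.05 in limma, 8117 genes passed in C2C12 and 578 in soleus muscle, and 236 of them changed in the same direction, 173 higher and 63 lower in both. At that threshold 230 genes changed in opposite directions. If the calls in the 2 data sets were independent, 208 same-direction genes would be counted. Same and opposite directions were about as frequent as independent directions give (Fisher's exact test, one-sided, p = 0.377). Taken by direction, the overlap of genes lower in both was above chance (Fisher's exact test, one-sided, p = 0.000411), while that of genes higher in both was not (p = 0.193, same exact test). For genes lower in both, the same exact test gave p = 0.0153 with the methods' t-test and p = 0.108 with slide as a block, both at an unadjusted p, so that the overlap was not above chance with the block, an alternative chosen after the data were seen. With slide as a block and the adjusted p, 7 genes were coregulated and 13 changed in opposite directions. Independent calls would give 9.18 same-direction genes there. With the replicate number as a block 2 were coregulated and 0 changed in opposite directions. With each soleus array left out in turn, the adjusted count was 0, except for 1 without the first db/db replicate. Across the 11673 genes, which are not independent replicates, the log2 fold changes of the 2 data sets had a Pearson correlation of -0.00840 and a Spearman correlation of -0.0167.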

Gene expression was measured using real time RT-PCR as previously described [18]. Primer sequences are available in Table S1.

### Immunoprecipitation and western blot analysis

Cells were collected in lysis buffer (50 mM Tris pH 7.5, 1 mM EDTA, 1 mM EGTA, 10% glycerol, 1% Triton X-100, 50 mM NaF, 5 mM sodium pyrophosphate, 1 mM DTT, 1X protease inhibitor cocktail (Merck)) and ~20 mg skeletal muscle was homogenised in 10 volumes of lysis buffer using a handheld homogeniser. Protein concentration was determined using the BCA assay (Pierce). Immunoprecipitation and western blotting were performed as previously described [19]. Antibody details are listed in Table S2.

### Insulin/isotopic glucose administration and stable isotope metabolomics

Mice were administered 200 μCi/kg of 2[1,2-^3^H]-deoxyglucose (2-DG) and 100 μCi/kg of 1-^14^C glucose, with or without 1.2 U/kg insulin, following a 5 h fast. Blood glucose was determined using a handheld glucometer (Accu-Chek Performa, Merck) and ~5 μL blood was obtained from the tail tip prior to tracer administration and 5, 15 and 30 min after tracer administration. Plasma tracer concentration and tissue 2-deoxyglucose clearance were determined as we have previously described [20]. To determine 1-^14^C glucose incorporation into glycogen, ~10–15 mg of tibialis anterior muscle was digested in 1 M KOH at 70 °C for 20 min and glycogen was precipitated with saturated Na_2_SO_4_, washed twice with 95% ethanol and resuspended in acetate buffer (0.84% sodium acetate, 0.46% acetic acid, pH 4.75) containing 0.3 mg/mL amyloglucosidase (Merck). Glycogen was digested overnight at 37 °C before glucose content was quantified using the glucose oxidase method [15] and ^14^C-glucose incorporation was measured. To determine 1-^14^C glucose incorporation into lipids, 5–10 mg of tibialis anterior (TA) muscle was homogenised in chloroform/methanol (2:1) and mixed overnight at room temperature. Organic and inorganic phases were separated, and the lower organic phase was collected and evaporated under N_2_ at 45 °C. The dried extract was resuspended in absolute ethanol and TG content was assayed using TG GPO-PAP reagent (Merck) and ^14^C-glucose incorporation was measured.

To assess glucose utilisation by metabolic pathways, mice were administered a bolus of 50 mg of [U-^13^C] glucose (Sigma-Aldrich) via oral gavage. At 60 min later, mice were humanely killed by cervical dislocation and skeletal muscles were immediately collected. Targeted metabolomics and analysis of [U-^13^C] labelling was performed as we have previously described [20].

### Measurement of apoptosis and cell viability

Analysis of apoptotic cells was performed by dual staining with FITC-conjugated Annexin V (Merck) and propidium iodide (PI; Thermo-Fischer, Waltham, MA, USA) and was optimised for adherent cells. For measurement of apoptosis in tissues, caspase 3 activity was measured using Caspase-Glo 3/7 assay (Promega, Alexandria, Australia). Quantification of viable cells was performed by staining with 7-aminoactinomycin D (7-AAD; Merck) and flow cytometry or with crystal violet staining with colorimetric detection.

### Reactive oxygen species detection

In cells, hydrogen peroxide (H_2_O_2_) was detected using Amplex Red assay (Invitrogen, Mt Waverly, Australia). Cells were seeded into a 96-well plate at 25,000 cells/well. The following day, cells were treated with vehicle (DMSO), 100 µM mitoTEMPO or 100 µM apocynin for 30 min at 37 °C. Cells were then co-incubated with 50 µM Amplex Red and 0.1 U/ml horseradish peroxidase (HRP) for a further 30 min at 37 °C. Mitochondrial ROS was designated as that sensitive to MitoTEMPO, while NADPH oxidase ROS was designated as that sensitive to apocynin. For tissues, the OxiSelect In Vitro ROS/RNS Assay kit (Green Fluorescence) (Cell Biolabs Inc., STA-347) was used according to the manufacturer’s instructions.

### GPX4 activity and lipid peroxidation

Glutathione-dependent peroxidase activity was measured using a colorimetric Glutathione Peroxidase Assay Kit (AbCam, ab102530). Cells were plated into 10 cm tissue culture plates at 4 × 10^6^ cells per dish. After 3 h, media was refreshed and cells incubated for 1 h, washed and collected in 250 μl of supplied assay buffer. For tissues, muscle lysate was analysed. Data was then analysed as described by the manufacturer with results normalised to protein concentration. Lipid peroxidation in both cells and muscle lysates was assessed using a lipid peroxidation kit (Sigma, MAK-085). The assay was performed according to manufacturer’s instructions, including addition of butanol to the reaction.

### Histology

Fixed TA muscles were embedded in paraffin before transverse sections were obtained at 5 μm thickness and stained for H&E and Masson’s trichrome. Slides were scanned (Aperio, Leica Biosystems) and were analysed using photoshop and image J.

### Statistical analysis

Individual data points represent biological replicates for both animal (individual mouse) and cell (separate culture dish/well) experiments. All data are expressed as mean ± SEM. Individual data points identified as greater than two standard deviations away from the mean were designated as outliers and removed. Data was assessed for normality using the Shapiro-Wilk test. Differences between groups were assessed using *t*-test, Kruskal-Wallis test, one-way ANOVA or two-way ANOVA as appropriate using GraphPad Prism. Specific differences between groups were identified using Dunn’s or Tukey’s multiple comparisons tests. For animal experiments where opposing hind limbs were administered different rAAVs, such that control and experimental conditions were contained within the one animal, paired *t*-tests were used. Differences were considered statistically significant where *p* < 0.05.

## Results

### HDAC4 and 5 are increased in models of lipotoxicity

To test the hypothesis that HDAC4 and 5 are increased by lipotoxicity, C2C12 myotubes were exposed to 0.25 or 0.5 mM palmitate, or BSA (vehicle), for 16 h. Application of 0.5 mM palmitate-induced alterations consistent with lipotoxicity in muscle cells, including increased ceramide, diglyceride (DG) and triglyceride (TG) levels (Figs. 1A and S1A), lower *Ppargc1a* gene expression (Fig. 1B) and a reduction in cellular respiration (Fig. 1C). The abundance of both HDAC4 and HDAC5 protein was increased by 0.5 mM palmitate, while HDAC5 protein abundance was also increased by 0.25 mM palmitate (Fig. 1D). There were no differences in *Hdac4* or *Hdac5* gene expression between groups (Fig. S1B).

**Fig. 1:**
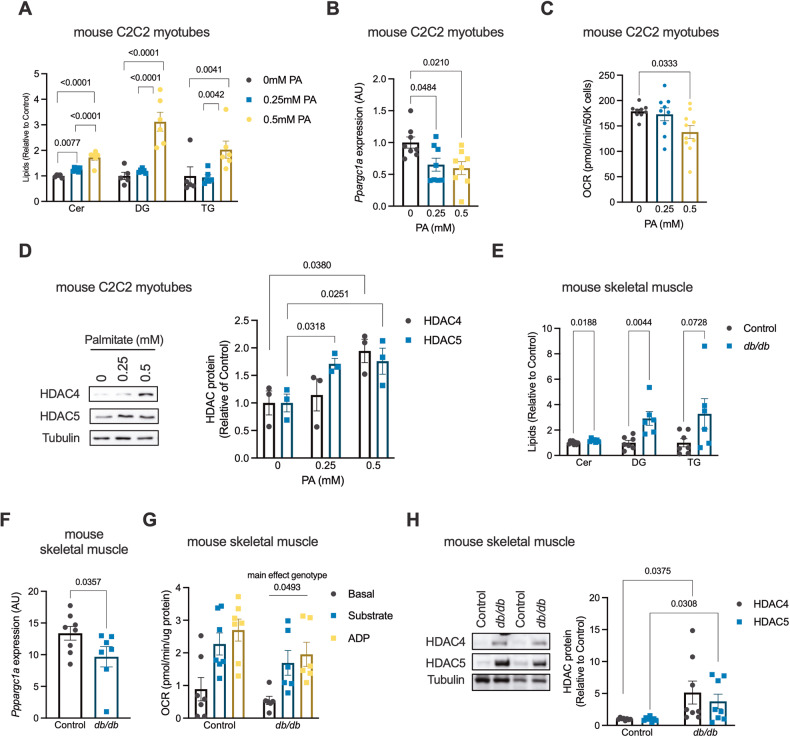
HDAC4 and 5 are increased in models of lipotoxicity. **A** Total Ceramide, Diglyceride (DG) and triglyceride (TG) lipids in C2C12 myotubes treated with 0 mM (BSA vehicle), 0.25 mM or 0.5 mM palmitate (PA) for 16 h (One-way ANOVA; Cer *p* < 0.0001 (*F*(2,14) = 73.86), DG *p* < 0.0001 (*F*(2,14) = 38.50), TG *p* < 0.0017 (*F*(2,14) = 10.38), significant Tukey’s multiple comparisons shown). **B** *Ppargc1a* gene expression in C2C12 myotubes treated with 0 mM, 0.25 mM or 0.5 mM PA for 16 h (One-way ANOVA *p* < 0.0161 (*F*(2,21) = 5.054), significant Tukey’s multiple comparisons shown). **C** Oxygen consumption rate (OCR) in C2C12 myotubes treated with 0 mM, 0.25 mM or 0.5 mM PA for 16 h (One-way ANOVA *p* < 0.0255 (*F*(2,25) = 4.262), significant Tukey’s multiple comparisons shown). **D** Representative western blots and HDAC4 and 5 protein in C2C12 myotubes treated with 0 mM, 0.25 mM or 0.5 mM PA for 16 h (HDAC4, Kruskal-Wallis test, *p* = 0.049 (*X*^2^ = 5.591), significant Dunn’s multiple comparison shown; HDAC5, One-way ANOVA, *p* = 0.038 (*F*(2,6) = 5.903), significant Tukey’s multiple com*p*arisons shown). **E** Total Cer, DG and TG lipids in tibialis anterior (TA) skeletal muscle of Control and *db/db* mice (Unpaired *t*-tests). **F** *Ppargc1a* gene expression in TA skeletal muscle of Control and *db/db* mice. **G** Basal, substrate and ADP-driven OCR in biopsies of the gastrocnemius skeletal muscle of Control and *db/db* mice (Two-way ANOVA, genotype *F*(1,33) = 4.166). **H** Representative western blots (two biological replicates per group) and HDAC4 and 5 protein in TA skeletal muscle of Control and *db/db* mice (Unpaired *t*-tests). Data are mean ± SEM, *n* = 3–6 biological replicates per group for cell experiments and 6–8 per group for animal experiments.

To examine whether skeletal muscle HDAC4 and 5 are increased in an in vivo model of lipotoxicity, the TA skeletal muscle of obese *db/db* and control heterozygous littermate mice was analysed. Total ceramide and DG were increased in skeletal muscle of *db/db* mice, while there was a trend for TG to also be higher (Figs. 1E and S1C). Increased muscle lipid concentrations were associated with decreased *Ppargc-1α* gene expression (Fig. 1F), a main effect for reduced skeletal muscle respiratory responses (Fig. 1G) and increased HDAC4 and 5 protein abundance (Fig. 1H). Skeletal muscle gene expression levels of *Hdac5*, but not *Hdac4*, were increased in *db/db* mice (Fig. S1D). Notwithstanding the complex physiology of the *db/db* model, these data suggest that skeletal muscle HDAC4 and 5 are increased in response to lipotoxicity and are associated with reduced *Ppargc1a* expression and impaired oxidative metabolism.

### Overexpression of HDAC4 and 5 in skeletal muscle represses *Pppargc1a* expression and oxidative capacity

To examine whether increased HDAC4 and 5 impacts skeletal muscle metabolism, a bilateral skeletal muscle HDAC4 and 5 mouse model was developed using rAAV6 vectors expressing HDAC4 and HDAC5 (Fig. 2A). In TA muscle, this model had increased *Hdac4* and *Hdac5* gene expression (Fig. 2B) and protein (Fig. 2C). Overexpression of HDAC4 and 5 reduced *Ppargc1a* expression (Fig. 2D) and the expression of a range of MEF2 and PGC-1α target genes involved in oxidative and mitochondrial metabolism (Fig. 2E). These changes in metabolic transcripts were associated with reduced protein abundance of subunits of complex III and V (ATP synthase), but not other subunits of electron transport chain complexes (Fig. 2F). Reduced ATP synthase components was associated with main effects for reduced respiratory responses in muscles overexpressing HDAC4 and 5 when driven by both succinate (Fig. 2G) and malate (Fig. 2H) as substrates. Overexpression of HDAC4 and 5 was not associated with statistically significant accumulation of lipids (Fig. 2I), although lipid levels were generally higher with overexpression of HDAC4 and 5. These data indicate that increasing HDAC4 and 5 represses *Ppargc1a* gene expression and oxidative capacity in skeletal muscle.

**Fig. 2:**
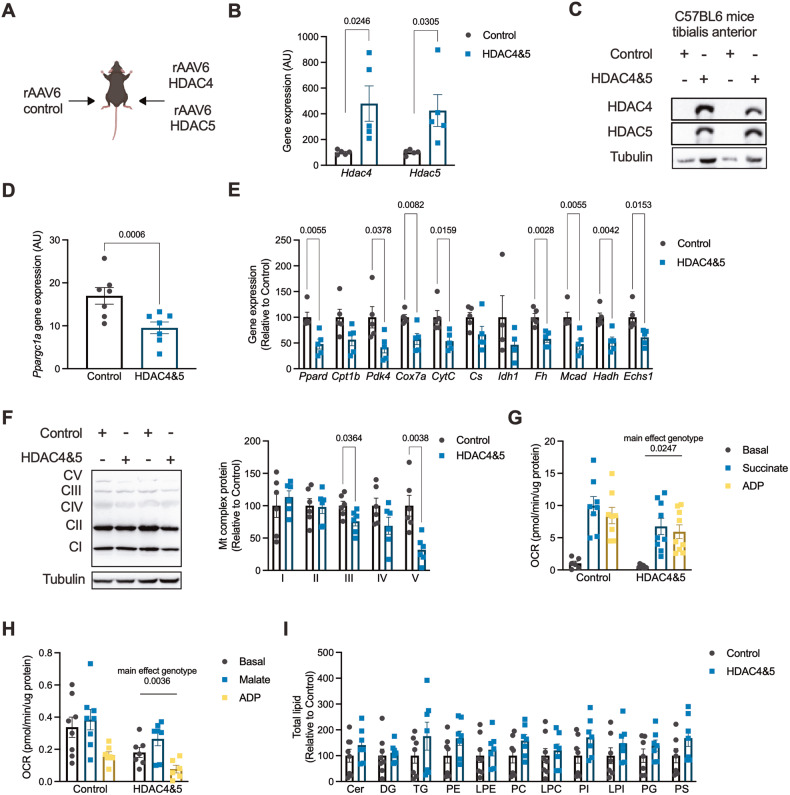
Overexpression of HDAC4 and 5 in skeletal muscle suppresses *Pppargc1a* expression and oxidative capacity. **A** The bilateral AAV6 HDAC4 and 5 overexpression mouse model. **B** *Hdac4* and *Hdac5* gene expression in Control and HDAC4 and 5 overexpressing tibialis anterior (TA) skeletal muscle (Paired *t*-tests). **C** HDAC4 and 5 protein in Control and HDAC4 and 5 overexpressing TA skeletal muscle. **D** *Ppargc1a* gene expression in Control and HDAC4 and 5 overexpressing TA skeletal muscle (Paired *t*-tests). **E** Metabolic gene expression in Control and HDAC4 and 5 overexpressing TA skeletal muscle (Paired *t*-tests). **F** Respiratory chain complex subunit protein in Control and HDAC4 and 5 overexpressing TA skeletal muscle (Paired *t*-tests). **G** Basal, succinate and ADP-driven oxygen consumption rate (OCR) from biopsies of Control and HDAC4 and 5 overexpressing gastrocnemius skeletal muscle (Two-way ANOVA, genotype *F*(1,43) = 5.417). **H** Basal, malate and ADP-driven OCR from biopsies of Control and HDAC4 and 5 overexpressing gastrocnemius skeletal muscle (Two-way ANOVA, genotype *F*(1,37) = 9.661). **I** Ceramide (Cer), diglyceride (DG), triglyceride (TG), phosphatidylethanolamine (PE), lysophosphatidylethanolamine (LPE), phosphatidylcholine (PC), lysophosphatidylcholine (LPC), phosphatidylinositol (PI), lysophosphatidylinositol (LPI), phosphoglycerol (PG) and phosphatidylserine (PS) lipids in Control and HDAC4 and 5 overexpressing TA skeletal muscle. Data are mean ± SEM, *n* = 4–6 per group.

### Overexpression of HDAC4 and 5 in skeletal muscle inhibits oxidative glucose utilisation

Reduced skeletal muscle oxidative capacity associated with lipotoxicity is linked with reduced insulin action and impaired glucose utilisation [4, 21, 22]. To determine whether HDAC4 and 5 cause insulin resistance, bilateral skeletal muscle HDAC4 and 5 mice were administered either vehicle or insulin and glucose tracers (Fig. 3A). Insulin reduced the excursion of both glucose tracers (Fig. S2A, B). There was a main effect for increased glucose clearance in skeletal muscles overexpressing HDAC4 and 5 (Fig. 3B). When expressed relative to control skeletal muscle within each mouse, skeletal muscle with HDAC4 and 5 overexpression had increased glucose clearance in vehicle but not insulin-stimulated conditions (Fig. 3C). Examination of glucose fate revealed a main effect for overexpression of HDAC4 and 5 to increase glucose incorporation into glycogen (Fig. 3D) and increase glycogen concentration (Fig. S2C). In contrast, there was a main effect for insulin to increase glucose incorporation into lipids (Fig. 3E), which was associated with a main effect for insulin to increase Akt phosphorylation at T308 (Fig. 3F, G) and S473 (Fig. 3F, H). Consistent with the increase in glucose clearance, phosphorylation of TBC1D4 at S642, which is required for GLUT4 translocation to the plasma membrane [23], was increased in skeletal muscle overexpressing HDAC4 and 5 (main effect; Fig. 3I). These data indicate that increases in skeletal muscle HDAC4 and 5 increase glucose utilisation through non-oxidative pathways such as glycogen synthesis.

**Fig. 3:**
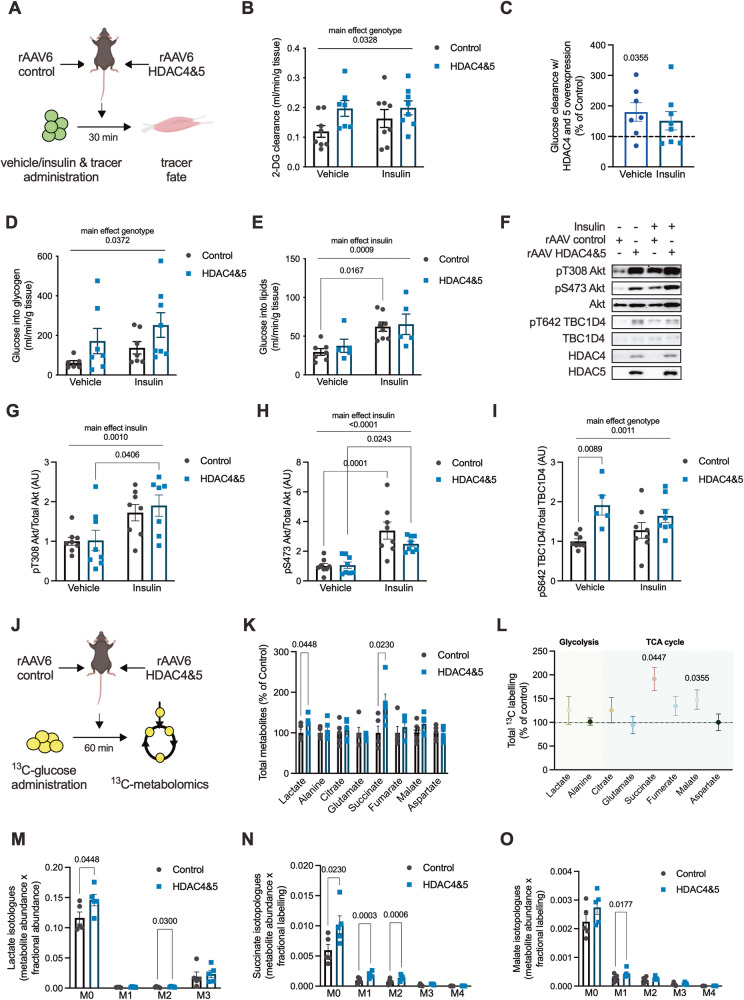
Overexpression of HDAC4 and 5 in skeletal muscle inhibits oxidative glucose utilisation. **A** Experimental overview of vehicle/insulin and isotopic glucose tracer administration in the bilateral AAV6 HDAC4 and 5 overexpression model. **B** 2-deoxyglucose (2-DG) clearance in tibialis anterior (TA) skeletal muscle of bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers (Two-way ANOVA, genotype *F*(1,27) = 5.061). **C** 2-DG clearance in TA skeletal muscle overexpressing HDAC4 and 5 relative to Control (Paired *t*-test). **D** ^14^C-glucose incorporation into glycogen in TA skeletal muscle of bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers (Two-way ANOVA, genotype *F*(1,24) = 4.864). **E** ^14^C-glucose incorporation into lipid in TA skeletal muscle of bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers (Two-way ANOVA, insulin *F*(1,21) = 14.94). **F** Representative images of insulin signalling components in TA skeletal muscle of bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers and quantification of (**G**) pT308 Akt (Two-way ANOVA, insulin *F*(1,27) = 13.75); (**H**) pS473 Akt (Two-way ANOVA, insulin *F*(1,28) = 33.13), and; (**I**) pS642 TBC1D4 (Two-way ANOVA, genotype *F*(1,25) = 13.60). **J** Experimental overview of stable isotope metabolomics in the bilateral AAV6 HDAC4 and 5 overexpression model administered U^13^C-glucose. **K** Total metabolite abundance in TA skeletal muscle of bilateral AAV6 HDAC4 and 5 mice administered U^13^C-glucose. (Paired *t*-tests). **L** Total ^13^C labelling of glycolytic and TCA cycle metabolites in TA skeletal muscle of bilateral AAV6 HDAC4 and 5 mice administered U^13^C-glucose. (Paired *t*-tests). Isotopologues of (**M**) Lactate; (**N**) Succinate, and; (**O**) Malate (Paired *t*-tests) in TA skeletal muscle of bilateral AAV6 HDAC4 and five mice administered U^13^C-glucose. Data are mean ± SEM, *n* = 5–8 per group.

To determine whether HDAC4 and 5 inhibits glucose utilisation through oxidative pathways, a targeted stable isotope metabolomics approach in bilateral skeletal muscle HDAC4 and 5 mice was employed (Fig. 3J). Overexpression of HDAC4 and 5 increased the total abundance of lactate and succinate (Fig. 3K) and total ^13^C labelling of succinate and malate (Fig. 3L). Isotopologue analysis of lactate, succinate and malate was performed to provide further insight into the metabolic reprogramming induced by HDAC4 and 5 overexpression. This revealed accumulation of both M + 0 and M + 2 lactate in muscle overexpressing HDAC4 and 5 (Fig. 3M), suggesting increased non-oxidative glucose utilisation and increased malate/pyruvate cycle flux, respectively, which can be indicative of defective TCA cycle function [24]. Succinate M + 0, M + 1 and M + 2 isotopologues were increased in muscle overexpressing HDAC4 and 5 (Fig. 3N), consistent with a major impairment in succinate dehydrogenase (SDH) activity [25], which is bifunctional for both the TCA cycle and the electron transport chain. These data are also supported by reduced succinate-driven respiration in muscles overexpressing HDAC4 and 5 (Fig. 2G). Similarly, HDAC4 and 5 overexpression was associated with increased malate M + 0 and M + 1 isotopologues (Fig. 3O). Together, the data from both tracer studies indicate that increased HDAC4 and 5 is linked with defective oxidative glucose utilisation and increased non-oxidative glucose utilisation in skeletal muscle.

### HDAC4 and 5 enhance cell survival in response to lipotoxicity and supress the apoptosis and ferroptosis cell death pathways

To better understand why this metabolic reprogramming occurs, important genes regulated by HDAC4 and 5 in the context of lipotoxicity were identified using a comparative transcriptomics approach. Specifically, the transcriptome altered in the skeletal muscle of *db/db* mice in which HDAC4 and 5 was increased (Fig. 1H) was compared to the transcriptome altered in myogenic C2C12 myoblasts stably overexpressing HDAC4 and 5 (Fig. S3A). 

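RNA from C2C12 cells, a mouse myoblast line, and from mouse soleus muscle was hybridised to 1-colour Agilent whole mouse genome arrays, 1 array per sample. All 19 arrays were analysed here. There were 6 arrays of control C2C12 cells with empty plasmids, 6 of C2C12 cells selected for plasmids that carry HDAC4 and HDAC5, 3 of soleus muscle of control mice and 4 of soleus muscle of db/db mice, which lack a working leptin receptor and become obese. The paper gives 3 biological replicates per group and its text does not identify them. The muscle is soleus by the sample labels, while the db/db muscle of Fig. 1H is tibialis anterior. The labels name the dye field as biotin, and the labelling protocol as Cy3. The mice were 12 weeks old. The share of spots well above background ran from 53.1% to 57.5% on the control C2C12 arrays, from 49.7% to 56.7% on the HDAC4 and 5 arrays, from 46.8% to 50.1% on the control soleus arrays and from 48.3% to 54.8% on the db/db arrays.
The authors deposited the scanner output of each array, whose processed signal is background-subtracted but not normalized between arrays. This signal was taken here as log2 minus the 75th percentile of its own array. Spots marked as outliers were left out. Probes had to be well above background on every array of at least 1 of the 2 groups compared, and the probe with the highest mean stood for its gene. The 2 groups were compared with limma, separately in C2C12 cells and in soleus muscle, and p-values were adjusted by Benjamini-Hochberg. The number of arrays limits the precision, most of all in soleus muscle. The paper counts separate dishes or wells as biological replicates of cells, so p-values in C2C12 cells measure the spread between cultures. They cannot tell HDAC4 and 5 from another difference between the control and the HDAC4 and 5 cells.
The probe for Hdac5 lies on chromosome 11 of mm9 from 102057070 to 102057120. It read 2.35 ± 0.35 (SD, n = 6) log2 units from the 75th percentile in control cells and 3.79 ± 0.61 (SD, n = 6) in HDAC4 and 5 cells. This is a log2 difference of 1.44 (standard error 0.26, adjusted p = 0.000297 from limma), with no overlap between the groups (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 arrays allow). The probe for Hdac4, on chromosome 1 from 93829554 to 93829613, read 0.45 ± 0.09 (SD, n = 6) and 0.42 ± 0.13 (SD, n = 6), which did not differ (adjusted p = 0.738 from limma). The plasmids carry the human genes, and whether the mouse probes detect their transcripts was not tested. In soleus muscle, neither Hdac4 (log2 difference 0.25, standard error 0.68, adjusted p = 0.980) nor Hdac5 (0.33, standard error 0.96, adjusted p = 0.982) differed between db/db and control mice in limma, with 1 db/db spot of each gene marked as an outlier. Leaving out single soleus arrays changed the sign of both differences.
In C2C12 cells, 9446 of 14137 genes passed the adjusted p of 0.05, 5106 of them higher and 4340 lower with HDAC4 and 5. In the authors' deposited matrix 2698 were higher and 4378 lower. A further requirement of a 1.5-fold change moved this count most, to 5377. The median log2 difference of all C2C12 genes was 0.07. In soleus muscle, 2 of 13071 genes passed with limma, Lep and Mup1, which are named after their values were seen. Lep was well above background on 1 of 3 control arrays, and Mup1 on 0 of 4 db/db arrays. At an unadjusted p under 0.05, 768 soleus genes passed. The methods' t-test gave 931 soleus genes unadjusted and 1 after Benjamini-Hochberg adjustment. The 7 soleus arrays were run on 2 slides, each with both groups, and with slide as a block 53 soleus genes passed the adjusted p. With the replicate number as a block there were 7. With each soleus array left out in turn the count was between 0 and 5.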

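The arrays carry a pair of probes for Ppargc1a on chromosome 5 of mm9, and both were well above background on every C2C12 array. The brighter probe, from 51848928 to 51848987, read -2.98 ± 0.19 (SD, n = 6) log2 units from the 75th percentile of its array in control cells and -1.54 ± 0.05 (SD, n = 6) in cells overexpressing HDAC4 and 5. Ppargc1a was therefore higher by 1.43 on the log2 scale (standard error 0.08, adjusted p = 3.38e-09 from limma), a fold of 2.70, and all 6 arrays lay above all 6 control arrays. The control arrays read -3.01, -2.80, -2.85, -2.92, -2.95 and -3.33, and the HDAC4 and 5 arrays -1.51, -1.55, -1.58, -1.47, -1.60 and -1.53. The second probe, from 51846897 to 51846956, was higher by 1.32. Within the 3 slides, the difference at the brighter probe was 1.37, 1.36 and 1.57. Under the alternatives it lay between 1.18 and 1.50.

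**Figure D1:**
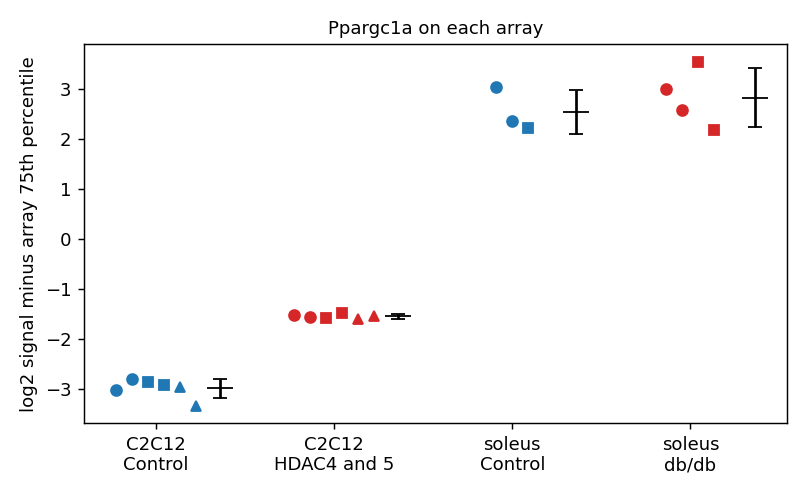
Ppargc1a signal on each array, as log2 signal minus the 75th percentile of the array, in C2C12 cells and soleus muscle. Each point is 1 array, point shapes mark the slides within a data set, and the bar beside each group is its mean with the SD. The control C2C12 arrays lie between -3.33 and -2.80 and the HDAC4 and 5 arrays between -1.60 and -1.47, while the soleus groups overlap.

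Lists of genes for metabolic pathways, fixed before the data were examined, were tested on the genes measured on all 12 C2C12 arrays with camera from limma, with p adjusted over the lists. Medians, means and set tests therefore cover fewer genes than the counts of genes past the adjusted p. Saturated spots were kept, and how far saturation moved these lists was not tested. The brightest probe of Cs, a TCA cycle gene, was saturated on every array that measured it and was higher (0.39). Its other probe, saturated on 0 arrays, was lower (-0.49). Of 84 oxidative phosphorylation genes tested, 29 passed the adjusted p over all genes, 11 higher and 18 lower, and 24 passed adjusted over the list alone. On the 52 measured on all arrays the median log2 difference was -0.014, the mean was -0.21, and the list did not differ from the other genes (adjusted p = 0.537 from camera in limma). Over all 84 the median was 0.11. The list's median moved most in the authors' deposited matrix, to -0.35. With normexp background correction the list's median was -0.11 and the list passed as lower, while its median lay above 0 under 5 of the alternatives, at 0.013 to 0.11. Of 28 TCA cycle genes, 17 passed, 9 higher and 8 lower, and 17 adjusted over the list alone. The median of the 20 measured on all arrays was 0.045 (adjusted p = 0.960 from camera in limma) and that of all 28 was 0.094. The median of the list fell below 0 under quantile normalization (-0.0066), normexp (-0.068) and the authors' deposited matrix (-0.22), and under both other filters on dim probes. Of the genes tested in both data sets, the deposited matrix held 19 of oxidative phosphorylation and 14 of the TCA cycle. The main setting held 84 and 27, so the medians in the matrix may rest on fewer genes. Of 30 pyruvate metabolism genes, 20 passed, 12 higher and 8 lower, and 20 adjusted over the list alone, with a median over 28 of them of 0.20 (adjusted p = 0.580 from camera in limma) that was -0.053 in the authors' deposited matrix. Of 41 glutathione metabolism genes, 32 passed, 21 higher and 11 lower, and 32 adjusted over the list alone, with a median over 35 of them of 0.29 (adjusted p = 0.537 from camera in limma). With fry, which tests each list without reference to other genes, oxidative phosphorylation was lower (adjusted p = 0.0480 from limma), pyruvate metabolism higher (adjusted p = 0.00974 from limma) and glutathione metabolism higher (adjusted p = 0.000144 from limma), while the TCA cycle did not pass (adjusted p = 0.798 from limma). None of these lists passed in camera with the correlation between genes estimated from the arrays.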

Overexpression of HDAC4 and 5 in these cells reduced *Ppargc1a* gene expression, suppressed OXPHOS and TCA cycle genes, and reduced oxidative capacity (Fig. S3B–D). The comparative transcriptomic analysis and subsequent pathway analysis of coregulated genes revealed the p53 signalling pathway related to cell survival as the only significantly regulated pathway (Fig. S3E).

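The list of p53 signalling genes held 50 genes tested in both data sets. As no gene was coregulated at the adjusted p in limma, 0 genes of the list were. At an unadjusted p under 0.05, 2 of the 50 were among the same-direction genes, where 1.01 would be drawn by chance (Fisher's exact test, one-sided, p = 0.268). These were Cdkn1a, lower in both data sets, and Bid, higher in both. The log2 difference of Cdkn1a was -1.49 in C2C12 cells (adjusted p = 1.25e-09 from limma) and -0.95 in soleus muscle (adjusted p = 0.757 from limma), and that of Bid was 0.23 (adjusted p = 0.00753 from limma) and 1.09 (adjusted p = 0.729 from limma). With the methods' t-test at an unadjusted p, 2 genes of the list were coregulated and 1.28 would be drawn by chance (Fisher's exact test, one-sided, p = 0.367). None of the other lists passed in the same test. Mouse Reactome pathways stood in for KEGG, which was not used here. Of 1032 pathways tested against the genes coregulated at an unadjusted p, 4 passed a Benjamini-Hochberg adjusted p of 0.05 (Fisher's exact test, one-sided). All 4 were circadian clock pathways, and 5 genes gave each of them its overlap.
In the C2C12 data alone, 63 p53 signalling genes were tested, and 40 passed the adjusted p over all genes, 17 higher and 23 lower, with 40 adjusted over the list alone. On the 58 measured on all arrays the list did not differ from the other genes (adjusted p = 0.655 from camera in limma). Their median of 0.028 and mean of 0.10 lie above 0, while camera, which compares it with all other genes, gave the direction down. The median lay below 0 under quantile normalization (-0.073), normexp (-0.0069) and the authors' deposited matrix (-0.23). In soleus muscle, 0 of 52 genes passed with limma, with 0 adjusted over the list alone (median of the 40 measured on all soleus arrays 0.15, adjusted p = 0.898 from camera in limma). From its pathway analysis of the coregulated genes, the paper went on to profile genes downstream of p53 signalling in C2C12 cells (Fig. 4A).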

Profiling of downstream genes in this pathway in C2C12 myoblasts overexpressing HDAC4 and 5 revealed that several pro-apoptosis genes were reduced, including *Casp3* and *9, Cycs, Pmaip1* and *Bbc3* (Fig. 4A), consistent with suppression of apoptosis. Similarly, genes involved in ferroptosis, a form of iron-mediated cell death involving lipid peroxidation [26], were altered in ways that indicated suppression of ferroptosis, including increased *Slc7a11* expression and reduced *Sat1* and *Alox15* expression (Fig. 4A). These data suggest that increased HDAC4 and 5 inhibit apoptotic and ferroptotic cell death pathways. Indeed, overexpression of HDAC4 and 5 in C2C12 myoblasts reduced the number of apoptotic cells following exposure to the apoptosis-inducing agent camptothecin (Fig. 4B), as assessed by Annexin V/PI staining. Similarly, cell viability was higher in cells overexpressing HDAC4 and 5 following exposure to the ferroptosis-inducing agent RSL3 (Fig. 4C). These data raised the possibility that suppression of the apoptosis and ferroptosis pathways by HDAC4 and 5 enhances cell survival in response to lipotoxicity. To test this hypothesis, cells were exposed to increasing concentrations of palmitate intended to challenge cell viability. Overexpression of HDAC4 and 5 enhanced the viability of cells exposed to both 1 and 2 mM of palmitate compared with control cells and resulted in cells being largely resistant to lipotoxicity (Fig. 4D). This protection of cell viability was associated with fewer apoptotic cells in response to increasing concentrations of palmitate (Fig. 4E), while cleavage of caspase 3 and 9, the irreversible events that trigger apoptosis, was nearly undetectable by western blot in these cells under the same conditions (Fig. 4F). Overexposure of western blots showed that endogenous HDAC4 and 5 were increased by these high concentrations of palmitate (Fig. S3F), similar to the lower concentrations of palmitate characterised previously (Fig. 1D). Similarly, overexpression of HDAC4 and 5 reduced lipid peroxidation, the trigger for ferroptosis induced-cell death, in response to increasing concentrations of palmitate (Fig. 4G). These data indicate that increased HDAC4 and 5 inhibit the apoptosis and ferroptosis cell death pathways and enhance cell viability in response to lipotoxicity.

**Fig. 4:**
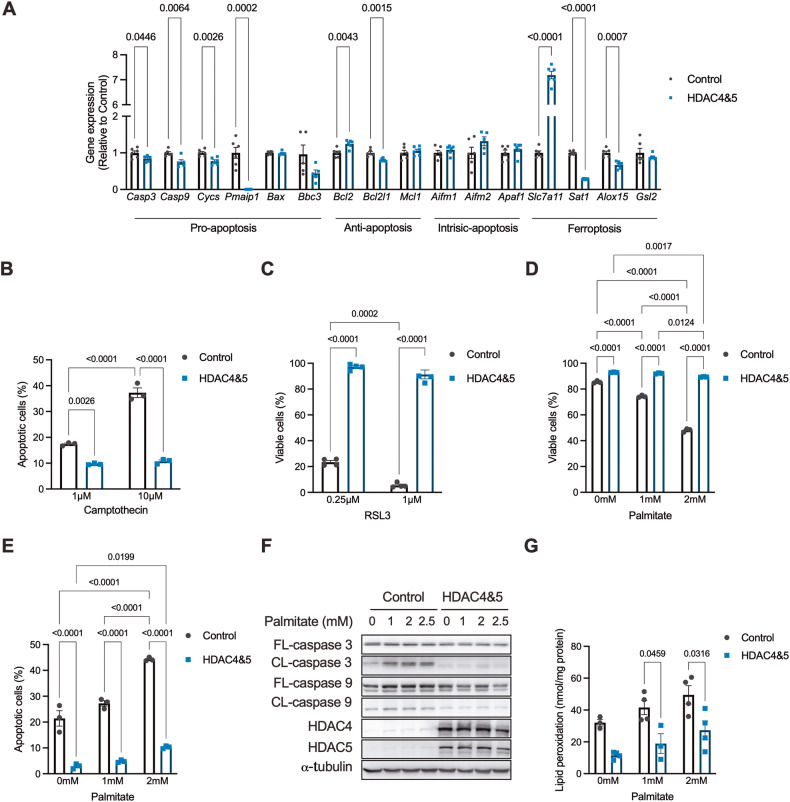
HDAC and 5 enhance cell survival in response to lipotoxicity and supress the apoptosis and ferroptosis cell death pathways. **A** Expression of p53-pathway genes involved in pro-apoptosis, anti-apoptosis, intrinsic apoptosis and ferroptosis in Control and HDAC4 and 5 overexpressing C2C12 myoblasts. (Unpaired *t*-tests). **B** Apoptotic cells in response to the apoptosis-inducing agent Camptothecin in Control and HDAC4 and 5 overexpressing C2C12 myoblasts. (Two-way ANOVA, genotype *p* < 0.0001 *F*(1,12) = 349.3, treatment *p* < 0.0001 *F*(2,12) = 270.4, interaction *p* < 0.0001 *F*(2,12) = 149.5, significant Tukey’s multiple comparisons shown). **C** Cell viability in response to the ferroptosis-inducing agent RSL3 in Control and HDAC4 and 5 overexpressing C2C12 myoblasts. (Two-way ANOVA, genotype *p* < 0.0001 *F*(1,12) = 1645, treatment *p* < 0.0001 *F*(1,12) = 36.09, interaction *p* < 0.0090 *F*(1,12) = 9.665, significant Tukey’s multiple com*p*arisons shown). **D** Cell viability in response to palmitate in Control and HDAC4 and 5 overexpressing C2C12 myoblasts (Two-way ANOVA, genotype *p* < 0.0001 *F*(1,12) = 3374, treatment *p* < 0.0001 *F*(2,12) = 1012, interaction *p* < 0.0001 *F*(2,12) = 684.8, significant Tukey’s multiple comparisons shown). **E** Apoptotic cells in response to palmitate in Control and HDAC4 and 5 overexpressing C2C12 myoblasts. (Two-way ANOVA, genotype *p* < 0.0001 *F*(1,12) = 1468, treatment *p* = 0.0001 *F*(2,12) = 20.35, interaction *p* < 0.0050 *F*(2,12) = 8.498, significant Tukey’s multiple comparisons shown). **F** Western blots of full-length (FL) and cleaved (CL) caspase 3 and 9 in response to increasing palmitate concentrations in Control and HDAC4 and 5 overexpressing C2C12 myoblasts. **G** Lipid peroxidation in response to palmitate (Two-way ANOVA, genotype *p* < 0.0001 *F*(1,12) = 313.4, treatment *p* < 0.0103 *F*(2,12) = 67.31, significant Tukey’s multiple comparisons shown) in Control and HDAC4 and 5 overexpressing C2C12 myoblasts. Data are mean ± SEM, *n* = 3–4 biological replicates per group.

### HDAC4 and 5 inhibit apoptosis by reducing p53 K120 acetylation

In several cancer cell types, HDAC5 has been linked with reduced acetylation of p53 at K120, which inhibits p53 transcriptional activity and the expression of apoptosis genes, which reduces apoptosis sensitivity [27–29]. Furthermore, acetylation of p53, including at K120, can contribute to the transcriptional regulation of ferroptosis [30]. To explore whether reduced acetylation of p53 at K120 is involved in suppression of apoptosis and ferroptosis by HDAC4 and 5 in myogenic cells, C2C12 myoblasts stably overexpressing HDAC4 and 5 were transfected with wild-type p53, or p53 in which K120 was mutated to either glutamine (K120Q; acetylation mimetic gain-of function) or arginine (K120R; deacetylation mimetic loss-of-function) (Fig. 5A). The acetylation of p53 at K120 was reduced by the overexpression of HDAC4 and 5 (Fig. 5A). In cells overexpressing HDAC4 and 5, introduction of the p53^K120Q^ acetylation mimetic mutant restored the expression of the pro-apoptosis genes *Casp3, Casp9* and *Cycs* (Fig. 5B). However, the expression of *Slc7a11*, which opposes ferroptosis, was not influenced by expression of this mutant (Fig. 5B). This suggests that reduced acetylation of p53 at K120 by HDAC4 and 5 suppresses apoptosis, but not ferroptosis, transcriptional programmes. Expression of p53^K120Q^ also restored apoptosis in HDAC4 and 5 overexpressing cells exposed to the apoptosis-inducing agent camptothecin (Fig. 5C). Although p53 is also known to regulate aspects of cellular metabolism [31], gain and loss-of-function K120 p53 mutants had no effect on either oxidative (Fig. S4A) or glycolytic flux (Fig. S4B). To determine whether p53 K120 acetylation determines cell viability in response to lipotoxicity, cells expressing WT p53 or p53^K120R^ were exposed to 2 mM palmitate. However, the p53^K120R^ mutant did not influence cell viability in response to palmitate exposure (Fig. 5D). Furthermore, the apoptosis inhibitor, Z-DEVD-FMK, had no effect on cell viability in response to palmitate exposure (Fig. 5E), suggesting that other pathways in addition to apoptosis are also involved in the cell death response to lipotoxicity.

**Fig. 5:**
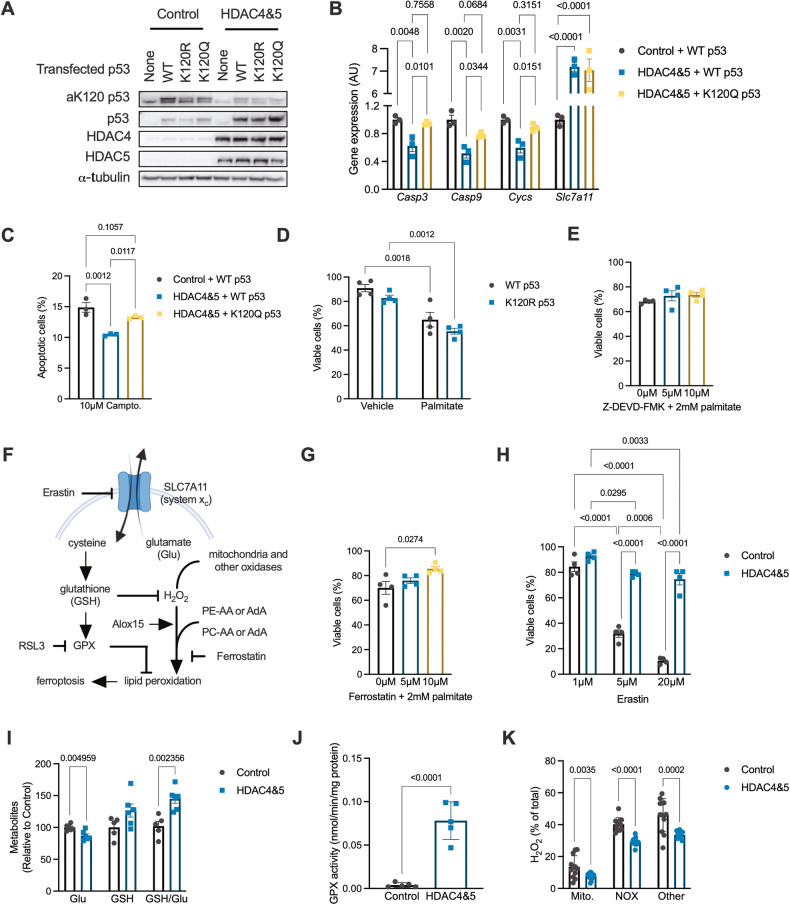
HDAC4 and 5 inhibit apoptosis by reducing p53 K120 acetylation and reduces multiple metabolic inputs to the ferroptosis pathway. **A** Acetylated p53 at lysine 120 (aK120 p53) in Control or HDAC4 and 5 overexpressing C2C12 myoblasts also expressing wild type (WT), K120R (loss-of-function) or K120Q (gain-of-function) p53. **B** Expression of caspase 3 (*Casp3;* One-way ANOVA *p* = 0.0040 *×*^*2*^ = 0.8408), caspase 9 (*Casp9;* One-way ANOVA *p* = 0.0025 *×*^*2*^ = 0.8650), cytochrome c (*Cycs;* One-way ANOVA *p* = 0.0033 *×*^*2*^ = 0.8518) and the cystine/glutamate antiporter xCT (*Slc7a11;* One-way ANOVA *p* < 0.0001 *×*^*2*^ = 0.9769) in Control or HDAC4 and 5 overexpressing C2C12 myoblasts also expressing WT or K120Q p53 (Tukey’s multiple comparisons shown). **C** Percentage of apoptotic cells following exposure to camptothecin in Control or HDAC4 and 5 overexpressing C2C12 myoblasts also expressing WT or K120Q p53 (One-way ANOVA *p* = 0.0014 *×*^*2*^ = 0.8875, Tukey’s multiple comparisons shown). **D** Cell viability 16 h after palmitate exposure in C2C12 myoblasts expressing WT or K120Q p53 (Two-way ANOVA, treatment *p* < 0.0001 *F*(1,12) = 50.44, genotype *p* = 0.0361 *F*(1,12) = 5.56, significant Tukey’s multiple comparisons shown). **E** Cell viability in C2C12 myoblasts following palmitate exposure and co-incubation with vehicle (DMSO) or increasing concentrations of Z-DEVD-FMK (One-way ANOVA, *p* = 0.3282). **F** Schematic showing key regulatory points in the ferroptosis pathway. **G** Cell viability in C2C12 myoblasts following palmitate exposure and co-incubation with vehicle (DMSO) or increasing concentrations of Ferrostatin (One-way ANOVA, *p* = 0.0323 *×*^*2*^ = 0.5337, significant Tukey’s multiple comparisons shown). **H** Cell viability in Control or HDAC4 and 5 overexpressing C2C12 myoblasts following exposure to increasing concentrations of Erastin (Two-way ANOVA, genotype *p* < 0.0001 *F*(1,18) = 293.7, treatment *p* < 0.0001 *F*(2,18) = 139.6, interaction *p* < 0.0001 *F*(2,18) = 50.88, significant Tukey’s multiple comparisons shown). **I** Glutamate (Glu), glutathione (GSH) and the GSH/Glu ratio in Control or HDAC4 and 5 overexpressing C2C12 myoblasts (Unpaired *t*-tests). **J** Glutathione peroxidase (GPX) activity in Control or HDAC4 and 5 overexpressing C2C12 myoblasts (Unpaired *t*-test). **K** H_2_O_2_ derived from mitochondria (mito), NADPH oxidases (NOX) and other sources in Control or HDAC4 and 5 overexpressing C2C12 myoblasts (Unpaired *t*-tests). Data are mean ± SEM, *n* = 4–10 biological replicates per group.

### HDAC4 and 5 inhibit multiple metabolic inputs to the ferroptosis pathway

The role of ferroptosis-mediated mechanisms of cell death (Fig. 5F) was further explored. The ferroptosis inhibitor Ferrostatin enhanced C2C12 myoblast viability following exposure to 2 mM palmitate (Fig. 5G), indicating an important role for ferroptosis-mediated cell death in response to lipotoxicity. Overexpression of HDAC4 and 5 enhanced cell viability in response to increasing concentrations of Erastin (Fig. 5H), an agent that induces ferroptosis by inhibiting system x_c_ and glutamate and cysteine exchange [32], which in turn reduces glutathione (GSH) levels and results in lipid peroxidation through multiple mechanisms (Fig. 5F). Consistent with HDAC4 and 5 increasing the expression of *Slc7a11* (Fig. 4A), overexpression of HDAC4 and 5 reduced intracellular glutamate concentrations, tended to increase intracellular GSH and increased the GSH/glutamate ratio (Fig. 5I). This was associated with increased glutathione peroxidase (GPX) activity in cells overexpressing HDAC4 and 5 (Fig. 5J) and reduced total H_2_O_2_ production (Fig. S4C), including from mitochondria and NADPH oxidases (Fig. 5K). To gain insights into whether overexpression of HDAC4 and 5 increases the abundance of lipids that undergo peroxidation during ferroptosis, we explored our existing lipidomic data from the bilateral HDAC4 and 5 mouse model (Fig. 2A). There were no differences in the levels of phosphatidylcholine (PC), lysophosphatidylcholine (LPC), lysophosphatidyl-ethanolamine (LPE) and phosphatidylethanolamine (PE) lipids that undergo peroxidation during ferroptosis [33] in skeletal muscle of bilateral HDAC4 and 5 mice (Fig. S4D), although many of these lipid species tended to be higher in muscle overexpressing HDAC4 and 5. Therefore, these data indicate that increased HDAC4 and 5 alters redox inputs to ferroptosis that are regulated by oxidative capacity.

### HDAC4 and 5 are required to suppress apoptosis and ferroptosis and maintain muscle mass in obese mice

To establish whether HDAC4 and 5 suppress apoptosis and ferroptosis in skeletal muscle in response to lipoxicity in vivo, a bilateral skeletal muscle loss-of-function HDAC4 and 5 model was developed in obese *db/db* mice using AAV6 vectors (Fig. 6A). This loss-of-function approach employed active-site HDAC4 and 5 mutants (D832N HDAC4 and D861N HDAC5), which we have previously described as acting in a dominant negative (DN) manner when overexpressed [11]. Overexpression of these mutants in skeletal muscle increases the expression of *Ppargc1a* and other metabolic genes and enhance oxidative metabolism [11]. Expression of DN HDAC4 and 5 in *db/db* mice increased HDAC4 and 5 gene (Fig. 6B) and protein (Fig. 6C) expression and increased the expression of *Ppargc1a* (Fig. 6D). Consistent with these findings, main effects for increased respiratory responses in muscle expressing DN HDAC4 and 5 were observed (Fig. 6E). Expression of DN HDAC4 and 5 increased caspase 3 activity (Fig. 6F) and lipid peroxidation (Fig. 6G), functional readouts of apoptosis and ferroptosis, respectively. Examination of the mechanisms involved in HDAC4 and 5-mediated apoptosis revealed that p53 acetylation of K120 tended to be higher (*p* = 0.08; Fig. 6H), and the expression of p53-dependent pro-apoptosis genes, including *Casp3, Casp9* and *Bbc3* was increased (Fig. 6I). The ferroptosis mechanisms regulated by HDAC4 and 5 were also examined. In contrast to observations in myogenic cells, the expression of *Slc7a11* in skeletal muscle was low and close to assay detection limits (Fig. S5A). This suggests that system x_c_ likely has only a minor role in the regulation of ferroptosis in skeletal muscle. There were no differences in GPX activity between groups (Fig. S5B). However, expression of DN HDAC4 and 5 increased ROS (Fig. 6J) and increased *Sat1* and *Alox15* expression (Fig. 6K), indicating increased capacity for lipid peroxidation. Increased apoptosis and ferroptosis in skeletal muscles expressing DN HDAC4 and 5 were associated with reduced mass of the gastrocnemius and the TA muscles (Fig. 6L). In the TA muscle, there was no difference in fibre diameter between groups (Fig. S5C). However, Masson’s trichrome staining showed sporadic areas of localised fibrosis in response to DN HDAC4 and 5 overexpression (Fig. 6M). In skeletal muscles overexpressing DN HDAC4 and 5 there were also discreet regions of fibres with centralised nuclei (Fig. 6N), which is associated with regenerating muscle fibres. These data show that HDAC4 and 5 are required to suppress apoptosis and ferroptosis and to maintain muscle mass and integrity in obese mice.

**Fig. 6:**
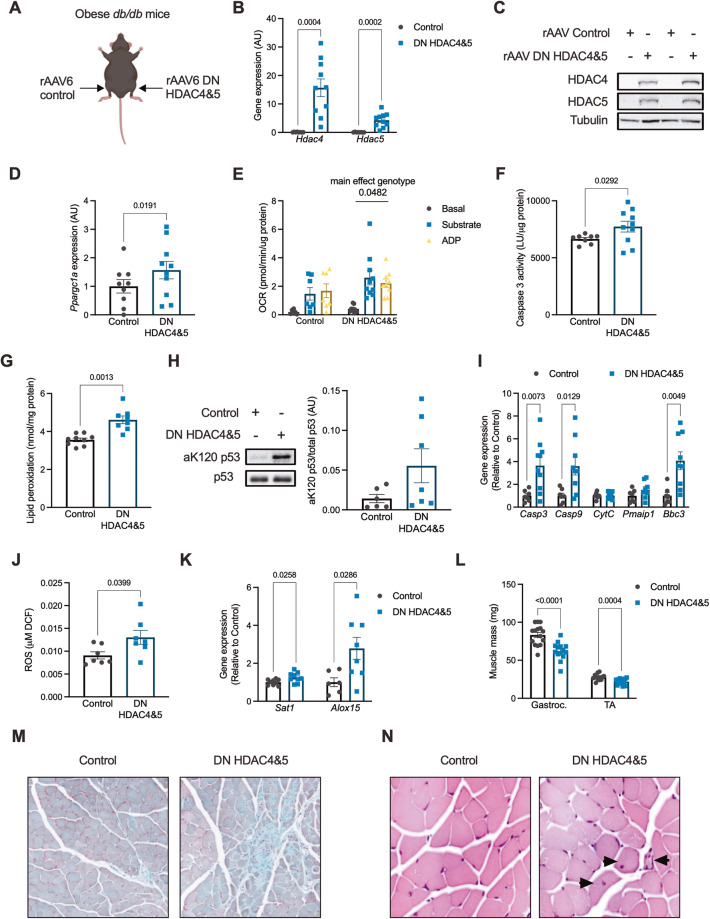
HDAC4 and 5 are required to suppress apoptosis and ferroptosis and maintain muscle mass in obese mice. **A** The bilateral AAV6 dominant negative (DN) HDAC4 and 5 overexpression *db/db* mouse model. **B** *Hdac4* and *Hdac5* gene expression in tibialis anterior (TA) skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-tests). **C** HDAC4 and 5 protein in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice. **D** *Ppargc1a* gene expression in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-tests); (**E**) Basal, substrate and ADP-driven oxygen consumption rate (OCR) from biopsies of the gastrocnemius skeletal muscle in bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Two-way ANOVA, genotype *F*(1,42) = 4.141). **F** Caspase 3 activity in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-test). **G** Lipid peroxidation in TA skeletal muscle in bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-test). **H** Acetylated p53 at lysine 120 (aK120 p53) in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice. **I** Expression of apoptosis genes in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-tests). **J** Reactive oxygen species (ROS) in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-test). **K** Expression of ferroptosis genes in TA skeletal muscle of bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-tests). **L** Mass of the gastrocnemius (Gastroc.) and TA skeletal muscles in bilateral AAV6 DN HDAC4 and 5 *db/db* mice (Paired *t*-tests). Staining sections of the TA muscle with (**M**) Masson’s trichrome, and; (**N**) H&E in bilateral AAV6 DN HDAC4 and 5 *db/db* mice. Arrows indicate fibres with centralised nuclei. Data are mean ± SEM, *n* = 6–10 per group.

## Discussion

Lipotoxicity has a major impact on the metabolism, function and survival of various tissues including skeletal muscle. The current study has revealed that increases in HDAC4 and 5 in response to lipotoxicity induce transcriptional repression of oxidative metabolism and of the apoptosis and ferroptosis cell death pathways in both myogenic cells and skeletal muscle. The impairment in oxidative metabolism also reduces redox inputs to the ferroptosis pathway. These data indicate that metabolic reprogramming in skeletal muscle in response to lipotoxicity is directly linked with cell survival responses. These findings present an alternative paradigm for our understanding of metabolic reprogramming in chronic diseases such as obesity and type 2 diabetes, which are characterised by lipotoxicity, by suggesting that alterations in metabolism should be viewed as protective, rather than pathogenic per se. This view is consistent with a number of recent perspective pieces hypothesising this point [34–36]. These findings have important implications for the treatment of metabolic diseases, where one prevailing treatment philosophy is to increase nutrient uptake by peripheral tissues, such as skeletal muscle. Our data suggest that in the absence of enhanced energy expenditure, this approach would only place further pressure on the cell survival mechanisms identified in this study.

Previous findings revealed that lipotoxicity is associated with suppression of a pro-apoptosis transcriptional programme in skeletal muscle and maintenance of muscle mass [37]. Our data show that the class IIa HDACs are essential for this response, as loss of HDAC4 and 5 function in skeletal muscle in a model of lipotoxicity increased apoptosis genes and markers of apoptosis, which was associated with reduced muscle mass. Furthermore, a readout of ferroptosis was also increased. The exact contribution of these cell death pathways to the reduction in muscle mass observed remains to be determined. However, inhibition of ferroptosis alone enhanced cell viability following palmitate exposure while inhibition of apoptosis alone did not, possibly revealing a greater importance for ferroptosis. The role of ferroptosis in skeletal muscle pathologies is just emerging but has been implicated in the development of sarcopenia, rhabdomyolysis and inflammatory myopathies [38]. Our study also implicates skeletal muscle ferroptosis in sarcopenic obesity.

While there is much debate in the literature about the relationship between mitochondrial capacity and function and insulin action [39], the reduction in oxidative capacity induced by HDAC4 and 5 did not result in overt insulin resistance. Overexpression of HDAC4 and 5 increased basal glucose clearance, with more glucose directed towards non-oxidative pathways such as glycogen synthesis. Oxidative utilisation of glucose was impaired through the TCA cycle, particularly at the level of succinate. The levels of succinate are thought to reflect the redox state of the mitochondrial coenzyme Q pool, with higher concentrations of reduced CoQ (CoQH_2_) preventing the oxidation of succinate by SDH [40]. Oxidation of succinate by SDH drives reverse electron flow to complex I of the electron transport chain, increasing ROS production [41]. Indeed, succinate oxidation-dependent ROS production is critical for pro-inflammatory cytokine production by macrophages [42], adipose tissue thermogenesis [43] and the activity of carotid body oxygen sensing K^+^ channels [44]. In the context of the present study, HDAC4 and 5-mediated impairments in succinate oxidation and reduced ROS production likely contribute to inhibition of the ferroptosis pathway and preservation of cell viability in response to lipotoxicity. Additionally, impairments in TCA cycle activity have recently been found to promote cytosolic glutathione synthesis that increases antioxidant capacity [25], which would also inhibit ferroptosis. Together, these data indicate that inhibition of oxidative substrate utilisation is an important adaptation to lipotoxicity.

Our findings indicate that p53 is an important regulator of skeletal muscle homeostasis in the context of obesity. Best characterised as a tumour suppressor protein, p53 can regulate cell death responses, cellular senescence and cell growth in a context-dependent manner [45]. Mice with muscle-specific knockout of p53 have similar muscle mass to wild type mice and have similar reductions in muscle mass in response to denervation and aging [46, 47]. However, transgenic mice expressing a truncated form of p53 that increases its stability and activity have reduced muscle mass [48]. Furthermore, muscle atrophy in a model of cancer cachexia was attenuated in mice lacking p53 in muscle [49]. This suggests that p53 reduces muscle mass in certain circumstances, including in obesity. Interestingly, a polymorphism in the p53 gene (*TP53*) that enhances p53-mediated apoptosis increases susceptibility to sarcopenic obesity [50]. Additional research will be required to further understand the role of p53 in muscle in obesity. For example, the relative role of p53 in mature myofibres and muscle satellite cells, which influence the muscle regenerative response, could not be examined in our in vivo investigations and is a limitation of our study. Nonetheless, discovery that the apoptosis functions of p53 can be impaired by the class IIa HDACs in response to lipotoxicity also has implications for certain cancers, particularly those associated with obesity.

In conclusion, this study provides evidence that in response to lipotoxicity the class IIa HDACs unite impairments in skeletal muscle oxidative metabolism with inhibition of the apoptosis and ferroptosis cell death pathways to preserve muscle integrity. These findings provide key new insights into why certain metabolic adaptations occur in response to excess lipids and advance our understanding of the aetiology of metabolic diseases driven by lipotoxicity and excess nutrient availability.

### Supplementary information

Supplementary information

Original Data File

## Data Availability

The microarray datasets are available at Gene Expression Omnibus (GSE215185).

# Supplementary material for: Class IIa HDACs inhibit cell death pathways and protect muscle integrity in response to lipotoxicity
**Source:** Cell Death Dis. 2023 Dec 1;14(12):787. doi: 10.1038/s41419-023-06319-5
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Information for**

**Class IIa HDACs inhibit cell death pathways and protect muscle integrity in response to lipotoxicity**

Sheree D. Martin^1*^, Timothy Connor^1*^, Andrew Sanigorski^1^, Kevin A. McEwen^1^, Darren C. Henstridge^2,3^, Brunda Nijagal^4^, David De Souza^4^, Dedreia L. Tull^4^, Peter J. Meikle^3^,

Greg M. Kowalski^1,5^, Clinton R. Bruce^5^, Paul Gregorevic^6^, Mark A. Febbraio^7^, Fiona M. Collier^8^, Ken R. Walder^1^, Sean L. McGee^1^

^4^Metabolomics Australia, The University of Melbourne, Parkville, Victoria 3010, Australia;

^*^These authors contributed equally to this work

**TABLE S1: Real time RT-PCR primers**

Gene Primer Sequence (5’-3’)

*Aifm1* Forward CAGAGAAGAGCCATTGCCTCC

Reverse ATACAATCAGGACCCTGGCCCC

*Aifm2* Forward ACTCCTTCCACCACAATG

Reverse CGGTTCTTCAAGTCTATGC

*Alox15* Forward AGGGCTGGGGCTAATTAGGA

Reverse TGCGCAGTGAGCTAGTGAAA

*Apaf1* Forward CTTCTTTATGGTGCTGAAGATTGA

Reverse GGTGGAGTGCCTGTCTAGTGT

*Bax* Forward ATGGAGCTGCAGAGGATGAT

Reverse GAAGTTGCCATCAGCAAACA

*Bbc3* Forward AGACAAGAAGAGCAGCATCGACAC

Reverse TAGGCACCTAGTTGGGCTCCATTT

*Bcl2* Forward ACGCTCTCCACACACATGAC

Reverse GGTGGTGGAGGAACTCTTCA

*Bcl2l1* Forward TGAATGACCACCTAGAGCCTTG

Reverse CAGAACCACACCAGCCACAG

*Casp3* Forward TGGACTGTGGCATTGAGACAG

Reverse CGACCCGTCCTTTGAATTTC

*Casp9* Forward GGATGCTGTGTCAAGTTTGCC

Reverse CTTTCGCAGAAACAGCATTGG

*Cox7a1* Forward CAGCGTCATGGTCAGTCTGT

Reverse AGAAAACCGTGTGGCAGAGA

*Cpt1b* Forward TCGCAGGAGAAAACACCATGT

Reverse AACAGTGCTTGGCGGATGTG

*Cs* Forward GCCAGATCACTGTGGACATGAT

Reverse CAAGAACCGAAGTCTCATACACAAG

*CytC* Forward CATCCCTTGACATCGTGCTT

Reverse GGGTAGTCTGAGTAGCGTCGTG

*Echs1* Forward ATGGAGATGGTCCTCACTGG

Reverse CGCCATGGCTACTACGATTT

*Fh* Forward AATGACACCTTTCCCACAGC

Reverse GCTTCTGTAACCCTGGCAAC

*Gsl2* Forward CTTAGGCACTGACTACGTGCACAAG

Reverse CCCACAGATCTCCACTATATGCAGG

*Hadh* Forward ACCAAACGGAAGACATCCTG

Reverse AGCTCAGGGTCTTCTCCACA

*Hdac4*  Forward CCATGAAGCACCAGCAGGAG

Reverse CTCGCCACAGCACTCTCTTTG

*Hdac5*  Forward TCGCTGAGAACGGCTTTACTGG

Reverse ATGTTGGGCAGAGAAGGAGACG

*Idh1* Forward GTTGGTCTTCACCCCAAAGA

Reverse GAAATGGACTCGTCGGTGTT

*Mcad* Forward GCTAGTGGAGCACCAAGGAG

Reverse CCAGGCTGCTCTCTGGTAAC

*Mcl1* Forward AGCACATTTCTGATGCCGCCT

Reverse GTGCCTTTGTGGCCAAACACT

*Pmaip1*  Forward GCTACCACCTGAGTTCGC

Reverse TCGTCCTTCAAGTCTGCTG

*Ppargc1a* Forward CCCTGCCATTGTTAAGACC

Reverse TGCTGCTGTTCCTGTTTTC

*Ppard* Forward CACTTGTTGCGGTTCTTCTTC

Reverse CCTCGGGCTTCCACTACG

*Sat1* Forward AAGTGTCGCTGCAGTAT

Reverse AGCCTCCATCCCTGTTCACT

*Slc7a11* Forward TGGCGGTGACCTTCTCTGA

Reverse ACAAAGATCGGGACTGCTAATGA

**TABLE S2: Antibodies**

Antibody Company Dilution

HDAC4 Cell Signaling 1:1000 in TBST

HDAC5 Santa Cruz 1:1000 in TBST

OXPHOS cocktail MitoSciences 1:1000 in TBST

pT308 Akt Cell Signaling 1:1000 in TBST

pS473 Akt Cell Signaling 1:1000 in TBST

Akt Cell Signaling 1:1000 in TBST

Caspase 3 Cell Signaling 1:1000 in TBST

Cleaved caspase 3 Cell Signaling 1:1000 in TBST

Caspase 9 Cell Signaling 1:1000 in TBST

Cleaved caspase 9 Cell Signaling 1:1000 in TBST

acetyl K120 p53 Abcam 1:500 in TBST

p53 Cell Signaling 1:1000 in TBST

pS642 TBC1D4 Cell Signaling 1:1000 in TBST

TBC1D4 Cell Signaling 1:500 in 1% BSA in TBST

α-tubulin Sigma-Aldrich 1:1000 in TBST

**SUPPLEMENTARY FIGURE 1**

**
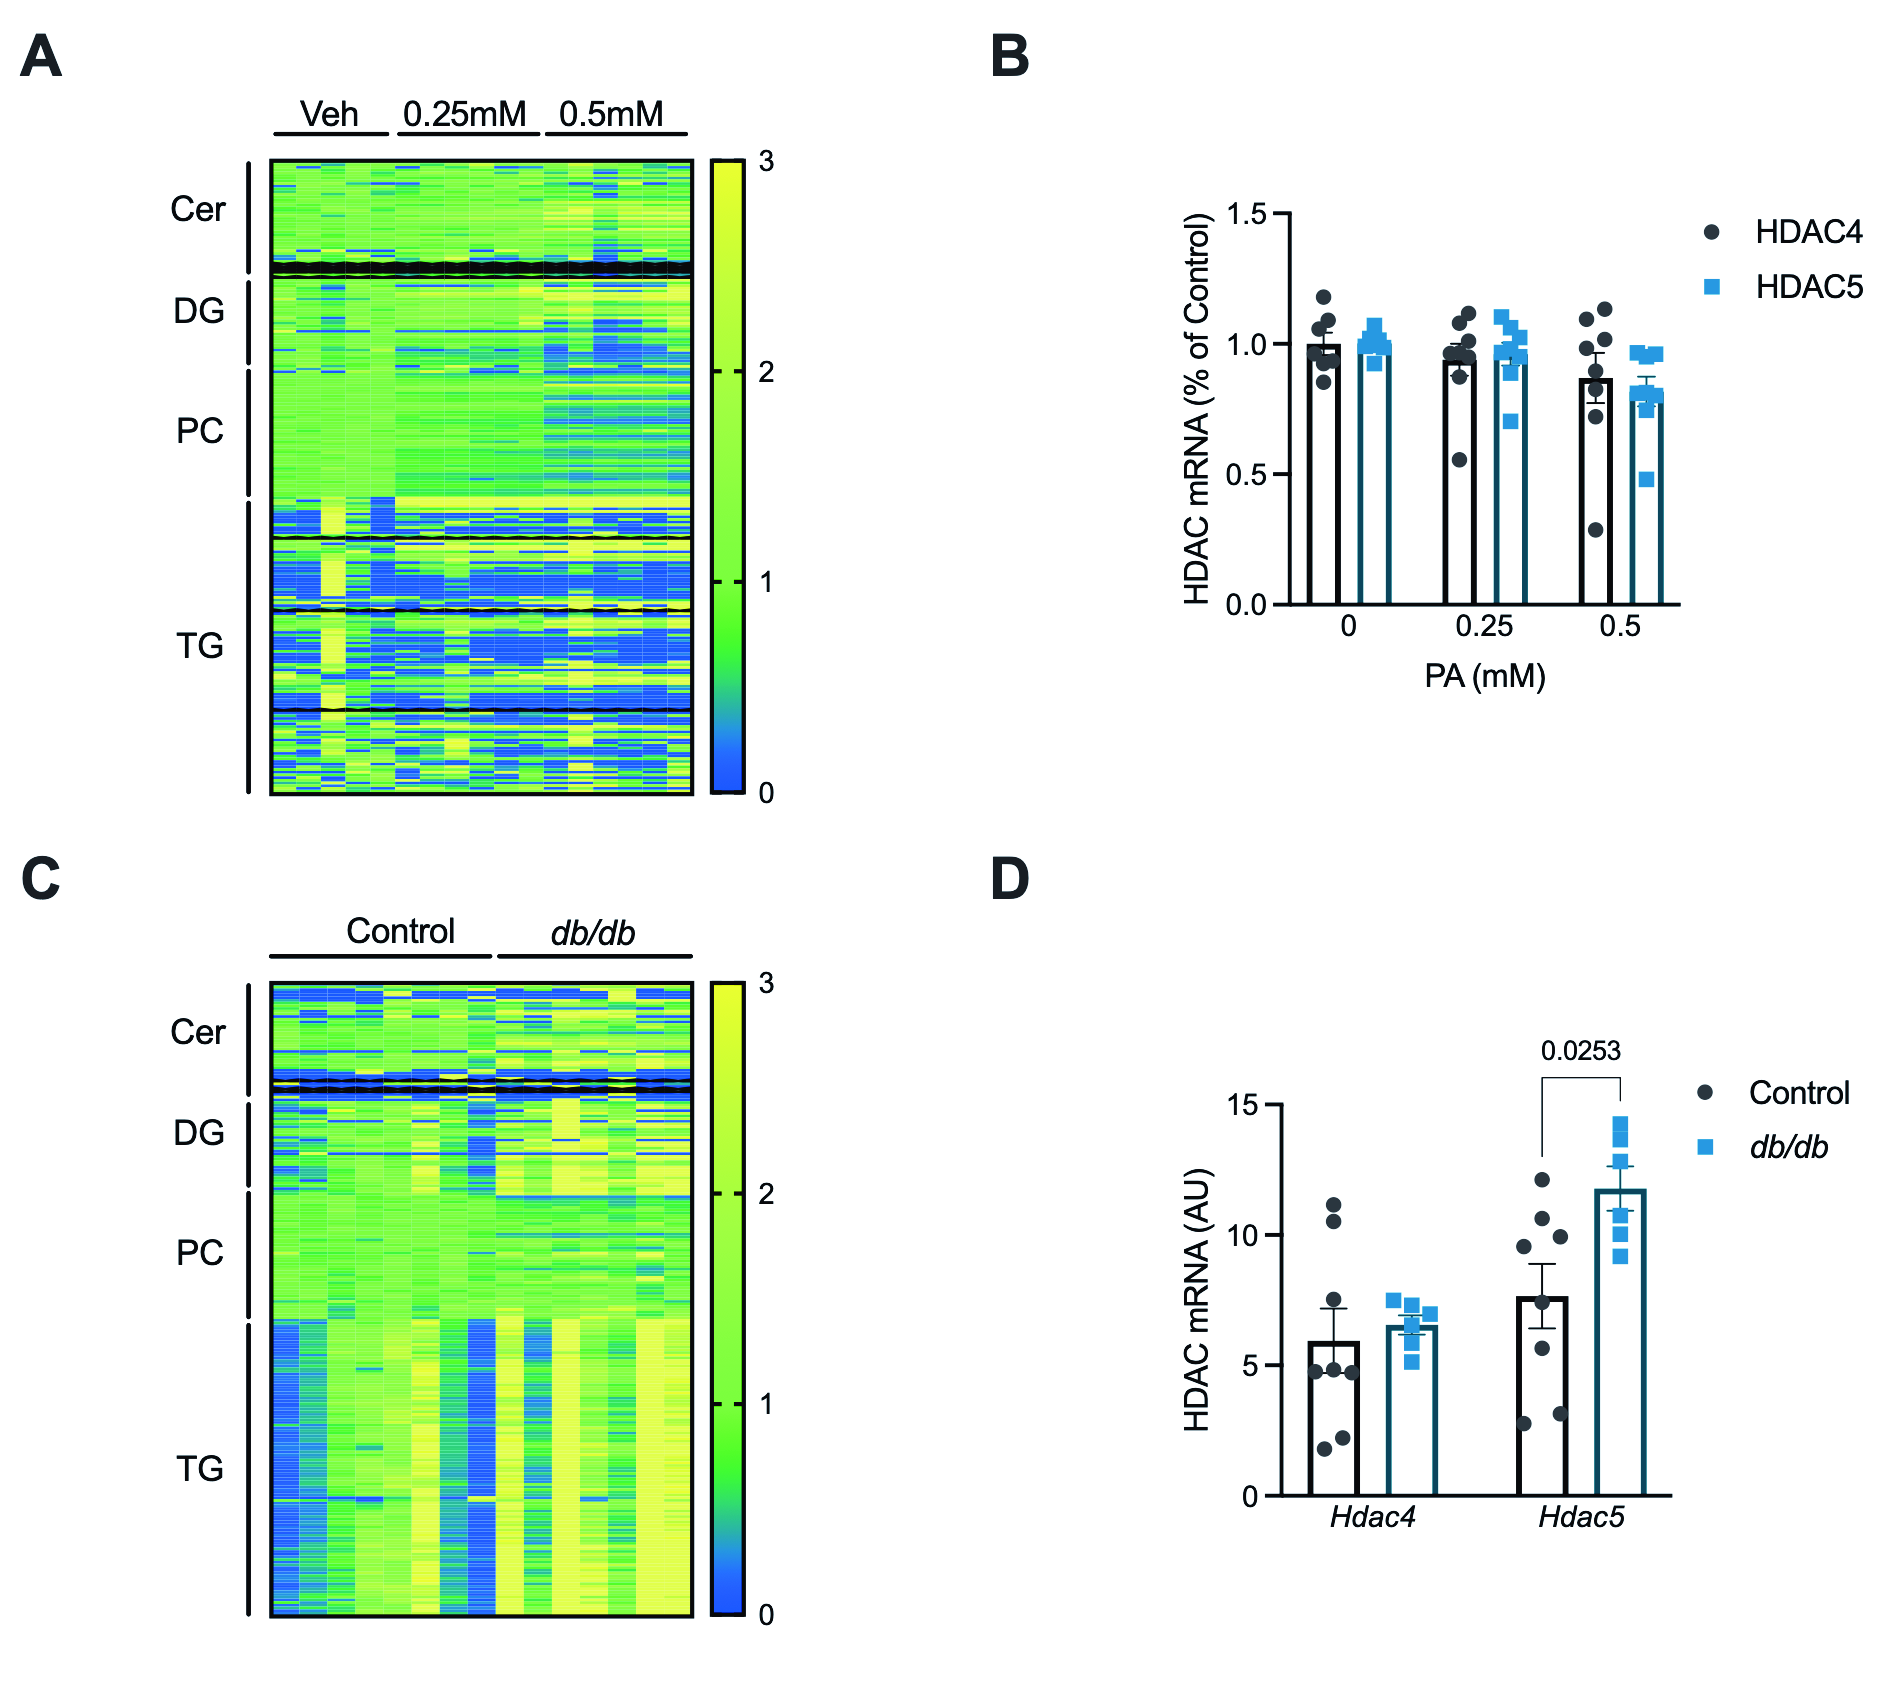
**

**Supplementary Figure 1:** (A) Heat map of ceramide (Cer), diglyceride (DG), phosphatidylcholine (PC) and triglyceride (TG) lipid species in C2C12 myotubes treated with 0mM (BSA vehicle), 0.25mM or 0.5mM palmitate (PA) for 16 hrs. (B) *Hdac4* and *Hdac5* gene expression following exposure to vehicle, 0.25mM or 0.5mM PA for 16hrs. (C) Heat map of Cer, DG, PC and TG lipid species in tibialis anterior (TA) skeletal muscle of Control and *db/db* mice. (D) *Hdac4* and *Hdac5* gene expression in TA skeletal muscle of Control and *db/db* mice (Unpaired t-test). Data are mean±SEM, n=6-8 biological replicates per group for cell experiments and 6-8 per group for animal experiments.

**SUPPLEMENTARY FIGURE 2**

**
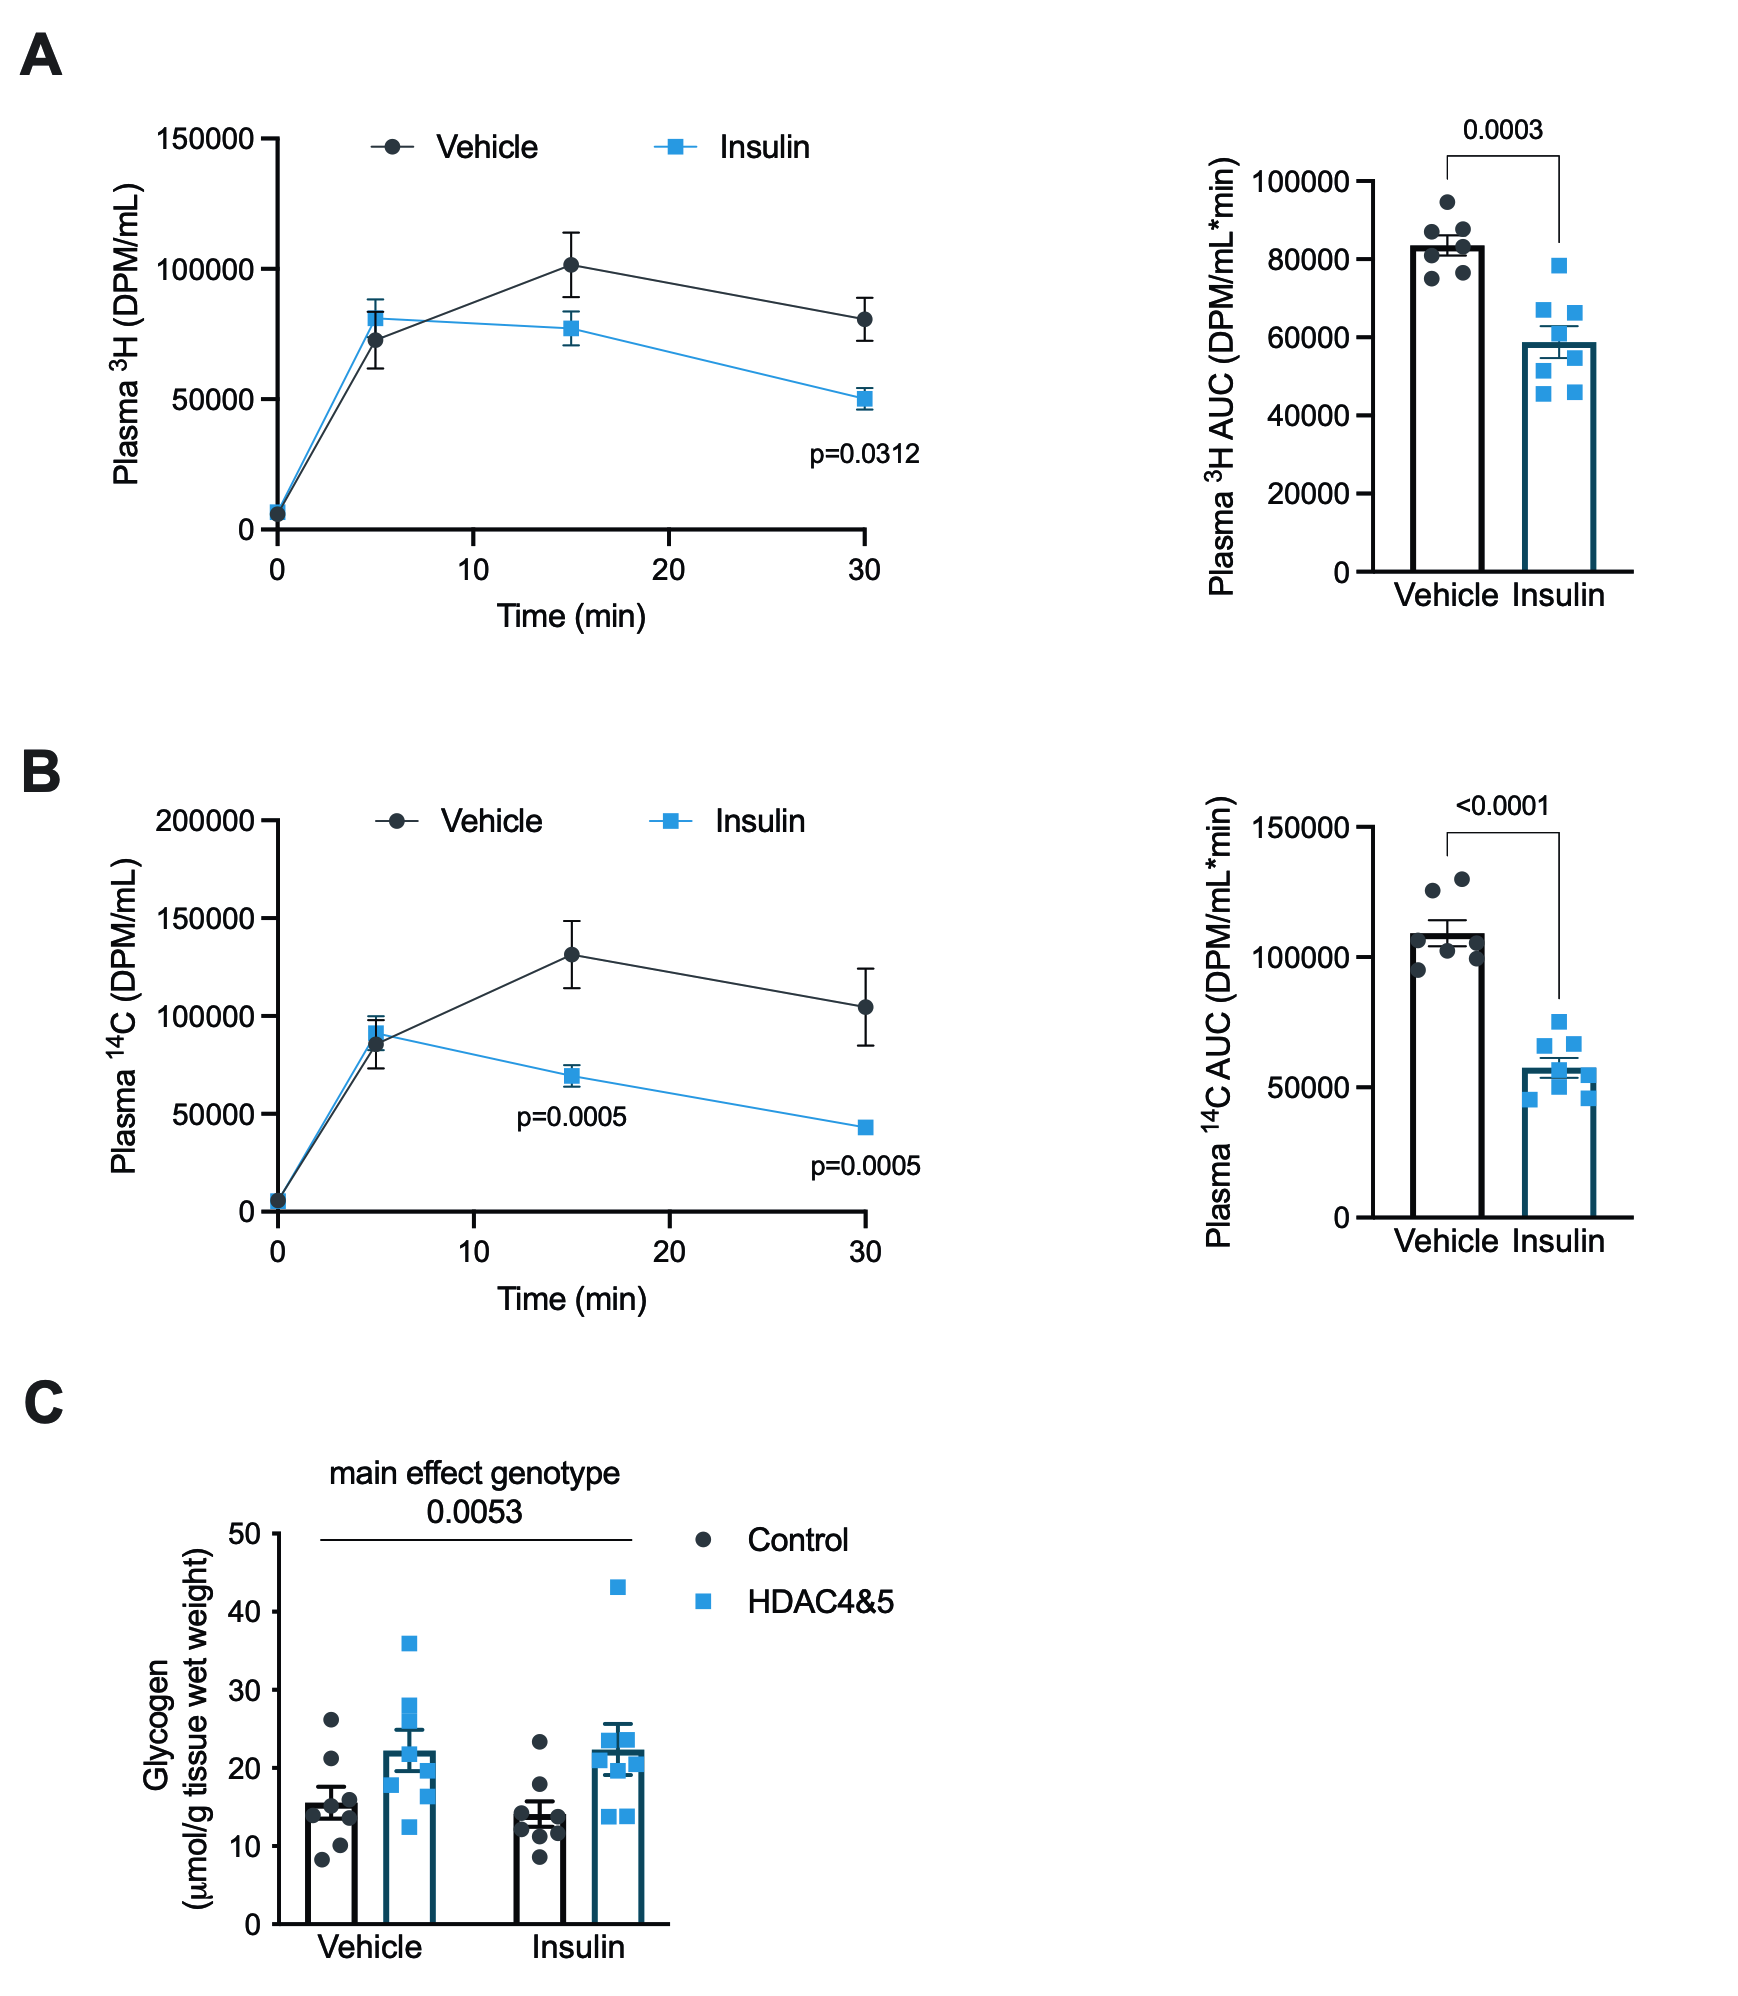
**

**Supplementary Figure 2:** (A) Plasma ^3^H at 0, 5, 15 and 30 min (Two-way ANOVA, time *p*<0.0001 *F*(2.607,36.5)=68.08, interaction *p*=0.0079 *F*(3,42)=4.511, significant Tukey’s multiple comparisons shown) and plasma ^3^H area-under-the-curve (AUC; Unpaired t-test) in bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers. (B) Plasma ^14^C at 0, 5, 15 and 30 min (Two-way ANOVA, time *p*<0.0001 *F*(3,21)=47.84, treatment *p*=0.0442 *F*(1,7)=5.997, interaction *p*=0.0010 *F*(3,21)=7.944, significant Tukey’s multiple comparisons shown) and plasma ^14^C AUC (Unpaired t-test *p*<0.0001) in bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers. (C) Glycogen (Two-way ANOVA, genotype *F*(1,28)=9.131) in tibialis anterior skeletal muscle bilateral AAV6 HDAC4 and 5 mice administered vehicle or insulin and isotopic glucose tracers. Data are mean±SEM, n=6-8 per group.

**SUPPLEMENTARY FIGURE 3**

**
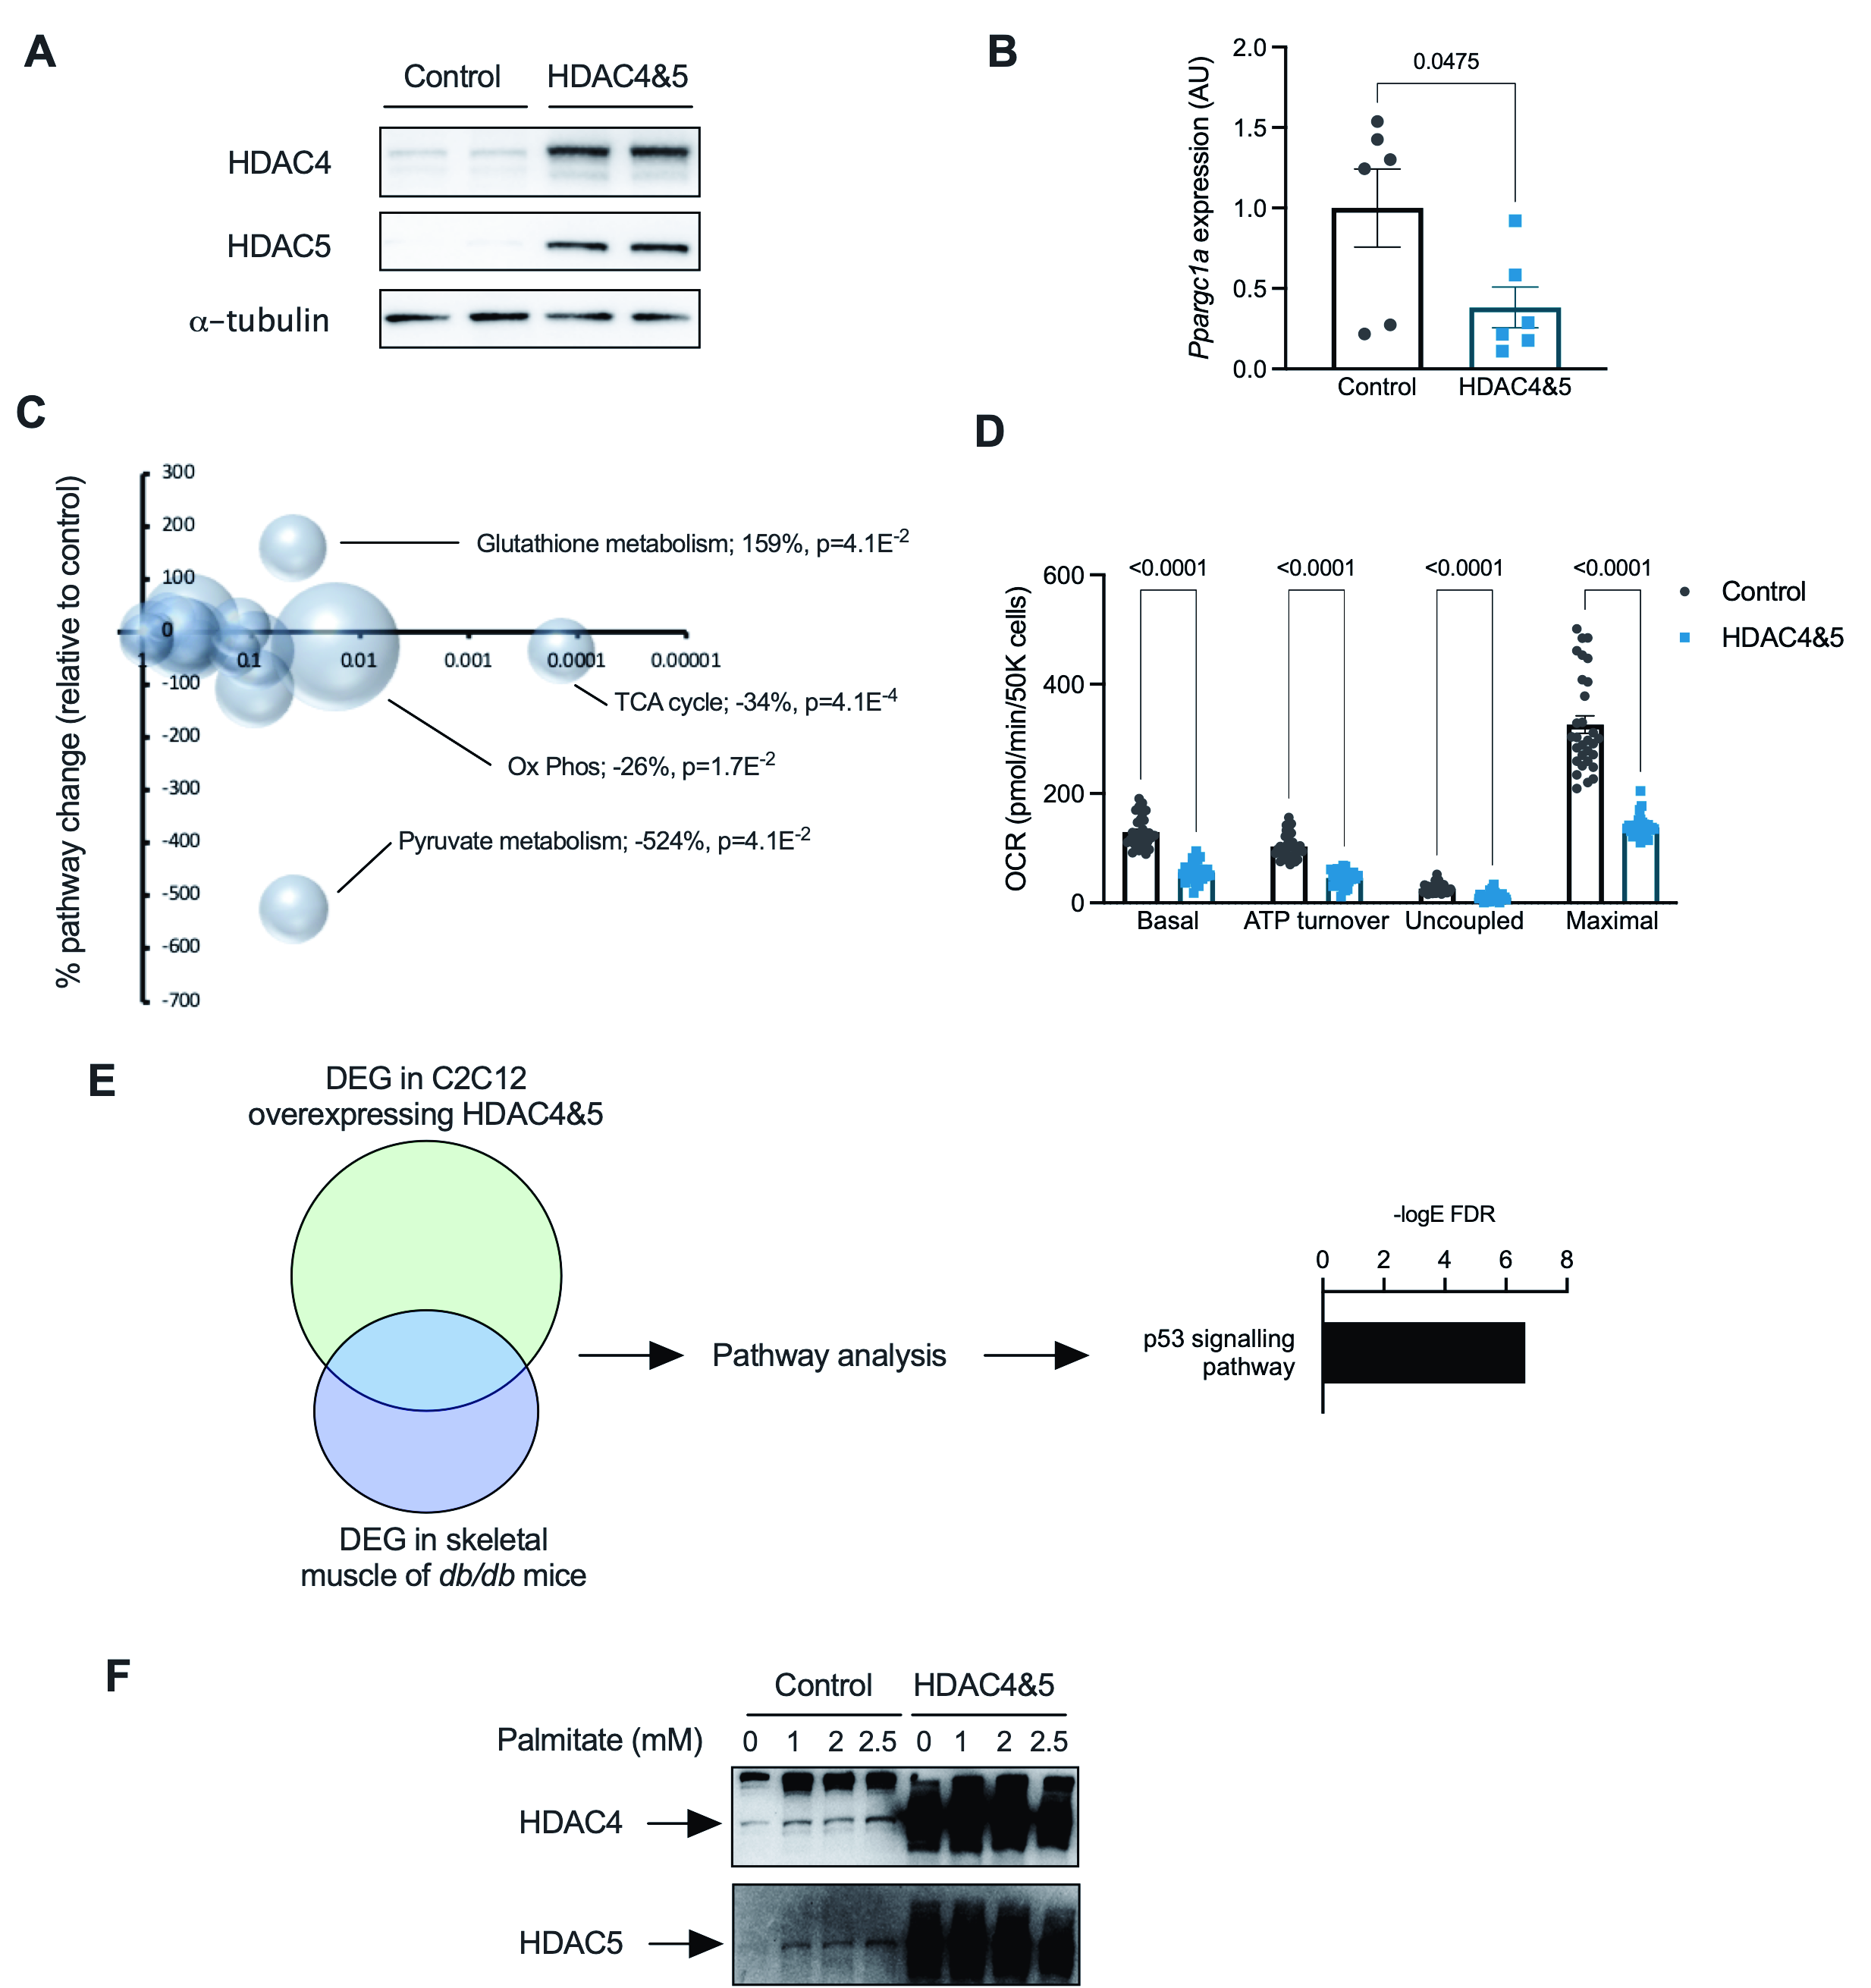
**

**Supplementary Figure 3:** (A) HDAC4 and 5 protein from two biological replicates of Control and HDAC4 and 5 overexpressing C2C12 myoblasts. (B) *Ppargc1a* gene expression in Control and HDAC4 and 5 overexpressing C2C12 myoblasts (Unpaired t-test). (C) Bubble plot of metabolic pathway gene expression in HDAC4 and 5 overexpressing C2C12 myoblasts relative to Control. (D) Oxygen consumption rate (OCR) linked to basal, ATP turnover, uncoupled and maximal respiration in Control and HDAC4 and 5 overexpressing C2C12 myoblasts (Unpaired t-tests). (E) Identification of differentially expressed genes (DEG) in skeletal muscle from *db/db* mice and C2C12 myoblasts overexpressing HDAC4 and 5 (n=3/group for skeletal muscle and cell analyses) followed by pathway enrichment analysis revealed the p53 signalling pathway as being significantly enriched in this geneset. Data are mean±SEM, n=6-20 biological replicates per group. # p<0.05 vs Control. (F) Overexposed western blots showing the increase in endogenous HDAC4 and 5 with high concentrations of palmitate in Control and HDAC4 and 5 overexpressing C2C12 myoblasts.

**SUPLEMENTARY FIGURE 4**

**
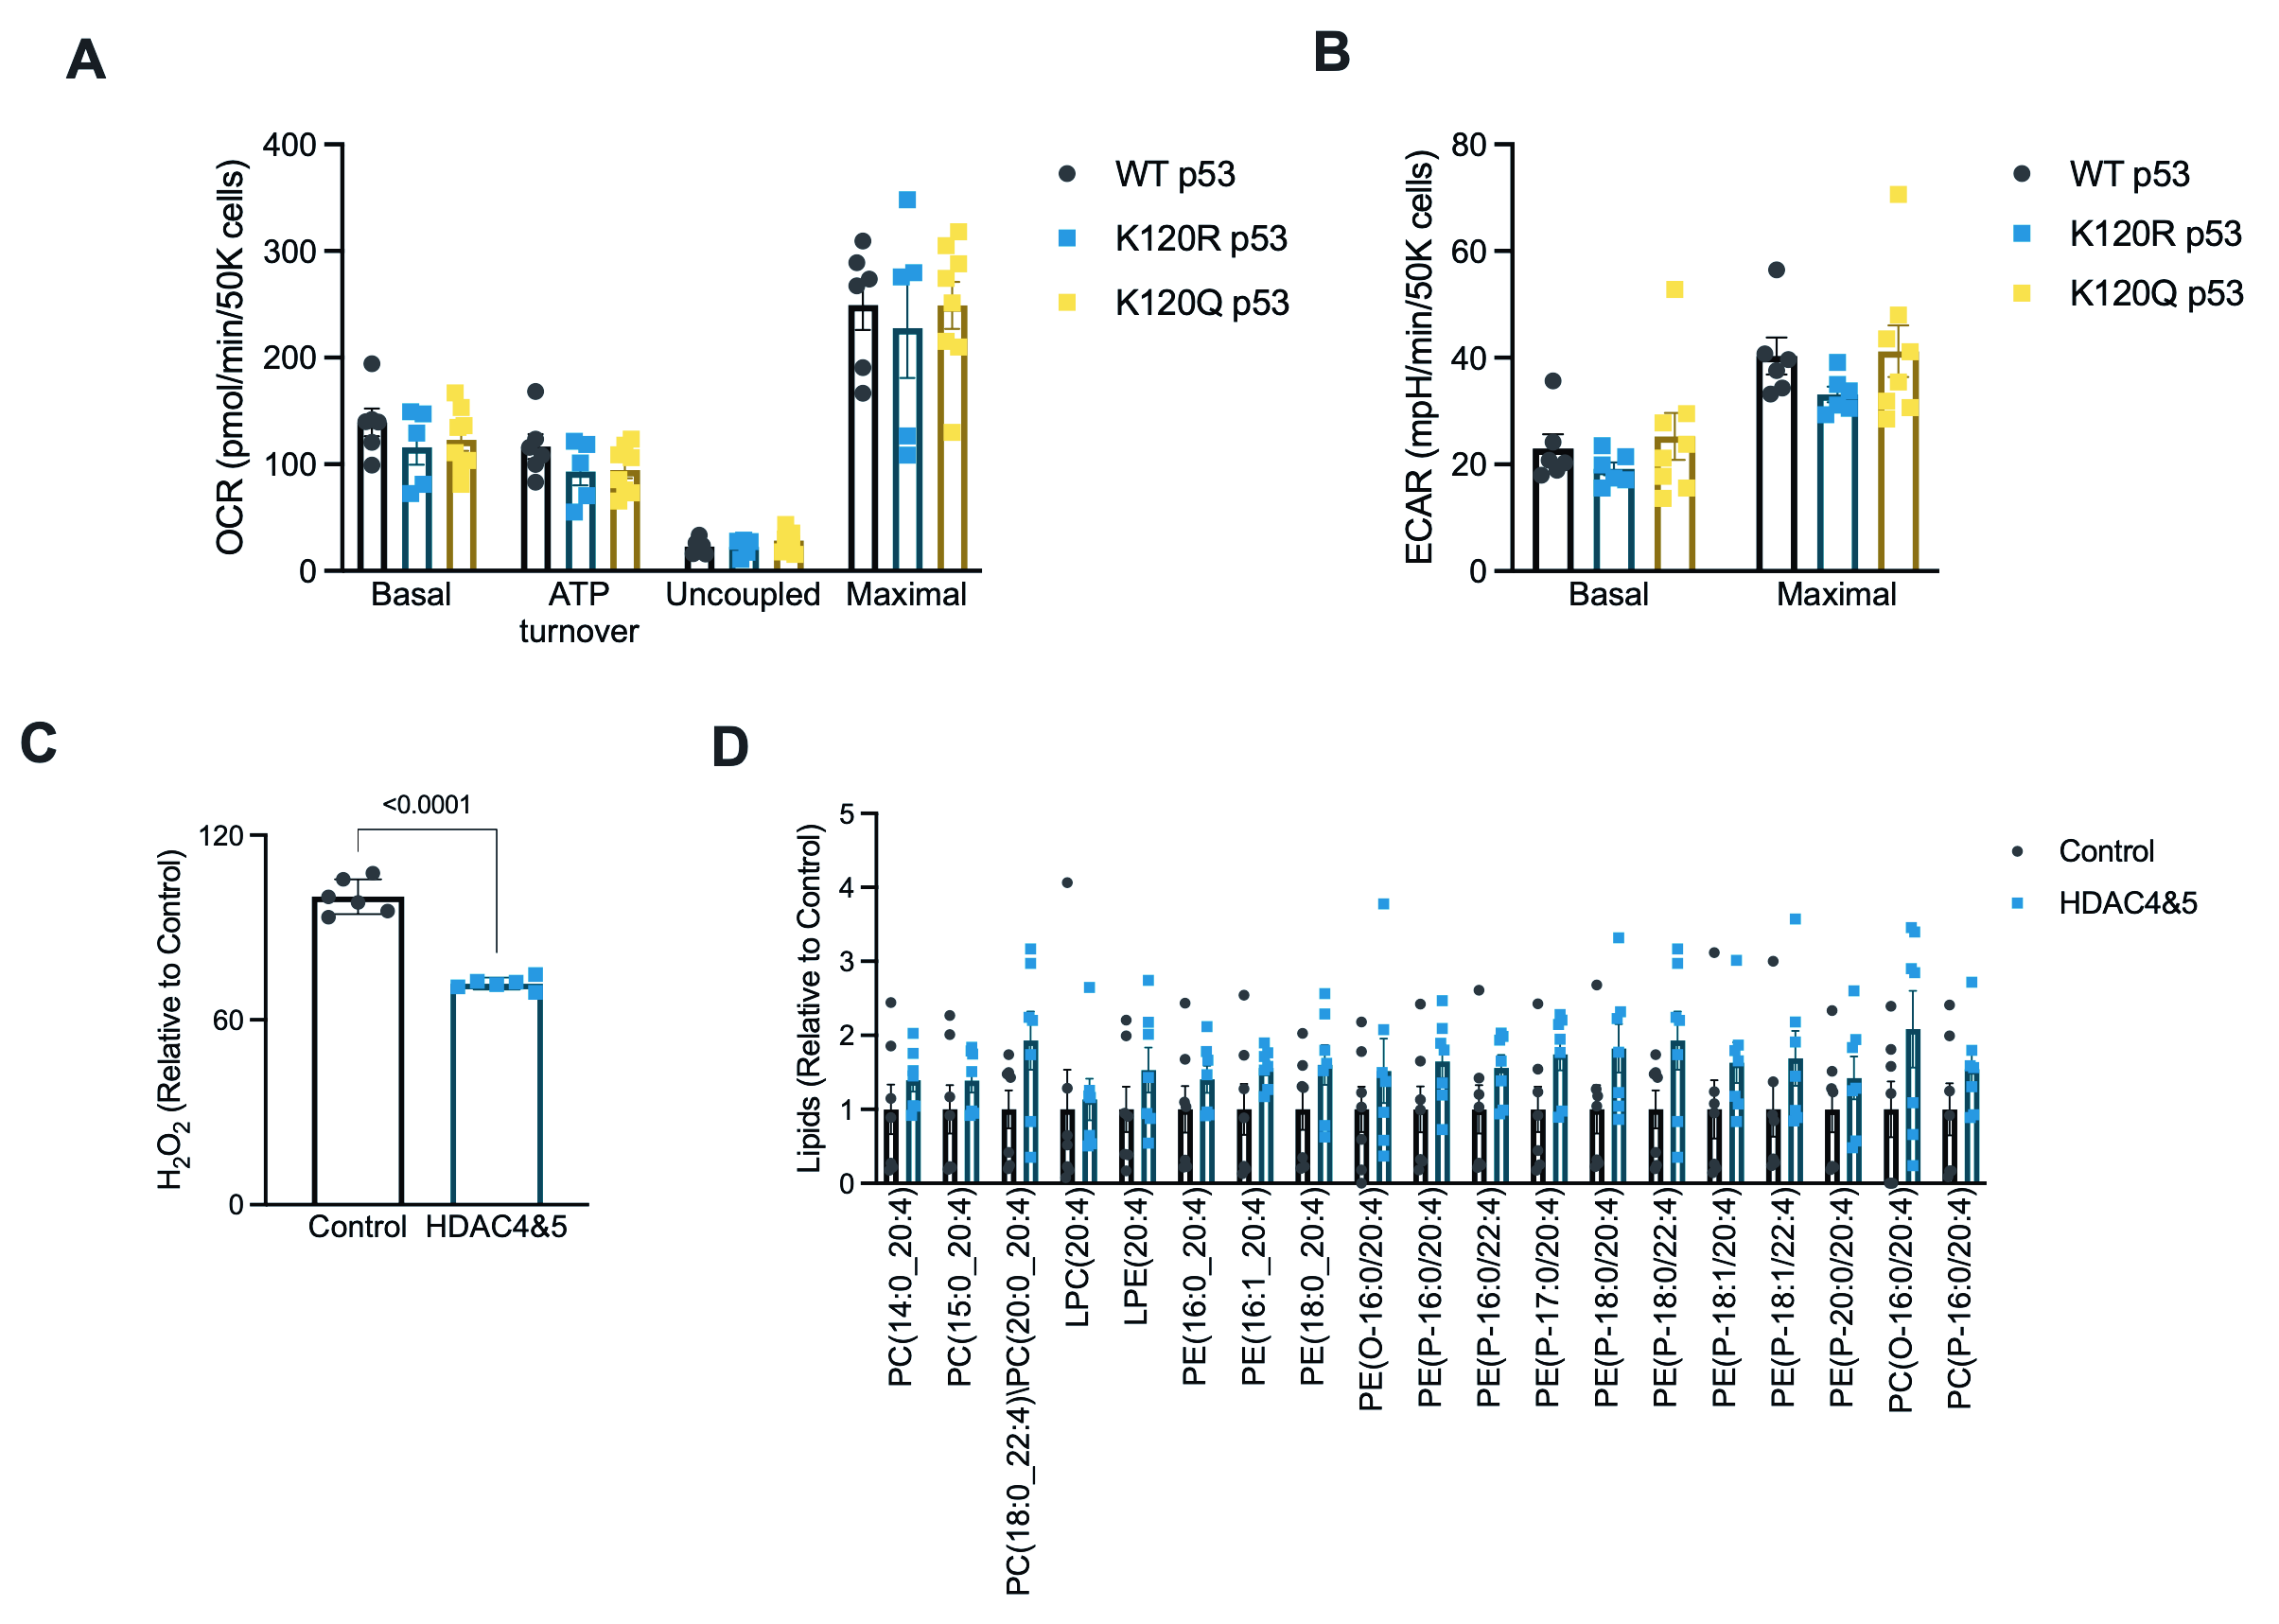
**

**Supplementary Figure 4:** (A) Oxygen consumption rate (OCR) linked to basal, ATP turnover, uncoupled and maximal respiration and (B) Basal and maximal extracellular acidification rate (ECAR) in C2C12 myoblasts expressing WT, K120R or K120Q p53. (C) Total H_2_O_2_ release from Control and HDAC4 and 5 overexpressing C2C12 myoblasts (Unpaired t-test). (D) Phosphatidylcholine (PC), lysophosphatidylcholine (LPC), lysophosphatidyl-ethanolamine (LPE) and phosphatidylethanolamine (PE) lipids in Control or HDAC4 and 5 overexpressing skeletal muscle. Data are mean±SEM, n=6 biological replicates per group for cell experiments and n=7 per group in mouse experiments.

**SUPPLEMENTARY FIGURE 5**

**
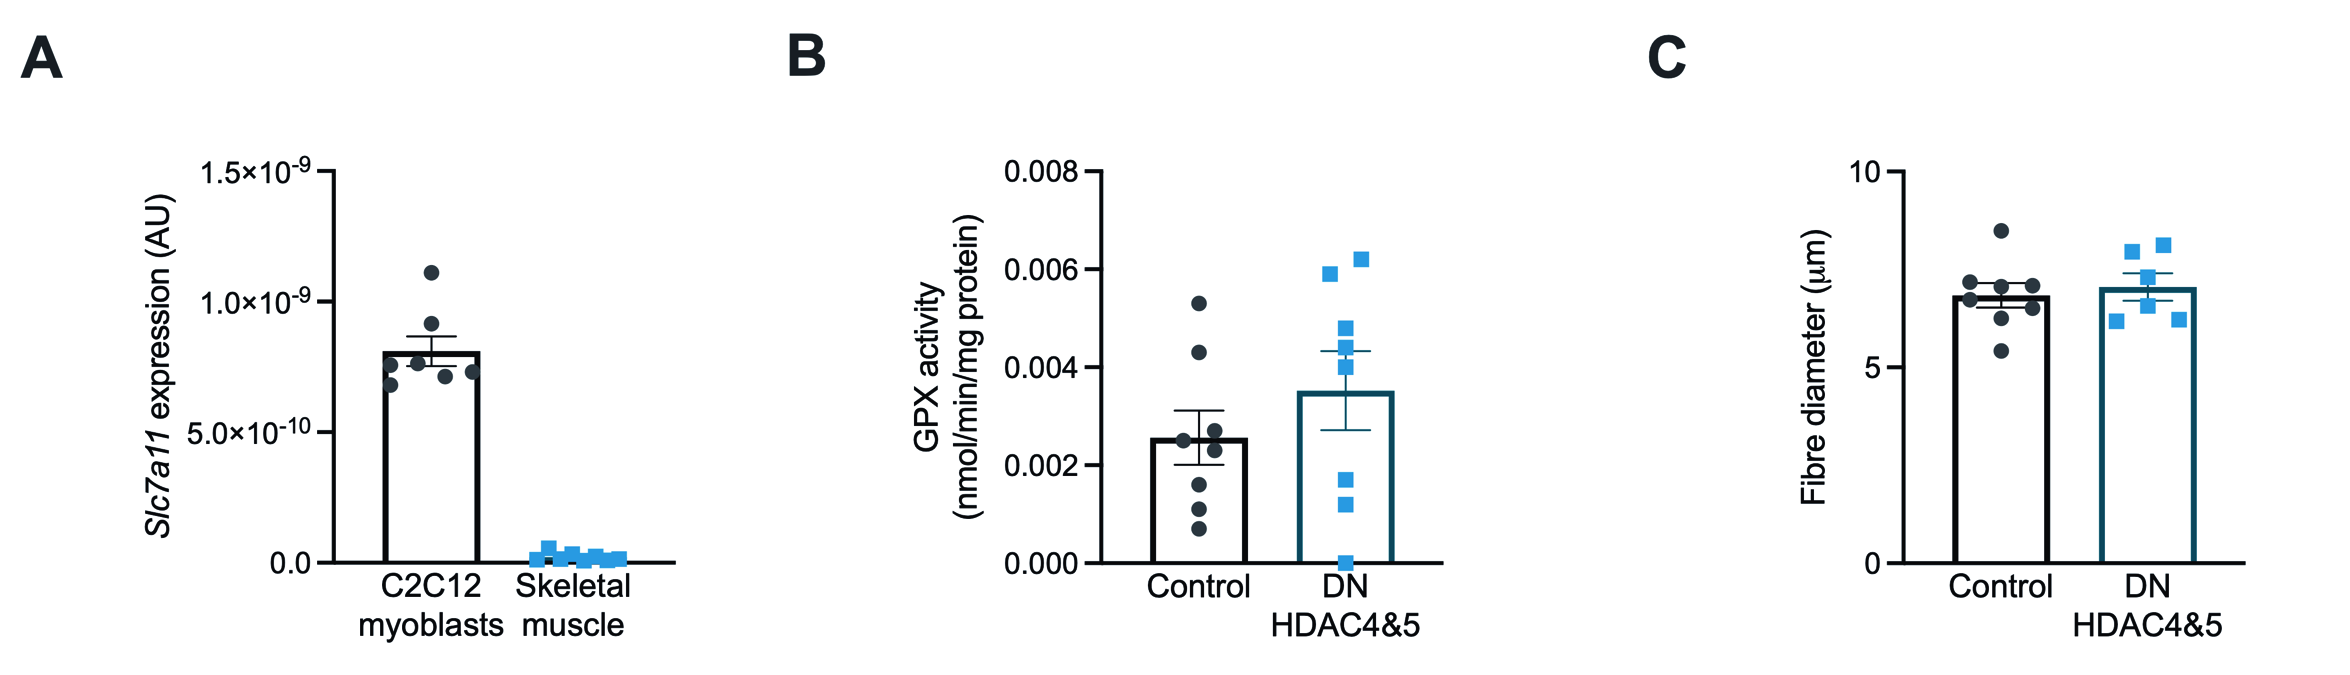
**

**Supplementary Figure 5:** (A) *Slc7a11* expression in C2C12 myoblasts or mouse skeletal muscle. (B) Glutathione peroxidase (GPX) activity, and; (C) Fibre diameter in Control and DN HDAC4 and 5 skeletal muscle of *db/db* mice. Data are mean±SEM, n=7-8 per group.

# Supplementary material for: Class IIa HDACs inhibit cell death pathways and protect muscle integrity in response to lipotoxicity
**Source:** Cell Death Dis. 2023 Dec 1;14(12):787. doi: 10.1038/s41419-023-06319-5

Figure 1D

HDAC4

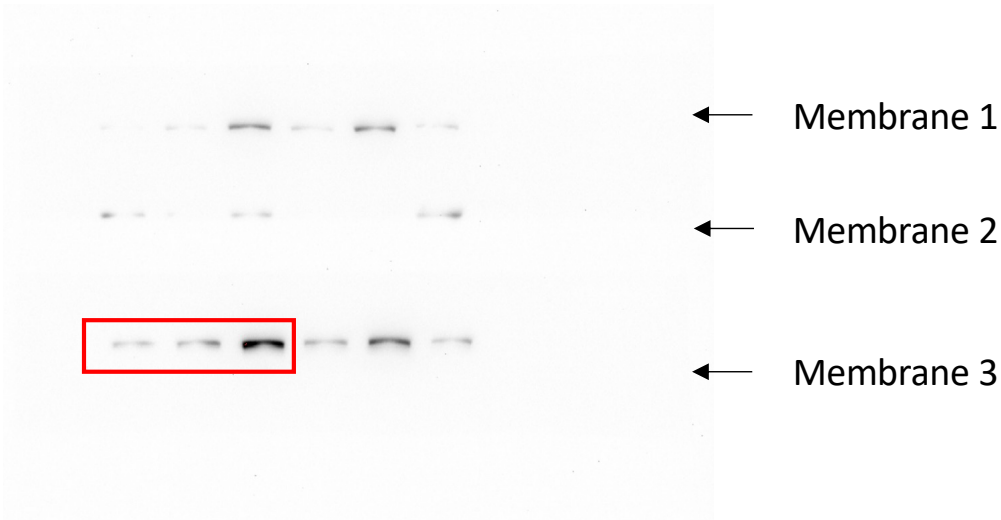

HDAC5

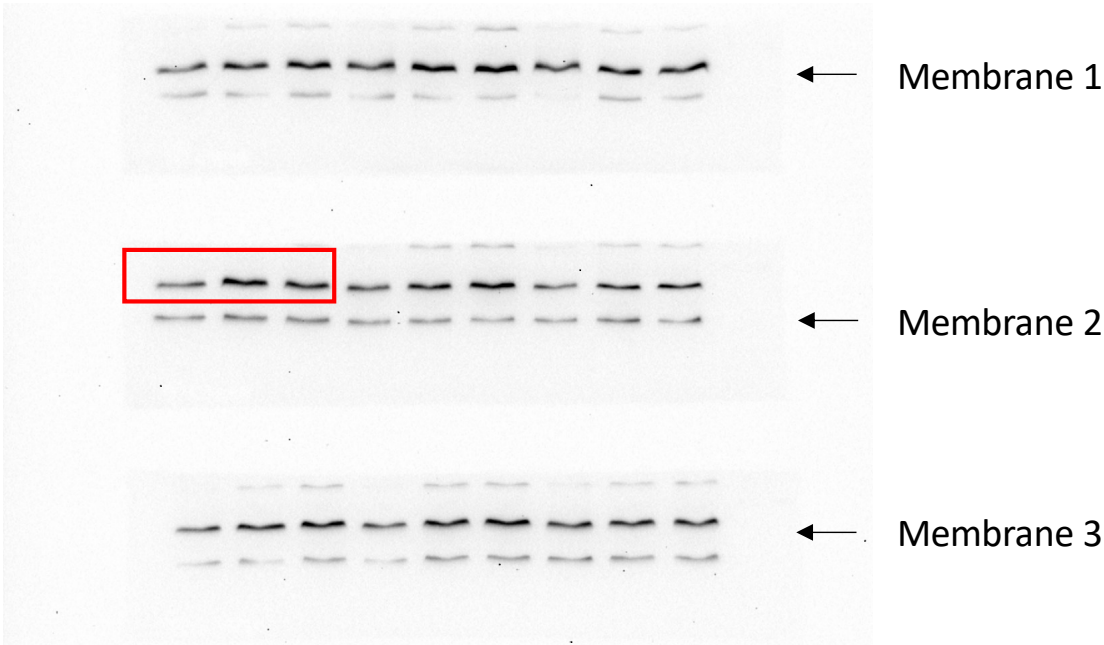

Tubulin

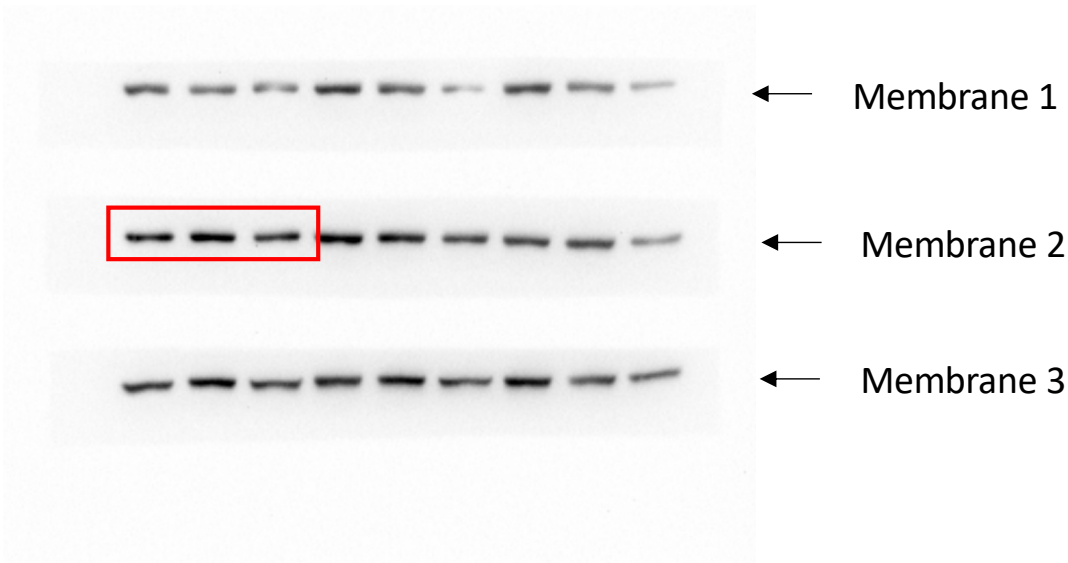

Figure 1H

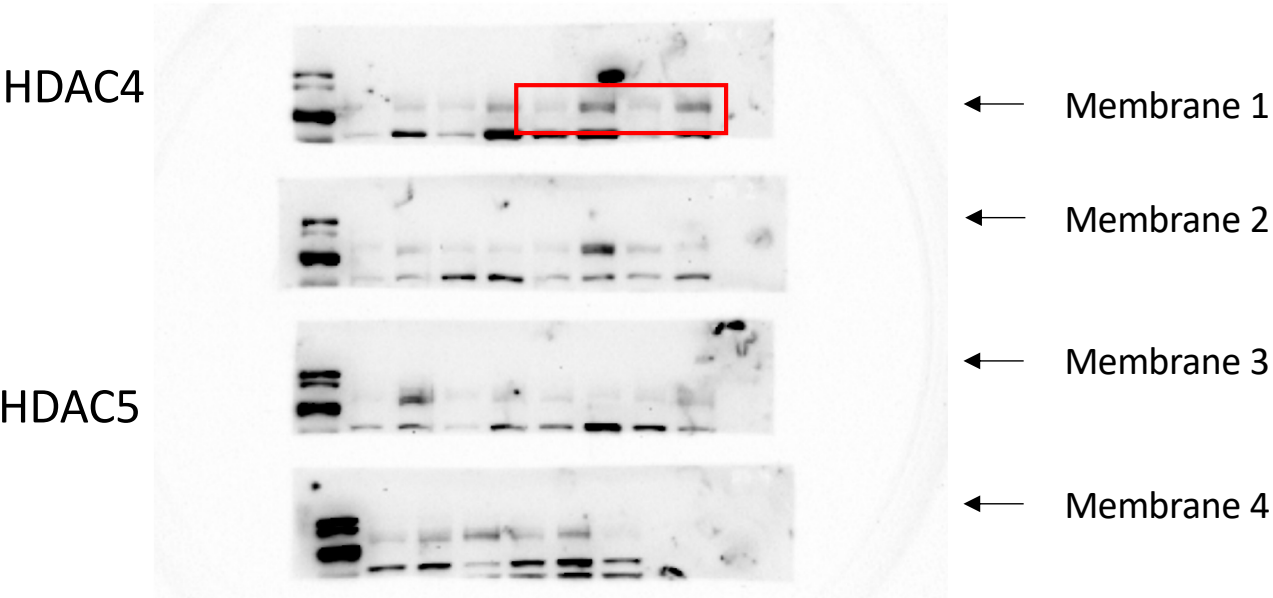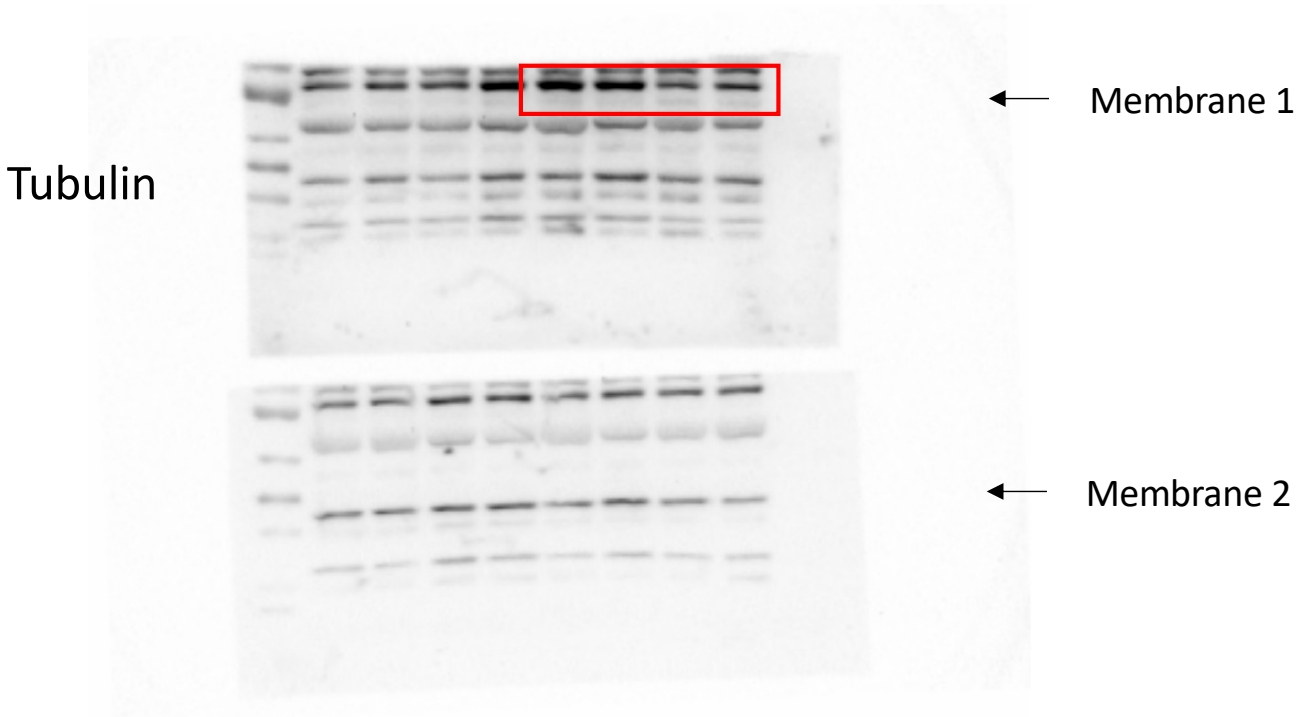

Figure 2C

HDAC4

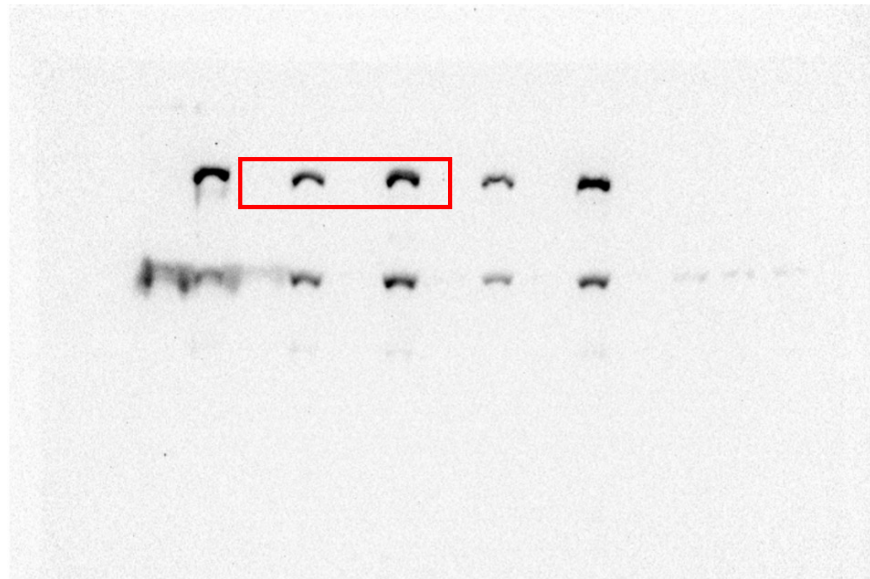

HDAC5

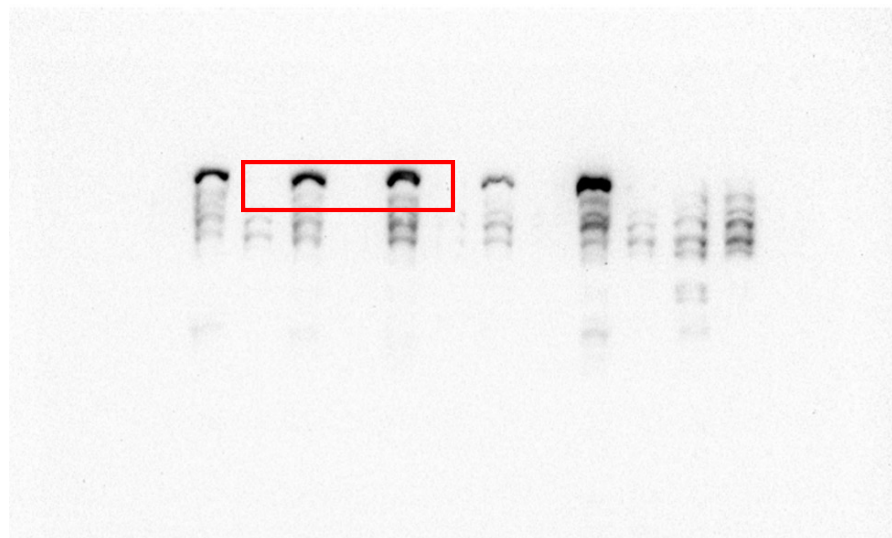

Tubulin

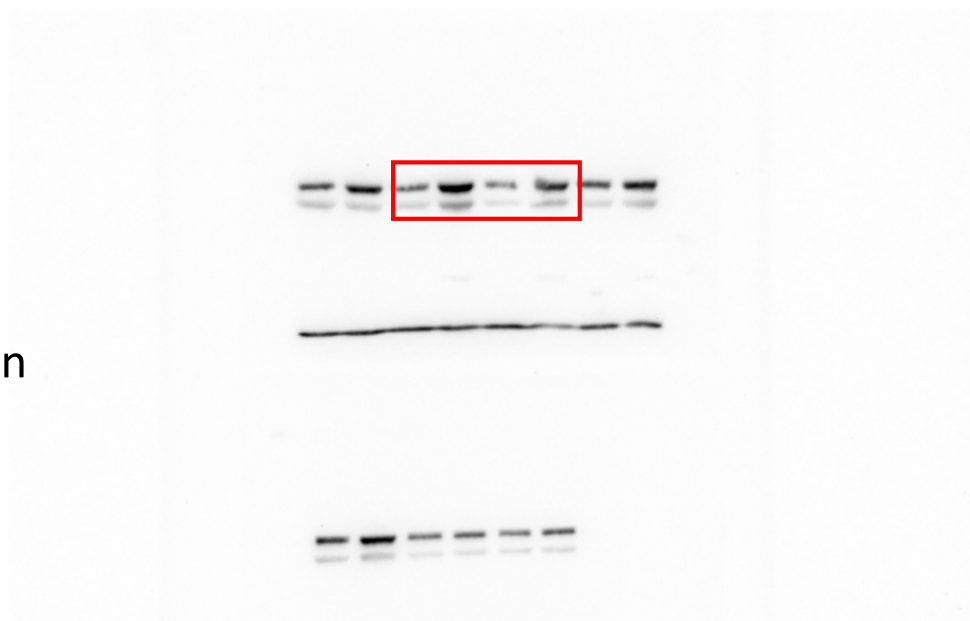

Figure 2F

Ox phos

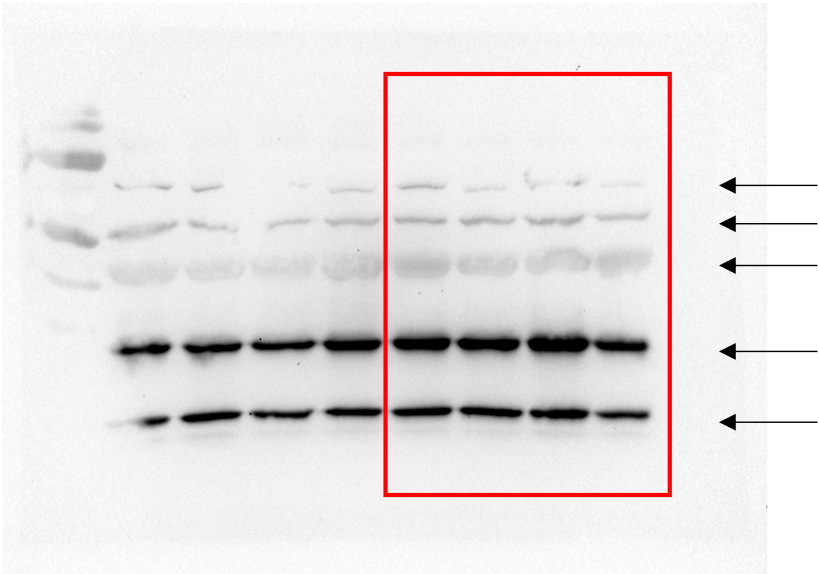

Tubulin

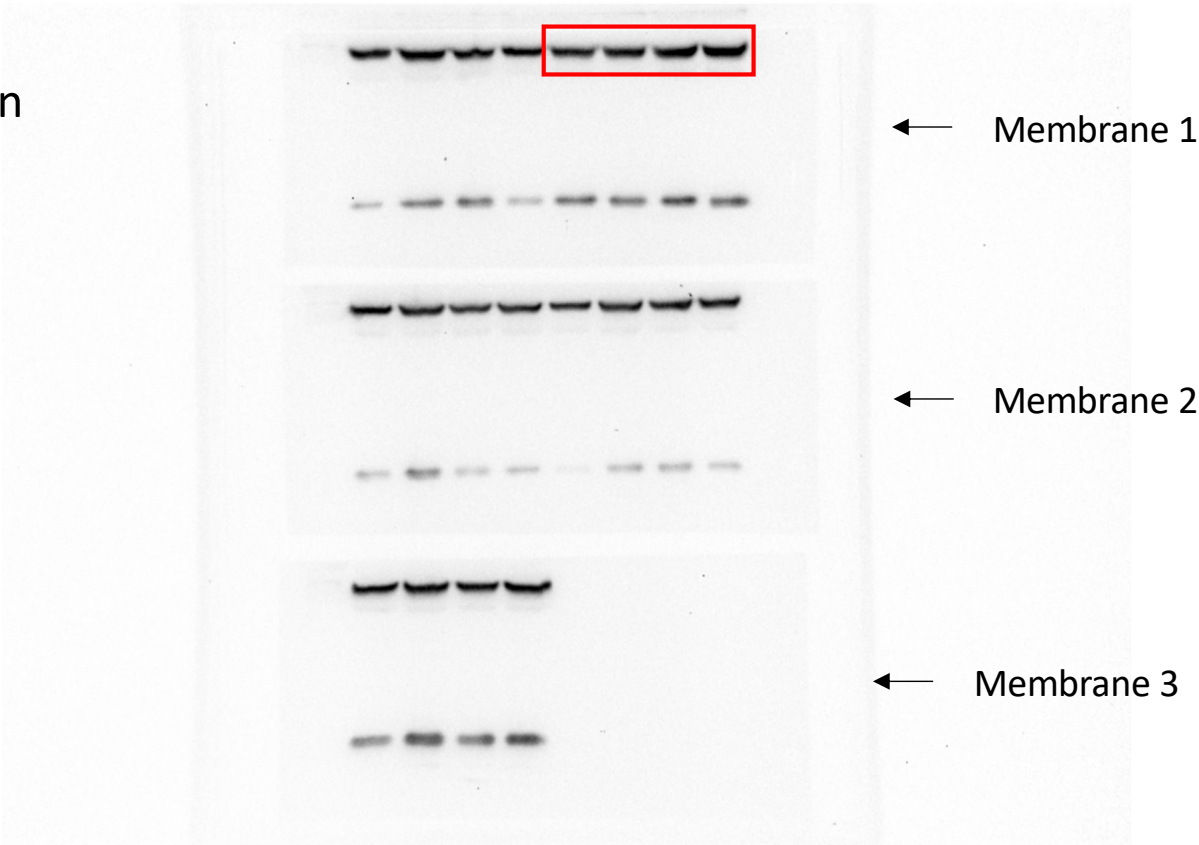

Figure 3F

pT308 Akt

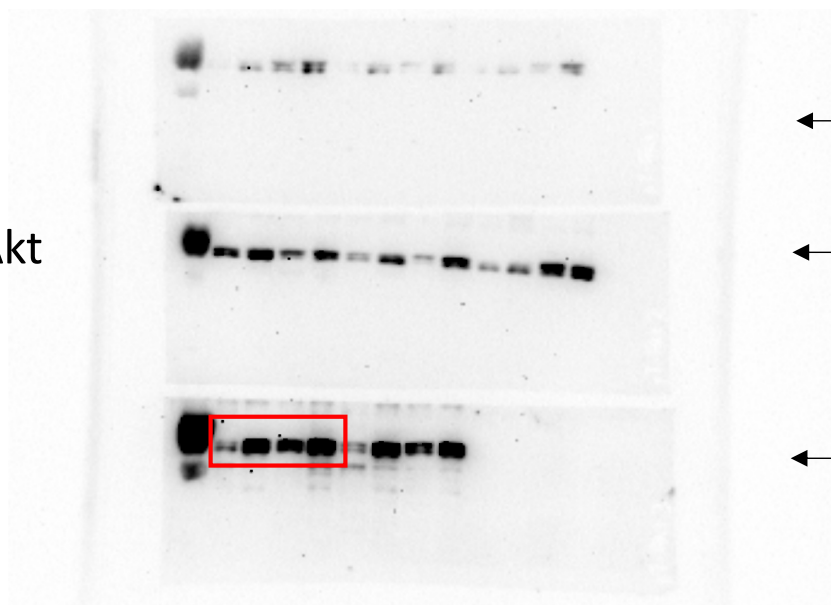

← Membrane 1

← Membrane 2

← Membrane 3

pS473 Akt

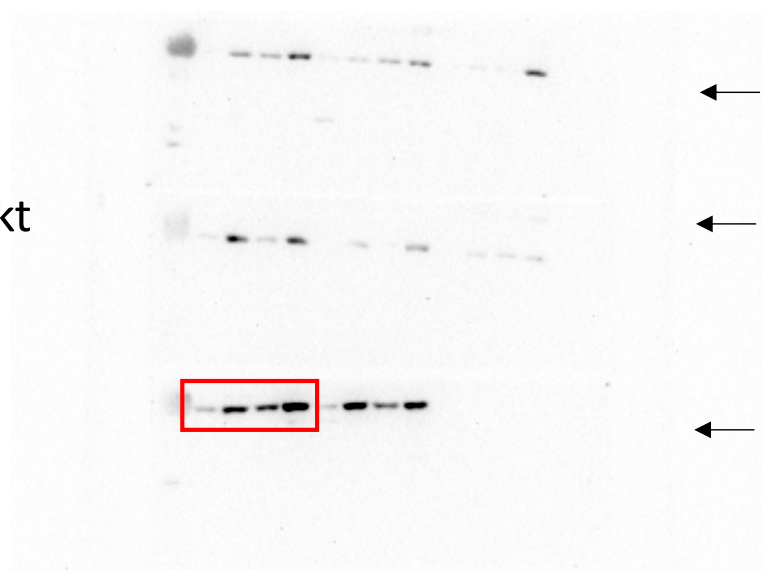

← Membrane 1

← Membrane 2

← Membrane 3

Total Akt

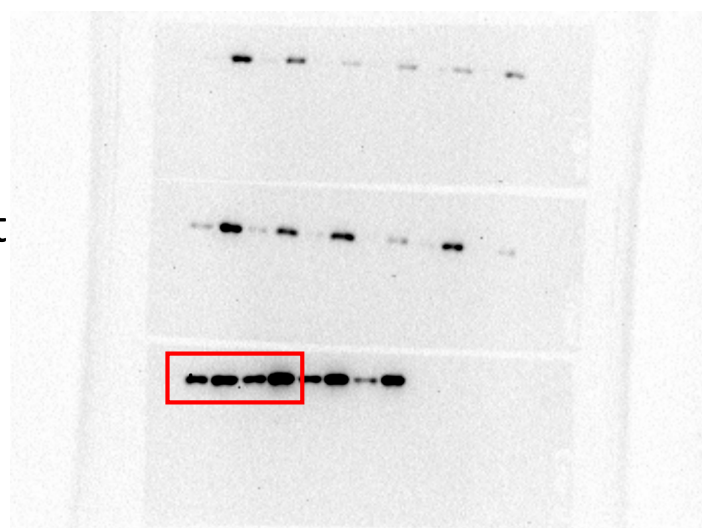

← Membrane 1

← Membrane 2

← Membrane 3

Figure 3F

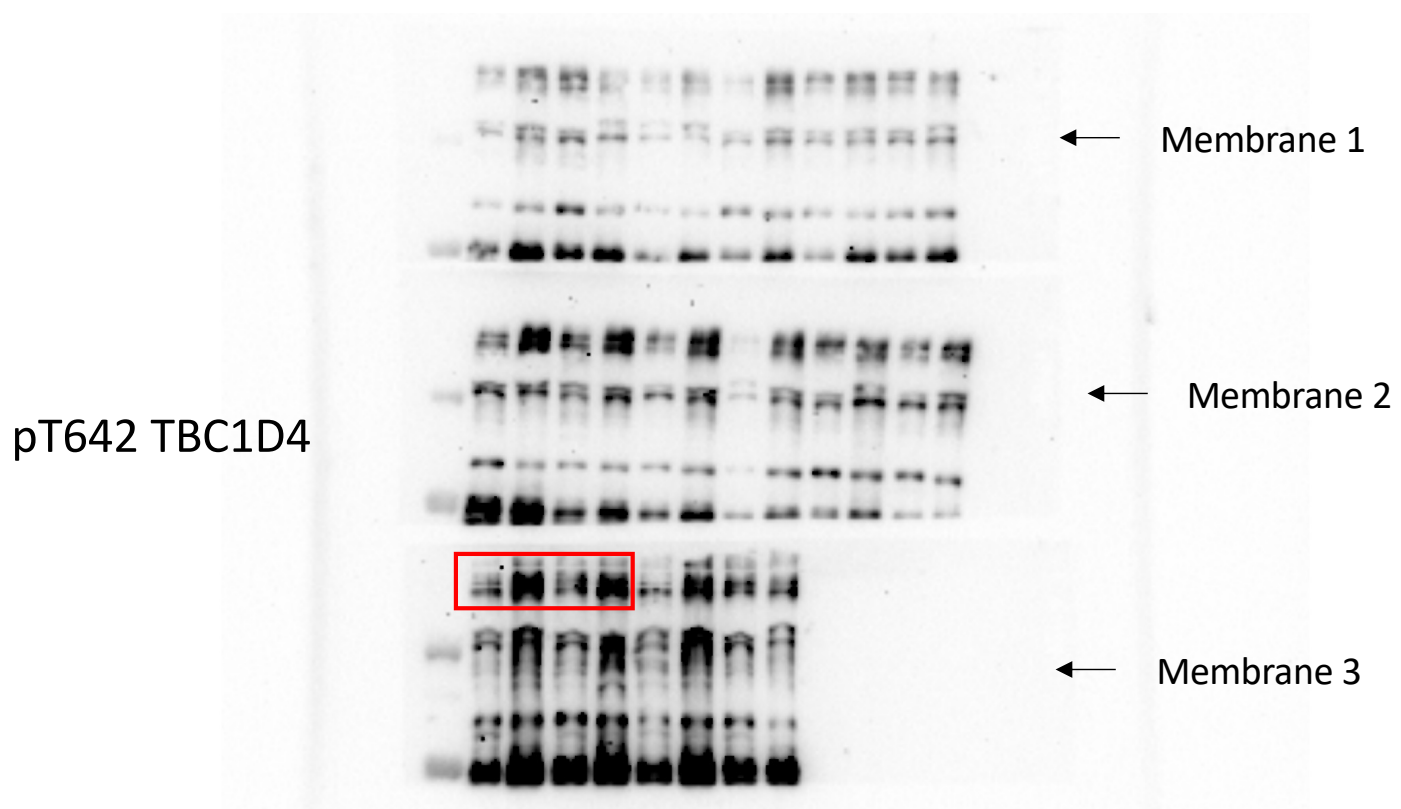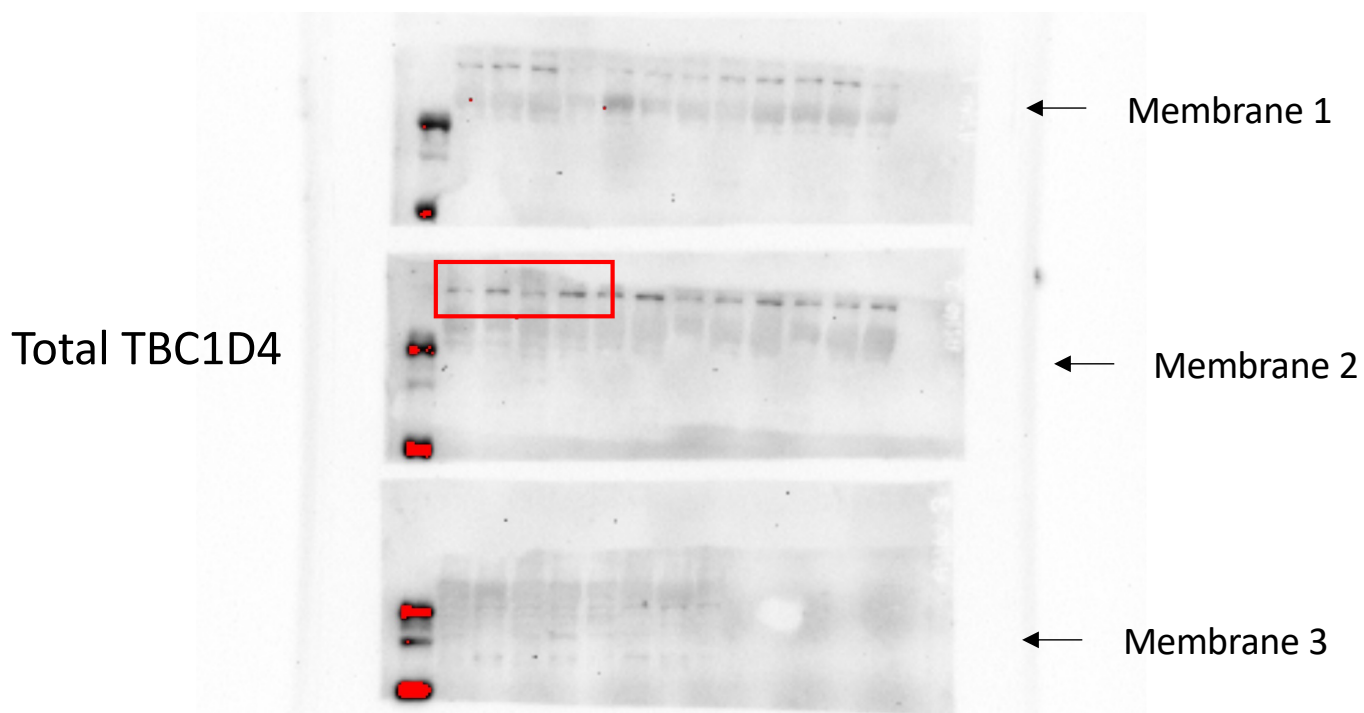

Figure 3F

HDAC4

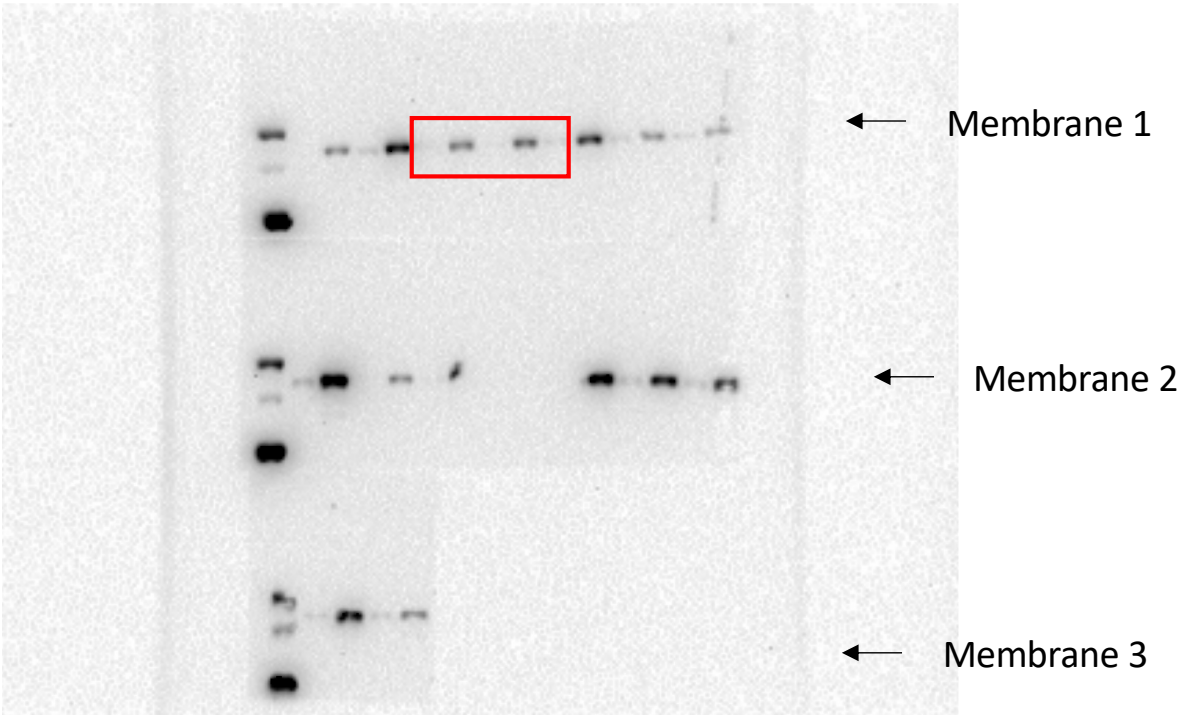

HDAC5

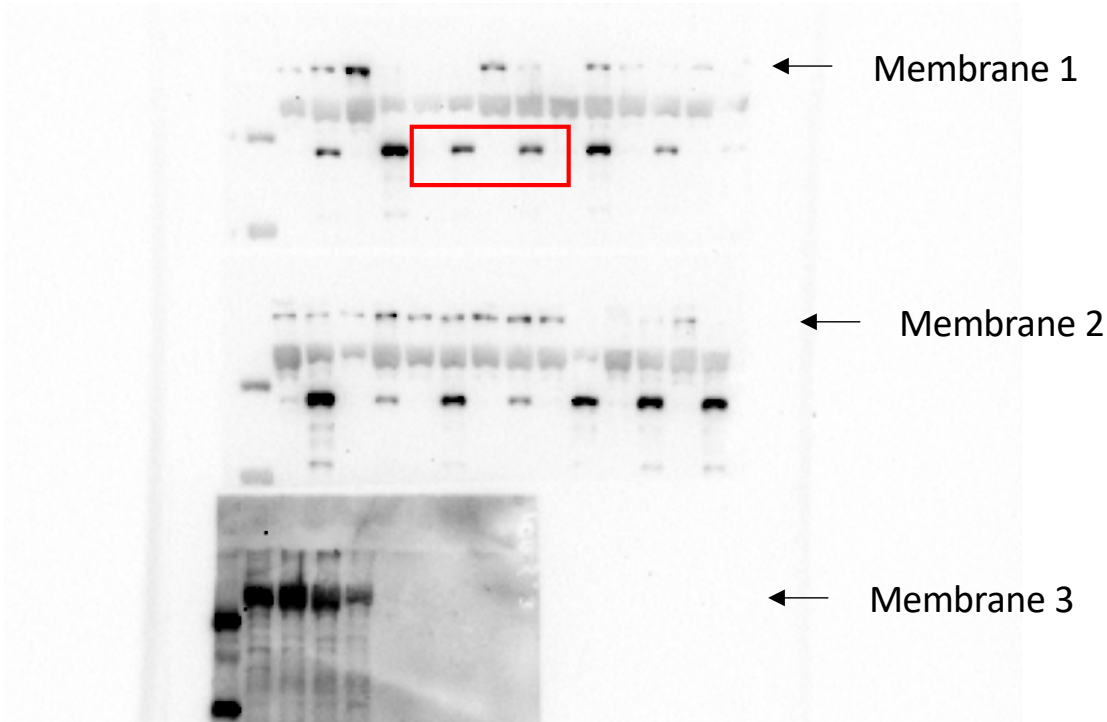

Figure 4E

Caspase 3

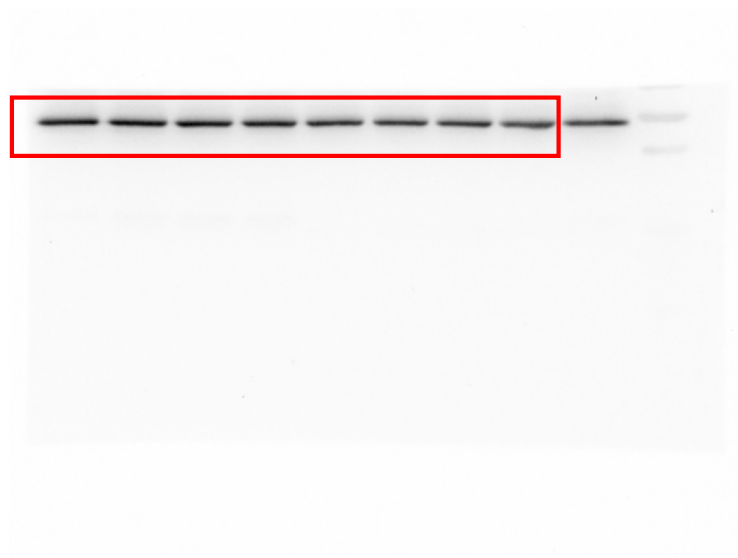

Cleaved  
caspase 3

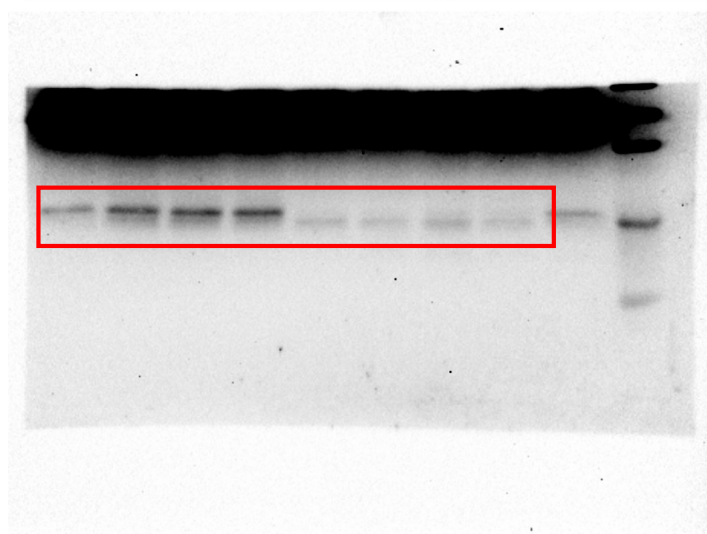

Full length (FL) and cleaved caspase 9

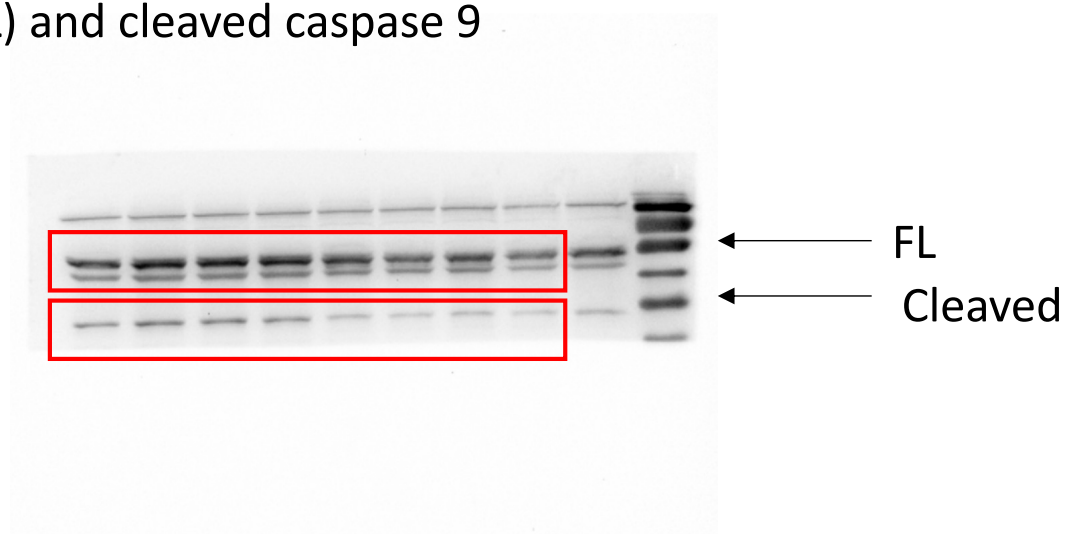

Figure 4E

HDAC4

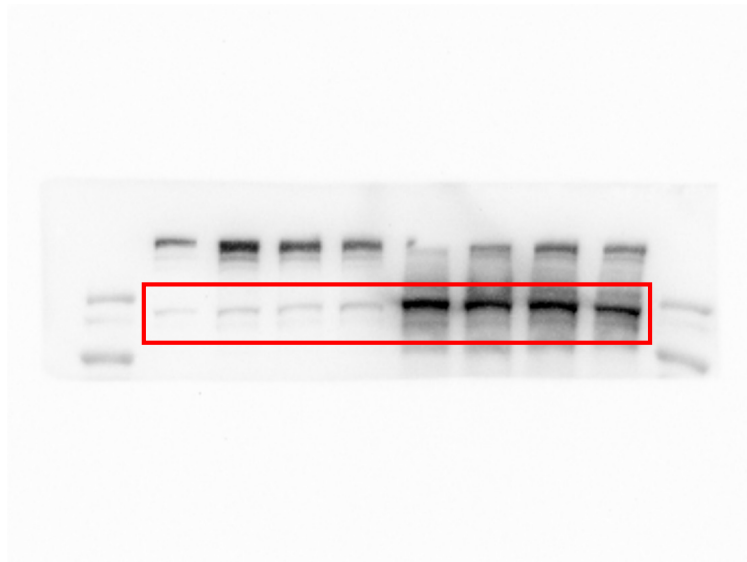

HDAC5

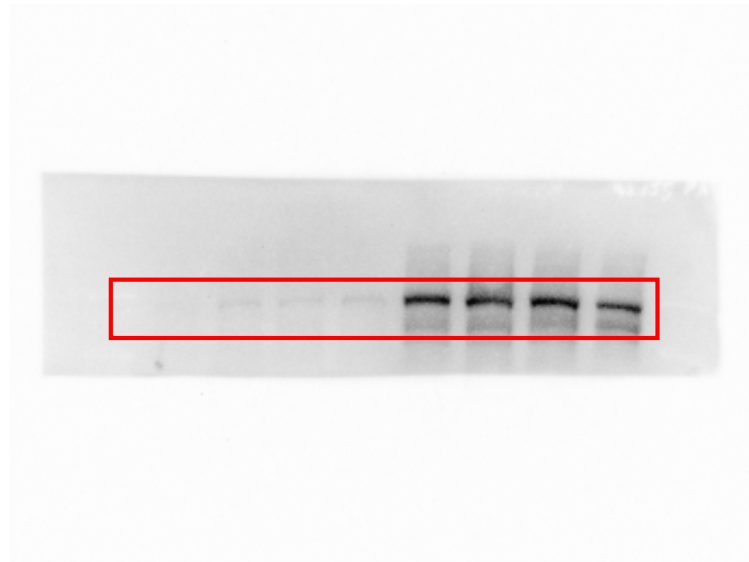

Tubulin

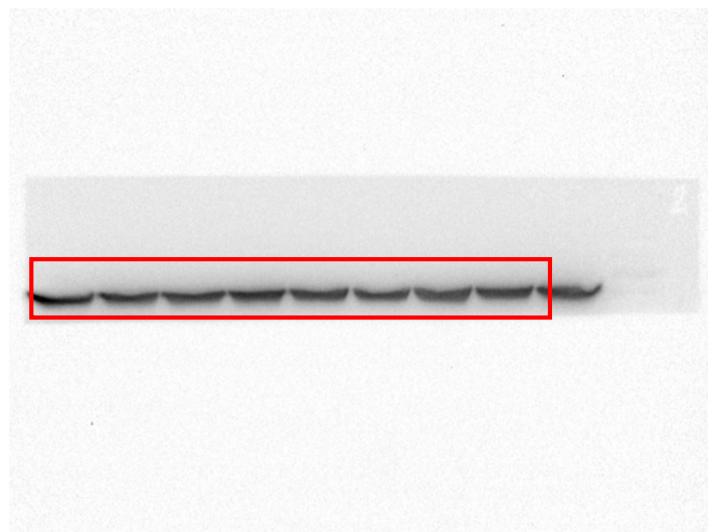

Figure 5A

aK120 p53

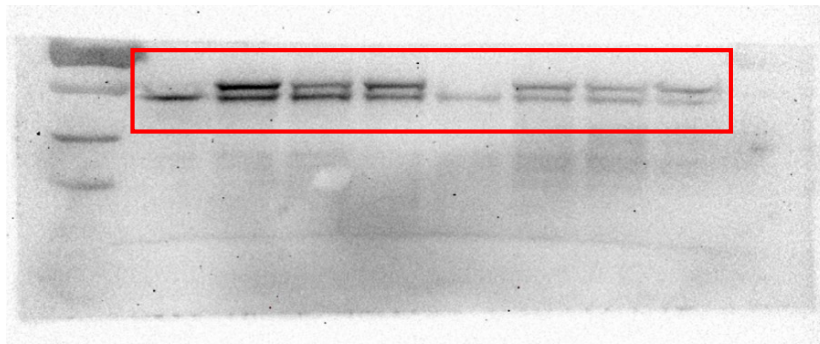

p53

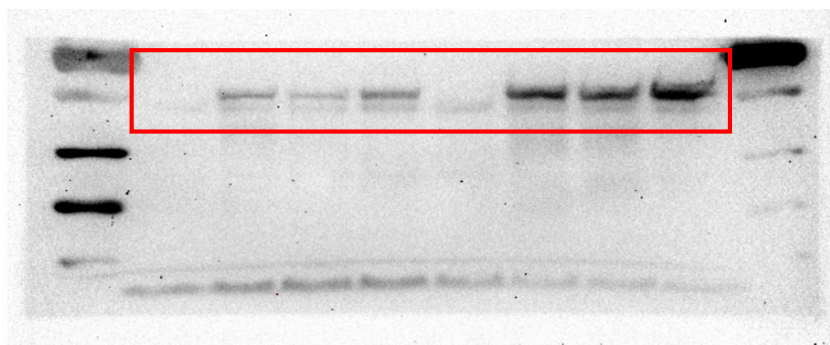

HDAC4

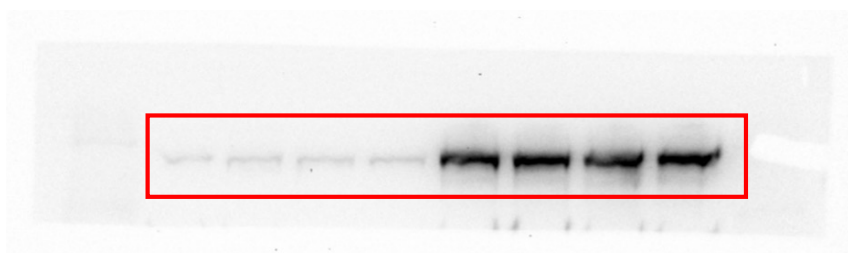

HDAC5

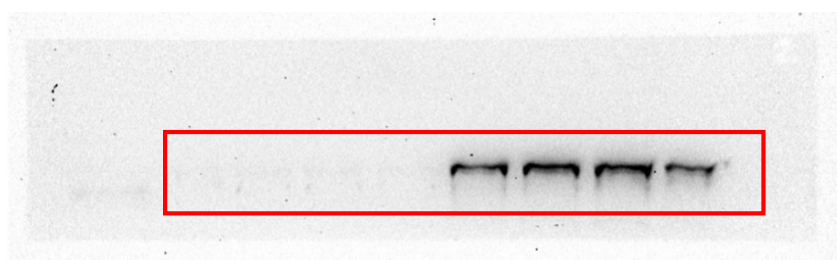

Tubulin

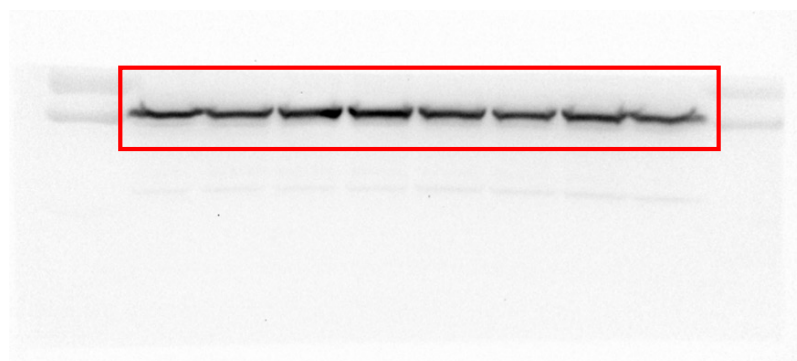

Figure 6C

HDAC4

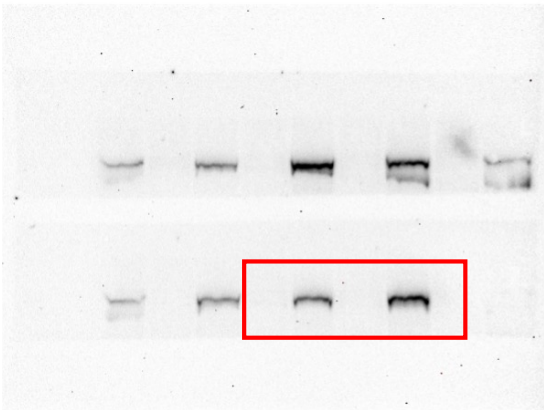

← Membrane 1

← Membrane 2

HDAC5

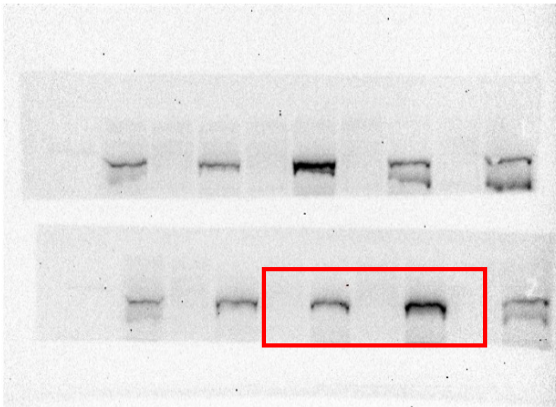

← Membrane 1

← Membrane 2

Tubulin

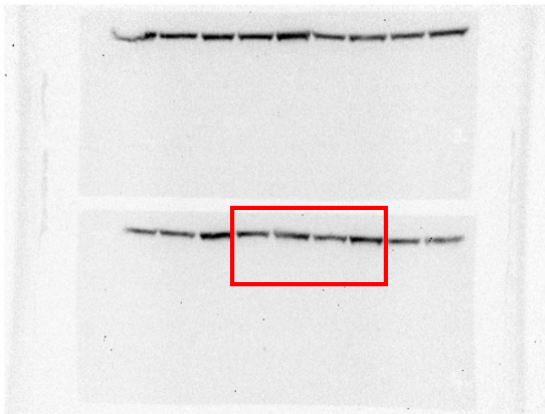

← Membrane 1

← Membrane 2

Figure 6H

aK120 p53

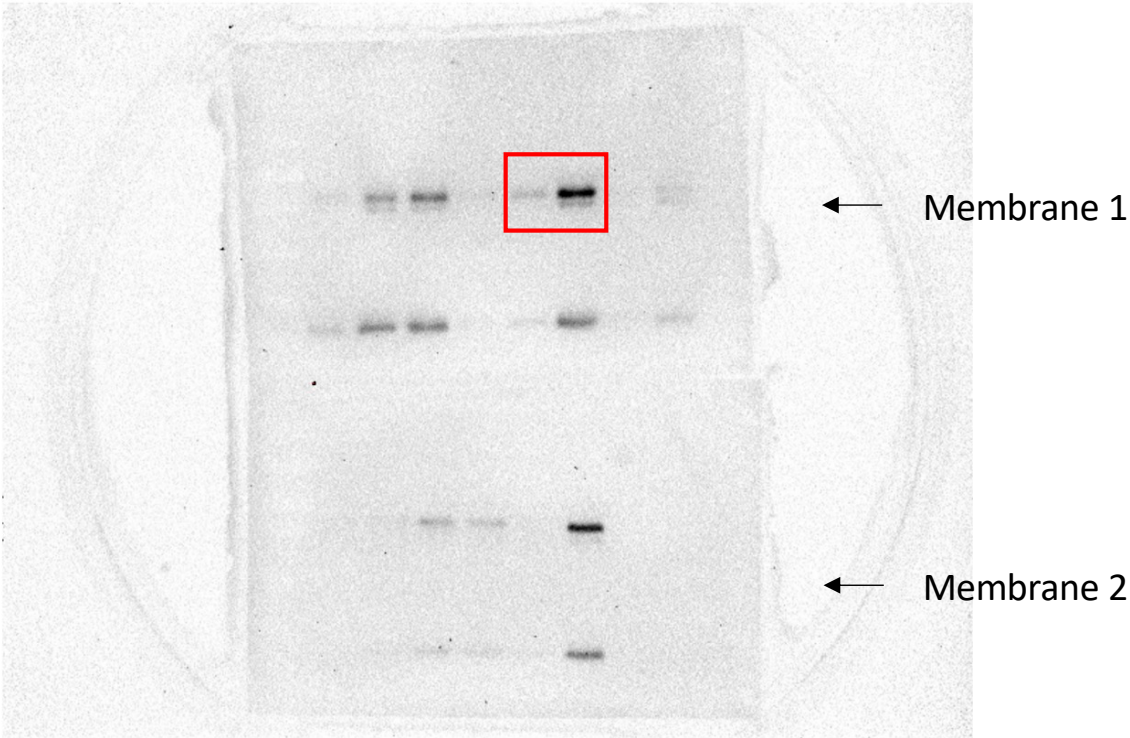

Total p53

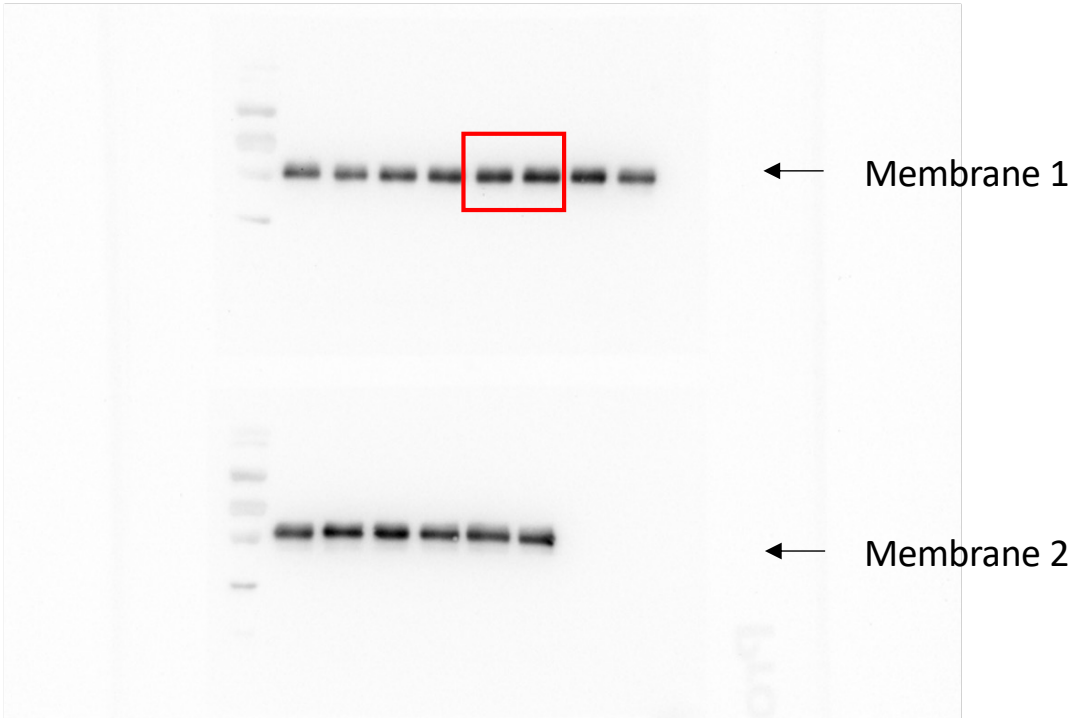

Figure S3A

HDAC4

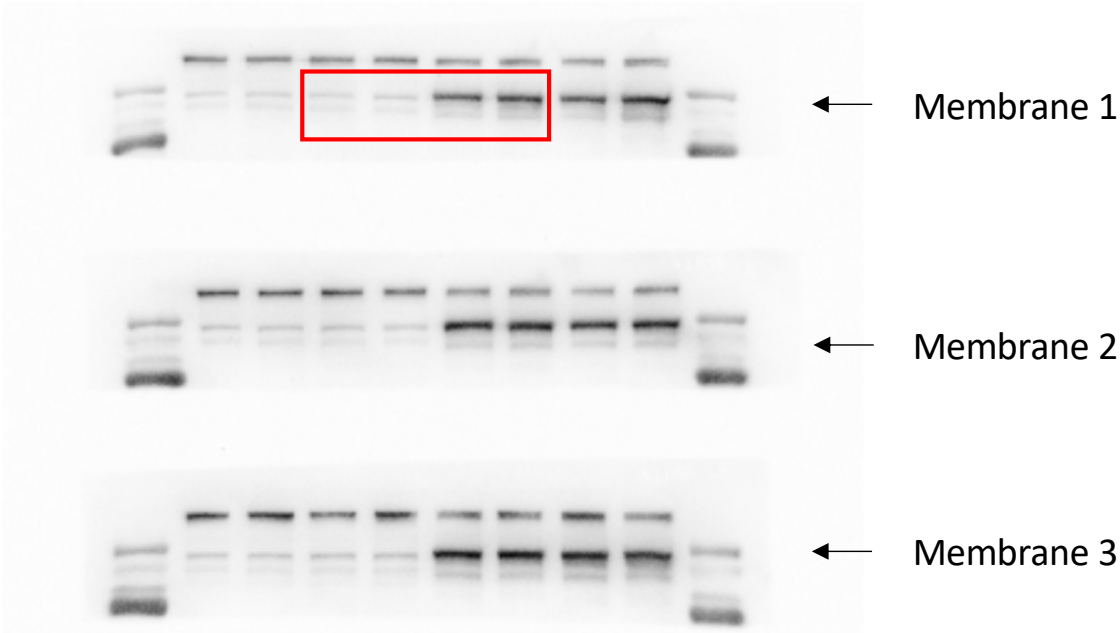

HDAC5

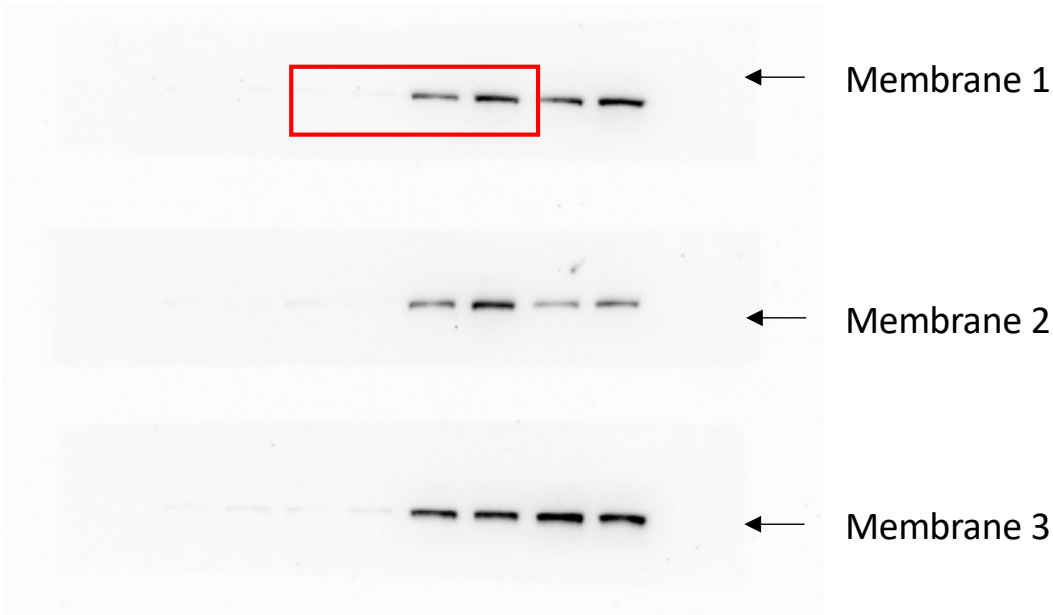

Figure S3A

Tubulin

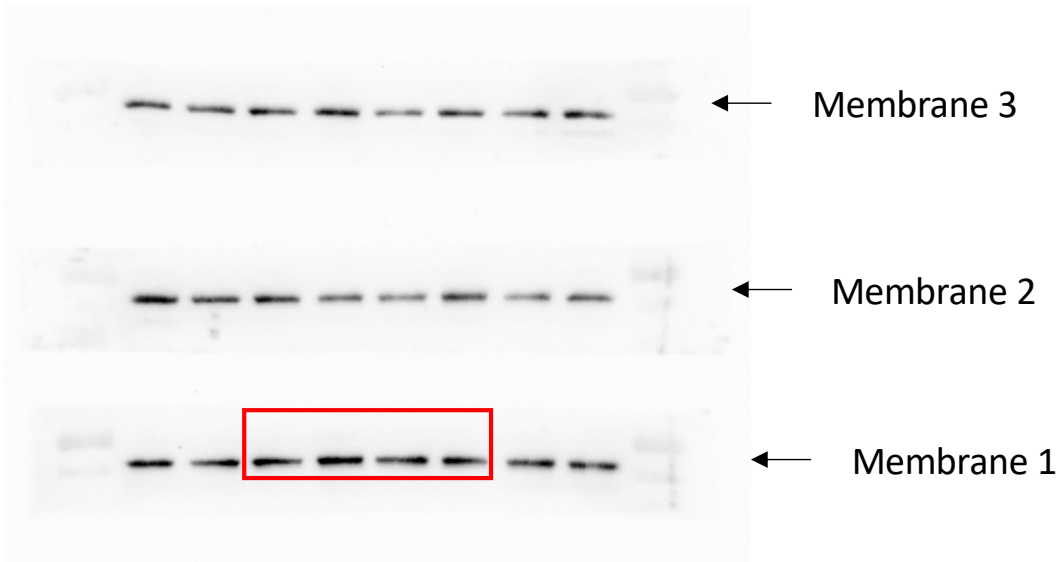

Figure S3F

HDAC4

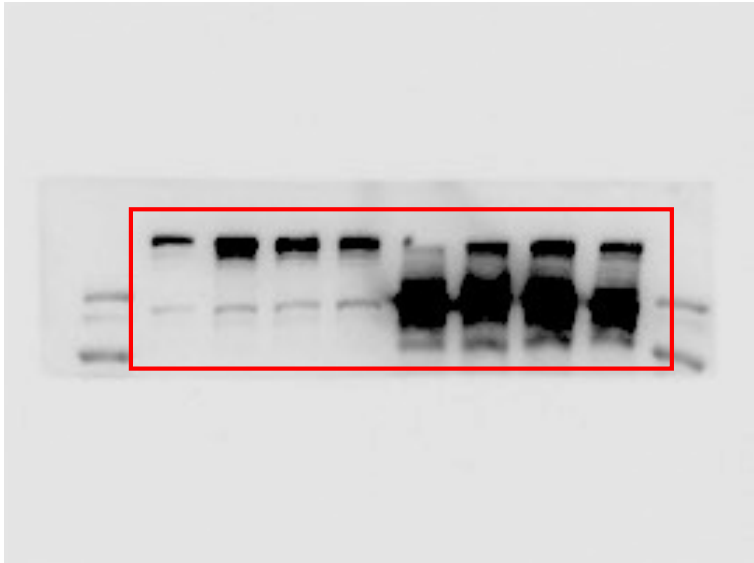

HDAC5

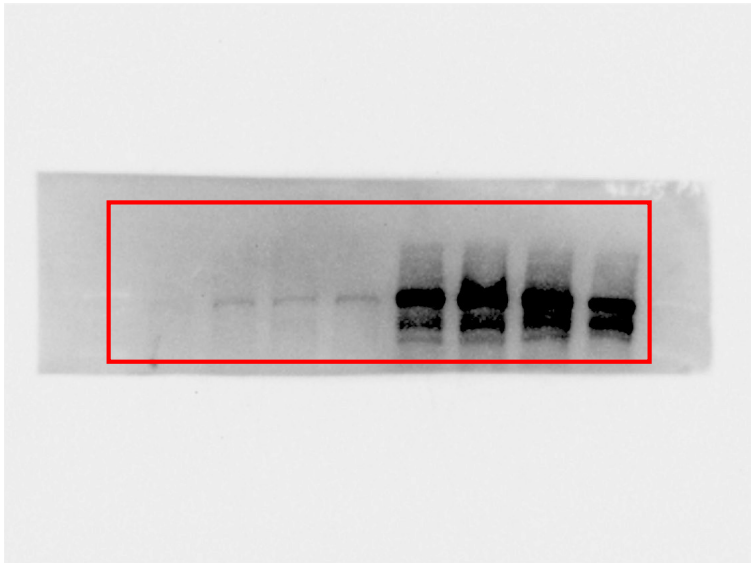

**Supplement:** Supplementary file 2 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

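Gene expression was measured on 1-colour Agilent whole mouse genome arrays, 1 per sample, in 6 control C2C12 cultures, 6 C2C12 cultures overexpressing HDAC4 and 5, 3 soleus muscles of control mice and 4 soleus muscles of db/db mice. The cells had been selected at 500 µg/ml, the mice were fasted for 5 h, and 100 ng of RNA was labelled. The authors scanned each array and deposited the intensity of each spot from Feature Extraction 9.5.1.1, as mean and background intensity and as a processed intensity that is background-subtracted and detrended but not scaled between arrays. The authors also deposited a matrix whose values are a ratio of the processed intensity to 1 constant per array. Of its 19 columns, 15 were a constant multiple of 1 scanner file within 0.01 on the log2 scale, 12 of them from C2C12 cells and 3 from soleus muscle. The column named for db/db replicate 1 matched the scanner file of db/db replicate 3, and that for replicate 2 the file of replicate 4. The db/db replicate numbers thus differ between the deposited files, and the replicate block used here follows the sample labels. The remaining soleus columns matched no scanner file to that limit, so the matrix was used by group only, as an alternative.

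Each array carried 41174 probes. The 75th percentile of the processed intensity was 564 to 1691 on control C2C12 arrays (median 775), 494 to 873 on HDAC4 and 5 arrays (median 728), 153 to 555 on control soleus arrays (median 188) and 180 to 686 on db/db arrays (median 431). Probe names were brought up to date through RefSeq accessions for 27198 probes, which changed 2694 symbols, and 13976 probes kept the name in the files, giving 27793 gene names. Coordinates are those of the files, on mm9. Control spots and spots marked as outliers were left out, and saturated spots were kept. Values were log2 of the processed intensity minus the array's 75th percentile. The probe used for a gene was the one with the highest mean over the data sets. Where a gene was not well above background on any array of a group, the fold is a lower bound against the lowest signal well above background on each array.

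The groups were compared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, at a Benjamini-Hochberg adjusted p of 0.05. Hand-written lists were tested with camera at an inter-gene correlation of 0.01, with fry beside it and with the correlation estimated from the arrays, on genes measured on every array, and p was adjusted over the lists of a data set. The lists were p53 signalling, TCA cycle, oxidative phosphorylation, pyruvate metabolism, glutathione metabolism, glycolysis, fatty acid oxidation, apoptosis, ferroptosis, cell cycle, muscle differentiation, adipocyte, erythrocyte and macrophage markers, and the cell death and the metabolic genes that the paper measured by RT-PCR. Mouse Reactome pathways came with fgsea 1.28.0. Single genes were compared by exact permutation tests, and overlaps by Fisher's exact test. The result of 1 gene, counted within the lists, is not reported here.

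Genes are named by a rule: those the paper names as measured, and in each data set the 5 largest rises and 5 largest falls among genes past the adjusted p, well above background on every array and with no overlap between groups, and coregulated genes likewise. Lep, Mup1, the circadian genes and the genes of the myoblast, Y-chromosome and interferon tests were chosen after values were seen. The steps were tested on simulated data in which 200 genes changed by 2 on the log2 scale. In the C2C12 simulation, on 12880 genes, 98.5% of the changed genes were called and 3.75% of the calls were unchanged genes. In the soleus simulation, on 10626 genes, 32% were called and 5.80% of the calls were unchanged genes.

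The C2C12 arrays lay on 3 slides, each with both groups, and the soleus arrays on 2. Arrays of the same replicate number deviated together from their group means, with correlations across genes of 0.188 to 0.550 for the 6 C2C12 pairs and 0.428 to 0.693 for the 3 soleus pairs. Arrays of other numbers on the same slide did so too, with 0.194 to 0.530 and 0.333 to 0.745, while arrays on different slides had -0.475 to 0.0487 and -0.692 to -0.404, so the numbers carry the slide. Replicates of a group had a Pearson correlation across genes of at least 0.987 in C2C12 cells and at least 0.827 in soleus muscle, and none were duplicates. The alternatives were quantile normalization, normexp background correction with an offset of 50, the deposited matrix, no filter and a stricter filter on dim probes, the mean of all probes, slide or replicate number as a block, C2C12 subsets, soleus arrays left out in turn, an unadjusted p, a fold of at least 1.5, the methods' t-test, and other set tests and gene sets. KEGG pathways were not used here.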

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

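The tests of slide, scaling, myoblast genes, Y-chromosome genes, adipocyte markers and saturation, and the permutation test of the muscle differentiation list, were chosen after the values were seen, and the genes and then the measure of the adipocyte test, and the limit of the myoblast test, were changed after a first value.

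In C2C12 cells, 5 of 57 groups of arrays held 1 array far from the others, where about 2.85 would by chance, since chance sets 1 array apart in about 1 group in 20. H19 was 5.25 and Klhl30 was 5.31 on the third control array, below the other control arrays, on the log2 scale of the 75th percentile. Both spots, 2 of 2, were saturated on this array, which had the highest 75th percentile of its group, so a limit of the scanner may have lowered them. They were also saturated on the second control array, which did not lie apart. The probe listed as NAP007796-001 read -2.42 and Zbp1 read -3.84 on the fourth control array, above the others. The median of the oxidative phosphorylation list was 4.62 on the third HDAC4 and 5 array. All 5 values lie on slide 2. In 0 of the 5 was the nearest array of the group the one on the same slide, but a value shared by both arrays of a slide would not have set 1 array apart, so a slide difference cannot be told apart from chance here. No biological explanation was tested.

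The muscle differentiation list, whose expression on the arrays the paper does not report, had a median log2 difference of -5.26 between HDAC4 and 5 cells and control cells over 35 genes measured on all arrays (adjusted p = 2.40e-16 from camera in limma). Of 39 genes tested, 38 were lower and 1 was higher past the adjusted p, and 39 adjusted over the list alone. With the correlation between genes estimated from the arrays the list did not pass (adjusted p = 0.0823 from camera in limma). Chance is excluded by the splits of the arrays, of which 1 of 100 gave a camera p as small, the real one, and by the list's median per array, which lay lower on all HDAC4 and 5 arrays than on all control arrays (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 arrays allow). The paper's methods state that HDAC4 and 5 kept these cells from becoming myotubes and that they were analysed as myoblasts, and lower differentiation genes go with that statement. A slide difference is argued against by the list's median of -4.85 in the slide where it was smallest, and the scaling of the arrays by a distance of -2.83 from the median of all genes under the scaling where that was smallest. If only control cultures had held differentiated myotubes, genes limited to undifferentiated myoblasts would have stayed near the control level. The median of the myoblast genes well above background on at least 5 control arrays was -7.04, although Met did not change (-0.10). Myod1, Des and Cdh15, which carry this median, are not limited to undifferentiated myoblasts, so their fall cannot argue against myotubes in control cultures. That explanation stays open. The log2 difference was -8.43 for Des, saturated on 2 control arrays, and -5.66 for Cdh15, and Myod1 was well above background on 6 of 6 control arrays and 0 of 6 HDAC4 and 5 arrays, at least 257-fold lower. Myf5 and Pax7 were not well above background in either group. Male cells of another line would show Y-chromosome genes in 1 group, and 0 of them were well above background on every array of a group. A female line, or a separate origin of the stable lines, was not tested and stays open beside the effect of HDAC4 and 5 on differentiation that the paper states.

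Lep was higher in db/db than in control soleus muscle by 3.79 on the log2 scale (standard error 0.37, adjusted p = 0.0323 from limma), with 1 of 3 control arrays and 4 of 4 db/db arrays well above background. The control arrays read -3.62, -3.82 and -3.12 and the db/db arrays -0.08, 0.94, -0.03 and 0.27. The paper does not report it. Under normexp the difference was 1.96 and did not pass. More adipocytes in the db/db samples would raise their other markers about as much, if each adipocyte expressed these alike in both groups, which was not tested. The 7 other markers went both ways, with a median of -0.24 and a range from -1.89 to 1.37. The one that rose most, Cidec, by 1.37 (standard error 0.46), stayed far below Lep. Under that assumption this argues against adipocyte number as the whole cause. The adipocyte marker list had a median of 0.80 and did not pass in camera (adjusted p = 0.130 from limma), but passed as higher when every tested gene was used (0.47, adjusted p = 0.0288 from cameraPR in limma), an alternative chosen after the data were seen, so a smaller rise in adipocytes stays open. More Lep per adipocyte stays open. The mice differ in the leptin receptor, which is a biological difference of the design and was not tested here.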

How the results depend on the processing

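The alternatives with slide as a block at an unadjusted p, and cameraPR on every tested gene, were chosen after the data were seen. Where a value below changed its side of the threshold or its sign, the cause was not tested unless stated.

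Of the values that answer a comparison, 162 stayed on the same side under an alternative, 26 counts moved, 19 reversed, 9 lost and 5 gained the threshold. Of the values for single genes and the muscle differentiation list, 194 stayed, 12 lost the threshold and 5 reversed. Ppargc1a in C2C12 cells kept its direction and call under all 11 alternatives, as did the 10 genes named by size of change in C2C12 cells. Lep passed under 5 of 14 alternatives and Mup1 under 10 of 13. Mup1 had no value in the authors' matrix and under the filter on both groups.

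The count of 9446 C2C12 genes was 5377 with at least a 1.5-fold change, which the added requirement explains. The 2 soleus genes were 0 with normexp, 0 in the authors' matrix, 1 without a filter, 0 with the filter on both groups, 4 with the mean of all probes, 53 with slide as a block and 7 with replicate number as a block. An unadjusted p gave 768, the methods' t-test 931 unadjusted and 1 adjusted, and slide as a block with an unadjusted p gave 2028. Leaving out single soleus arrays gave 0 to 5, the 5 without the first db/db replicate.

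The coregulated count of 0 was 1 with the mean of all probes, 7 with slide as a block and 2 with the replicate block. It was 236 at an unadjusted p, 296 with the methods' t-test unadjusted and 694 with slide as a block at an unadjusted p. In the same order, 0, 13, 0, 230, 290 and 649 genes changed in opposite directions. Leaving out single soleus arrays gave 0 to 1.

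In C2C12 cells, the oxidative phosphorylation list passed as lower with normexp (-0.11), without a filter (-0.014) and with fry (-0.014), and its median reversed with the mean of all probes (0.013), arrays of a slide averaged (0.11), replicates 1, 3 and 5 (0.038), replicates 2, 4 and 6 (0.034) and cameraPR on every tested gene (0.11). The TCA cycle list reversed with quantile normalization (-0.0066), normexp (-0.068), the authors' matrix (-0.22), no filter (-0.015), the filter on both groups (-0.015) and Reactome (-0.11). Pyruvate metabolism reversed in the authors' matrix (-0.053) and with Reactome (-0.064), and passed with fry (0.20). Glutathione metabolism passed with fry (0.29). The p53 signalling list reversed with quantile normalization (-0.073), normexp (-0.0069), the authors' matrix (-0.23) and replicates 1, 3 and 5 (-0.060). The median of all C2C12 genes was 0.07, and -0.12 in the authors' matrix, 0.13 with normexp and 0.29 without a filter.

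In soleus muscle, the oxidative phosphorylation list (-0.12) no longer passed with quantile normalization (-0.10), normexp (-0.034), no filter (-0.12), slide as a block (-0.076), the replicate block (-0.036), fry (-0.12) or an estimated correlation (-0.12), and reversed in the authors' matrix (0.34). Leaving out single arrays gave -0.22 to 0.12, with the reversal without the second control replicate. Hdac4 was between -0.36 and 0.78 and Hdac5 between -0.67 and 1.04 with single soleus arrays left out, and Hdac5 was -0.055 with quantile normalization; neither passed. The replicate block changed no other call. Signal over background limits the genes tested, 14137 in C2C12 cells and 13071 in soleus muscle.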

Differences from the paper's values

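The paper's number of genes altered in the same direction in both data sets is 236, and 0 were found here at the adjusted p. Of the alternatives set before the data were examined, an unadjusted p under 0.05 in limma gave 236, the same number, and the methods' t-test unadjusted gave 296, within 1.5 times of it. The other alternatives gave 0 to 7. Whether the 236 genes are the paper's genes is not known, since the paper's list was not used here.

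The paper's Ppargc1a level in HDAC4 and 5 cells relative to control is about 0.38 in Fig. S3B, read by eye and measured by RT-PCR, and the arrays gave 2.70. None of the alternatives set before the data were examined came within the limit, with values from 2.26 to 2.82.

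The paper states that oxidative phosphorylation and TCA cycle genes were suppressed. The tallies that follow count every tested gene, while the medians of the lists cover the genes measured on all arrays. Saturated spots were kept in both, and how far saturation moved them was not tested. Over every tested gene the medians were 0.11 for oxidative phosphorylation and 0.094 for the TCA cycle. The tally for oxidative phosphorylation was 11 higher and 18 lower of 84, which does not go against lower, yet the list did not pass in camera (-0.014). It passed as lower with normexp (-0.11), without a filter on dim probes (-0.014) and with fry, while the Reactome pathway did not pass with fry (-0.0038, adjusted p = 0.113 from limma). The tally for the TCA cycle was 9 higher and 8 lower of 28, with a median of 0.045 that did not pass with fry (adjusted p = 0.798 from limma), while the Reactome TCA pathway was lower (-0.11) and passed with fry (adjusted p = 0.00105 from limma) but not with camera. In Fig. S3C pyruvate metabolism is lower, and its median here was 0.20, with 12 higher and 8 lower of 30. Its median was below 0 in the authors' matrix (-0.053) and with Reactome (-0.064), without passing. In Fig. S3C glutathione metabolism is higher, and its median here was 0.29 without passing in camera, while it passed as higher with fry.

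The paper gives p53 signalling as the single significant pathway among coregulated genes. Here 0 of 50 genes of the list were coregulated at the adjusted p and 2 at the unadjusted p, which did not pass (Fisher's exact test, one-sided, p = 0.268). The settings with an adjusted p gave 0 to 7 coregulated genes, too few to test the list. The other settings with an unadjusted p did not call it either, at p = 0.367 with the methods' t-test and p = 0.347 with slide as a block, which was chosen after the data were seen (same exact test). The pathways that passed at the unadjusted p were circadian clock pathways, the first with 5 of 11 genes (adjusted p = 0.00118 from Fisher's exact test).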

Other observations

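The interferon list, the circadian genes, the tests of chromosome runs, of slide in soleus muscle and of Ppargc1a were chosen after values were seen, and the limit for runs was recomputed once after a first version that used smaller windows at chromosome ends and found no run past its limit.

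Whether other splits of the arrays give results as large was counted. For the 9446 C2C12 genes, 1 of 100 splits gave as many, the real one, and the largest other gave 4, which excludes chance. Among the 32 splits that part every replicate pair, 1 gave as many and the largest other gave 18. The remaining splits put some pairs in 1 group. For the lists in C2C12 cells, 61 of 100 splits gave a camera p as small for oxidative phosphorylation, 95 for the TCA cycle and 39 for pyruvate metabolism. There were 15 for glutathione metabolism and 64 for p53 signalling. By this count chance cannot be excluded for a difference from the other genes, although splits uneven in the real groups keep part of their difference. Without reference to other genes, fry in limma passed for oxidative phosphorylation (adjusted p = 0.0480), pyruvate metabolism (adjusted p = 0.00974) and glutathione metabolism (adjusted p = 0.000144). It did not pass for the TCA cycle (adjusted p = 0.798) or p53 signalling (adjusted p = 0.381). For the 2 soleus genes, 3 of 35 splits gave as many, and 1 of the 8 that part every pair. In soleus muscle 33 of 35 splits gave a camera p as small for p53 signalling and 16 for oxidative phosphorylation. For the same-direction genes at an unadjusted p, 8 of 35 splits of the soleus arrays gave as many, with a median of 49.5 and a largest of 1774 in the others. The 1774 came from the split by slide, so this count carries the slide. Among the 8 splits that part every pair, the real one gave the most, 236 against 231 for the next. With so few splits chance cannot be excluded for these genes. Same and opposite directions were about as frequent as independent directions give (Fisher's exact test, p = 0.377). The overlap of genes lower in both was above chance (Fisher's exact test, p = 0.000411) but not with slide as a block (Fisher's exact test, p = 0.108), and shared regulation cannot be told apart from independent calls.

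The split of the soleus arrays by slide gave 4499 genes, and 1 of 35 splits gave as many. With group in the same fit, 5179 genes differed between slides, and slide as a block raised the genes past the adjusted p for group from 2 to 53. The spread between slides may thus hide differences between db/db and control muscle. The biology of the animals on each slide was not tested.

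Ppargc1a was higher on the HDAC4 and 5 arrays, against the paper's RT-PCR. A swap of the control and HDAC4 and 5 labels is argued against by the paper's other RT-PCR genes of Fig. 4A: of 9 tested, 6 passed the adjusted p and 6 went the paper's way, 0 the opposite way. A fault of 1 probe is argued against by the second probe, higher by 1.32, and a slide difference by a rise of 1.36 in the slide where it was smallest. What stays open, and was not tested, is that different cultures were used for the arrays and the RT-PCR.

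On the arrays of HDAC4 and 5 cells, Pmaip1 was lower (-6.93, with 3 control spots left out as outliers), as were Bbc3 (-0.92), Sat1 (-0.93), Bcl2l1 (-0.32) and Casp9 (-0.31), all past the adjusted p in limma. Slc7a11 was not well above background in control cells and was at least 6.61-fold higher. Bcl2 (0.24, adjusted p = 0.0811 from limma) and Bax (-0.26, adjusted p = 0.0568 from limma) did not pass, and Alox15 was not well above background. Cycs did not pass at its brightest probe (0.07, adjusted p = 0.717 from limma), which was saturated on 1 control array, and was lower at its 2 other probes, with log2 differences of -0.51 (exact permutation test, two-sided, p = 0.0108) and -0.62 (same test, p = 0.00794, the smallest that 5 against 4 arrays allow), which were saturated on 0 arrays. The 2 dimmer probes of Bcl2l1 were lower without passing (exact permutation tests, two-sided, p = 0.147 and p = 0.210). Gls2 was lower (-0.35). Aifm2 was higher at its brighter probe (0.28) and lower at the other (-0.10, exact permutation test, p = 0.0303), so its direction is not settled. Mcl1 and Aifm1 did not differ at either probe. Apaf1 did not differ at its brightest probe, and its 2 dimmer probes went opposite ways, with 0.64 (exact permutation test, p = 0.0195) and -0.34 (exact permutation test, p = 0.00866).

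The paper reports lower Ppargc1a and higher Hdac5 gene expression in tibialis anterior muscle of db/db mice. In soleus muscle Ppargc1a read 2.54 ± 0.44 (SD, n = 3) in control and 2.83 ± 0.59 (SD, n = 4) in db/db mice (log2 difference 0.29, standard error 0.42, adjusted p = 0.973 from limma), and its second probe differed by -0.04. Within the slides Hdac5 differed by 0.04 and 0.92.

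The largest falls in C2C12 cells by the rule for named genes were -9.90 for H19, which is saturated on 2 control arrays, -9.20 for Klhl30, saturated on the same 2, -8.82 for Tnni2, -8.76 for Synpo2l, saturated on 4 control arrays, and -8.45 for Trim54. Saturation limits the size and the order of these falls. The rises were 8.77 for Ifit3, 8.72 for the probe listed as NAP007796-001, 8.32 for Zbp1, 7.18 for D14Ertd668e and 7.07 for Cxcl10. They come from 5595 genes that met the rule, and 0 soleus genes met it. The probe listed as NAP007796-001 lies on chromosome 19 of mm9 from 34662998 to 34663057. The probe for Ifit3 lies beside it from 34663105 to 34663164, so both may measure 1 transcript. Mup1 was not well above background on 4 of 4 db/db soleus arrays and at least 18.8-fold lower than in control muscle.

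Several of the largest rises are interferon-stimulated genes, which the paper does not discuss. A list of 30 others, without those that led to it, was all higher past the adjusted p, 30 of 30. On the 25 measured on every array the median was 4.97 and lay higher on all HDAC4 and 5 arrays than on all control arrays (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 arrays allow), with p = 3.49e-15 from camera and p = 1.27e-16 from fry in limma. The medians within the slides were 5.14, 4.91 and 5.06, so that a slide difference is argued against by the smallest, 4.91. Relative to the median of all genes it was 5.76 with quantile normalization, 4.80 with normexp and 4.98 in the authors' matrix. An interferon response in the HDAC4 and 5 cells is a hypothesis found and tested on the same data; whether it follows from HDAC4 and 5, from the plasmids or from the selection was not tested.

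Neighbouring genes changed together in C2C12 cells. The Spearman correlation of neighbouring genes' changes was 0.225 in C2C12 cells and 0.0374 in soleus muscle (permutation p = 0.001 in each, the smallest its permutations give); by itself it cannot tell lost or gained segments from clustered genes. Genes 1 to 3 Mb apart had a correlation of 0.0633 in C2C12 cells (permutation p = 0.005, the smallest its permutations give) and 0.00318 in soleus muscle (permutation p = 0.185), which argues against close duplicates of 1 gene as the whole cause. Of 9712 windows of 21 genes, 12 passed every permuted order, the largest at 2.12 against 1.77. They lie on chromosome 3 of mm9 from 52786527 to 63718726, from Cog6 to E130311K13Rik, where 26 of 32 genes were lower and the median was -1.74. A lost segment in the HDAC4 and 5 line may be a candidate explanation; DNA was not analysed here.

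The medians and means of lists below cover the genes measured on every array of a data set, and the counts every tested gene. The other lists in C2C12 cells were glycolysis (median 0.07, mean -0.32), fatty acid oxidation (-0.12), apoptosis (-0.11), ferroptosis (0.30), macrophage markers (0.31), the paper's RT-PCR cell death genes (-0.10) and metabolic genes (0.16), none past the adjusted p in camera. With fry, apoptosis (adjusted p = 0.00114 from limma), glycolysis (adjusted p = 0.00297 from limma) and the metabolic genes (adjusted p = 0.00561 from limma) were lower, ferroptosis (adjusted p = 0.00974 from limma) and macrophage markers (adjusted p = 2.20e-05 from limma) were higher, and fatty acid oxidation and the cell death genes did not pass. None of these lists passed in camera with an estimated correlation. Median and mean differ in sign for glycolysis, for the cell death genes (mean 0.06) and for the metabolic genes (mean -0.10). Over the list alone 12, 16, 18, 24, 3, 8 and 7 of their genes passed. Of the metabolic genes, 4 were higher and 3 lower past the adjusted p over all genes. Cox7a1 (-3.20), Acadm (-1.90, measured on 3 control arrays) and Idh1 (-0.52) were lower, and Echs1 (0.46), Ppard (0.45) and Fh1 (0.31) were higher. The brightest probe of Cs (0.39) was saturated on every array that measured it. Its other probe, saturated on 0 arrays, was lower (-0.49, exact permutation test, two-sided, p = 0.00216). Cell cycle genes were higher (median 0.50, adjusted p = 0.0442 from camera in limma, 26 higher and 2 lower, 28 adjusted over the list alone), and passed with fry but not with an estimated correlation. They did not pass when all 41 tested genes were used (adjusted p = 0.402 from cameraPR in limma), an alternative chosen after the data were seen. In soleus muscle, oxidative phosphorylation (-0.12, adjusted p = 0.0365 from camera in limma), cell cycle (-0.21, adjusted p = 0.0365 from camera in limma) and erythrocyte markers (-1.58, adjusted p = 0.00384 from camera in limma) were lower, and none of these passed with fry or an estimated correlation. With slide as a block oxidative phosphorylation no longer passed. The soleus medians of the lists that did not pass were 0.05 for the TCA cycle, 0.02 for pyruvate metabolism, 0.24 for glutathione metabolism, -0.10 for glycolysis, 0.01 for fatty acid oxidation, 0.11 for apoptosis, 0.22 for ferroptosis, -0.12 for muscle differentiation, 0.80 for adipocyte markers, 0.38 for macrophage markers, -0.14 for the paper's RT-PCR cell death genes and -0.02 for its metabolic genes. Adjusted over the list alone, 1 adipocyte and 1 erythrocyte marker passed, and 0 genes of each other list.

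Circadian genes went both ways in db/db soleus muscle. Of 13 tested, 8 were higher and 1 lower at an unadjusted p under 0.05, and 0 passed the adjusted p in limma. Per1 was higher by 3.16 (adjusted p = 0.117 from limma), Per2 by 5.04 (adjusted p = 0.142 from limma, with 1 of 3 control arrays well above background) and Dbp by 2.66 (adjusted p = 0.148 from limma). With slide as a block the adjusted p from limma was 0.0174 for Per1, 0.00255 for Per2 and 0.0315 for Dbp. Arntl was lower (-1.04, adjusted p = 0.755 from limma). In C2C12 cells Dbp was higher by 1.73 and Arntl was lower (-0.85), and 9 of 14 circadian genes were higher and 4 lower past the adjusted p.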
